# Mitochondria-lysosome coupling contributes to lysosome acidification and aging

**DOI:** 10.1016/j.molcel.2026.05.004

**Published:** 2026-05-29

**Authors:** Qingqing Liu, Seungmin Yoo, Zhixin A. Zhang, Liying Li, Hetian Su, Lingraj Vannur, Alexandra C. Wooldredge, Jun-Wei B. Hughes, Pierre-Yves Desprez, Nan Hao, Gordon Lithgow, Julie K. Andersen, Malene Hansen, Judith Campisi, Chuankai Zhou

## Abstract

Nearly all cellular processes are pH dependent. The acidic pH inside the lysosome (vacuole in yeast) is essential for cellular content degradation, signaling, and autophagy. Defects in lysosome/vacuole acidification are a conserved hallmark of aging and age-related diseases. Traditionally, the lysosome/vacuole is thought to import free protons (H^+^) from the surrounding neutral cytosol. Here, we uncovered a conserved lysosome/vacuole acidification mechanism from yeast to human involving lysosomal/vacuolar uptake of H^+^ pumped out by mitochondrial electron transport chain through mitochondria-lysosomes/vacuoles membrane contacts. Aging/senescence-associated disruption of mitochondria-lysosome/vacuole contacts causes lysosomal/vacuolar de-acidification, which can be reversed by either expressing an engineered linker to connect these two organelles or through an asymmetry-dependent rejuvenation process in daughter cells. Preserving lysosomal acidification in senescent human cells prevents the induction of major senescence-associated secretory phenotype factors and restores autophagic flux. These findings reshape our current understanding of the mechanisms underlying lysosomal/vacuolar (de-)acidification in both young and aged/senescent cells.

## In brief

While classical models propose that lysosomes/vacuoles are acidified using free cytosolic protons, Liu et al. reveal that mitochondrial electron transport provides a substantial proton source through Mito-Lyso/Vac membrane contacts. Loss of these contact sites during yeast replicative aging and human cellular senescence drives lysosomal/vacuolar dysfunction and induces SASP factors.

## INTRODUCTION

Eukaryotic cells compartmentalize their contents and functions into various membrane-bound organelles, each providing a specialized environment enriched with specific molecules to support optimal enzyme activity and metabolic processes. Proton concentration, reflected by the pH of each individual organelle, plays a critical role in this context, since protonation determines the folding, structure, interaction, and catalytic reaction of proteins and RNAs as well as the reactivity of metabolites.^1^ For example, the lumen of the lysosome (vacuole in yeast) normally maintains an acidic pH, critical for the activity of various catabolic enzymes that degrade cellular contents in order to maintain cellular proteostasis.^2–4^ It is commonly believed that lysosomes/vacuoles use the conserved V-ATPase complex to import free H^+^ from the surrounding pH-neutral cytosol to acidify their lumen to as low as pH 4.5.^3–6^ Cytosolic metabolism, including glycolysis, is an important source of cytosolic H^+^ by producing free H^+^ and generating intermediates that disassociate into charged forms and H^+^ at physiological pH.^7^ In addition, the catabolic processing within the mitochondrial matrix generates CO_2_ (in the form of carbonic acid, H_2_CO_3_) and H^+^, which must be exported to maintain mitochondrial pH homeostasis.^8^ However, the estimated number of free H^+^ in the cytosol of a single yeast cell (which has a volume of ~48 μm^3^ with a pH of 7 or higher) is <3,000.^7,9,10^ Cytosolic metabolites (e.g., inorganic phosphate) and proteins, which have multiple protonatable groups, have strong affinity for these <3,000 free H^+^. These cytosolic buffering molecules are 5–10 orders of magnitude more abundant than cytosolic free H^+^ levels and their affinity for free H^+^ significantly reduces the availability and diffusion of H^+^ across the cytosol.^11,12^ As a result, the lysosomal/vacuolar V-ATPase must compete with large numbers of cytosolic molecules for free H^+^ and may only be capable of capturing H^+^ generated in its immediate vicinity.

In addition, previous studies underscore a remarkable heterogeneity in lysosome pH, even though lysosomes are subject to rapid transportation and mixing within human cells.^13,14^ Ammonia (NH_3_), an endogenous metabolite, can act as a lysosomotropic weak base, disrupting lysosomal acidity.^15^ When lysosomes are transiently neutralized with NH_4_Cl, those located in the perinuclear region re-acidify significantly faster than those in peripheral areas.^14^ Similarly, the asymmetric cell division in budding yeast, which produces an aging mother cell and a stem-cell-like daughter cell (bud) that resets its aging clock (rejuvenation), creates a significant pH difference between the vacuoles of the mother and daughter cells, despite sharing the same neutral cytosol and the fact that the vacuoles in the daughter cell are inherited from the aging mother cell.^16^ In this case, the vacuoles inside the aging mother cells undergo age-dependent loss of acidification, which is conserved in metazoans, while such alkalized vacuoles, when inherited by the rejuvenated daughter cell, undergo re-acidification.^16^ It remains unclear how ubiquitously distributed proton sources across the cytosol could give rise to spatial difference in lysosomal/vacuolar pH and what is the underlying cause of this uneven acidification of lysosomes/vacuoles.

In this study, we uncovered a conserved mechanism in which protons pumped out of the mitochondria by the electron transport chain (ETC) contribute to vacuole/lysosome acidification through membrane contacts between these organelles. In both yeast and human cells, loss of these contacts during aging or senescence contributes to vacuolar/lysosomal de-acidification, whereas restoring contact with an engineered linker improves acidification. In yeast, this mechanism also contributes to vacuole re-acidification during daughter cell rejuvenation. Together, these results identify mitochondria-contact-dependent proton transfer as a conserved component of vacuole/lysosome acidification.

## RESULTS

### Changing mitochondrial function influences vacuolar acidification

Using a well-established fluorescent probe for vacuole acidification,^16,17^ we serendipitously discovered that overexpression of the mitochondrial import receptor protein TOM70 (Tom70 OE) from different promoters, which preserves mitochondrial membrane potential (MMP) during aging,^18^ prevented age-associated vacuole de-acidification in yeast (Figures 1A–1C and S1A–S1D). In a similar vein, certain growth conditions that enhance the MMP including caloric restriction and a nonfermentative carbon source (glycerol) also intensified vacuole acidification compared with cells grown in a regular 2% glucose medium (Figures 1D, 1E, S1E, and S1F).^16^ The MMP is generated by the proton pumps of ETC complexes, which pump protons out of mitochondrial matrix into the intermembrane space to build an electrochemical proton gradient across the inner mitochondrial membrane. Unlike the inner mitochondrial membrane, which is impermeable except through specific transporters, the mitochondrial outer membrane permits non-specific permeation of molecules up to 5 kDa.^7,19^ As protons in the intermembrane space are free to diffuse in all directions, the porous nature of the mitochondrial outer membrane may facilitate the diffusion of some protons out of the mitochondria that could potentially drive vacuolar acidification. Indeed, blocking the ETC complex with antimycin A, which specifically inhibits complex III, significantly compromised the acidification of the vacuole (Figures 1F and 1G). The MMP/H^+^ gradient is also critical for producing ATP via the F1-F0 ATPase. However, inhibiting the F1-F0 ATPase with oligomycin did not affect vacuolar acidification (Figures 1F and 1G). This is likely because ATP generated via cytosolic glycolysis is sufficient to power V-ATPase in yeast cells grown in glucose-containing medium.^20,21^ Although the vacuolar V-ATPase can uptake free protons from the cytosol, these data suggest that the mitochondrial MMP/H^+^ gradient is an important source of H^+^ for vacuolar acidification. The contribution of the mitochondrial MMP/H^+^ gradient to vacuole acidification is likely not exclusive, as previous studies in human cells have shown that increased mitochondrial MMP can cause cytosolic acidification as well.^19,22,23^

### Mitochondria-vacuole contacts are critical for vacuolar acidification

The cytosol is densely populated with buffering molecules (for example, phosphate, PO_4_^3−^) exceeding 50 mM and a myriad of amino acid side chains of proteins with a strong affinity for free H^+^.^7,12^ Thus, it is possible that most of the H^+^ released from the mitochondrial outer membrane are absorbed by cytosolic buffering molecules before they can reach the V-ATPase. This prompted us to consider the possibility of inter-organelle membrane contact sites between the mitochondria and the vacuole (Mito-Vac contacts) acting as conduits for the transfer of protons from the mitochondria to the vacuoles, thereby facilitating their acidification. Previous studies from different labs have identified conserved proteins involved in mediating Mito-Vac contacts. In yeast, the vacuole membrane-anchored Rab GTPase Ypt7 and its effector Vam6 form a protein bridge with Tom40, the import channel for the TOM complex located in the outer mitochondrial membrane (Ypt7-Vam6-Tom40 bridge was named vCLAMP, Figure 2A).^24–27^ These organellar contacts are conserved in mammalian cells, where RAB7 (homolog of Ypt7) regulates mitochondria-lysosome contact formation.^28,29^ It has been shown that the knockdown of Vam6 reduces, while its OE augments, Mito-Vac contact in yeast.^26^ Consistent with the hypothesis that mitochondria could contribute to the acidification of vacuoles via Mito-Vac contacts, we observed a significant enhancement of vacuolar acidification in yeast cells that overexpressed Vam6 or Ypt7, while deleting these proteins significantly impaired vacuolar acidification (Figures S2A–S2G). This effect of Mito-Vac contacts on vacuolar acidification was further confirmed with a ratiometric pH-sensitive fluorescence sensor (Figures S2H–S2J).

Given the multifaceted functions of vCLAMP proteins within the cell,^30,31^ we further investigated the role of Mito-Vac contacts in facilitating H^+^ transduction from mitochondria to vacuoles by using alternative approaches to exclude indirect effects arising from manipulating Vam6 and Ypt7. To this end, we developed an engineered linker (Mito-Vac linker) devoid of any other cellular functions. We fused mCherry (mCh) to the transmembrane domain of the mitochondrial outer membrane protein Fis1 (Fis1tm), facilitating the insertion of mCh into the mitochondrial outer membrane (mito-mCh).^32^ To bridge vacuoles with mitochondria, we induced a pulse expression of a mCh-specific nanobody^33^ fused to Vps10 which drives the localization of Vps10-mCh nanobody to the vacuole membrane (V-mCh nanobody), where it can interact with the mito-mCh on the mitochondrial membrane (Figure 2A). We first confirmed that transient expression of the V-mCh nanobody increases mitochondrialvacuole contacts to a similar extent as OE of the endogenous vCLAMP tethering proteins Vam6 and Ypt7 (Figures 2B and 2C). Consistent with our observations from endogenous vCLAMP OE, increasing Mito-Vac contacts with this engineered linker enhanced vacuolar acidification, whether quinacrine staining was performed on control and linker-expressing cells in separate reactions (Figure 2D) or simultaneously to minimize batch-to-batch variation (Figures 2E and 2F). This conclusion is further supported by the recently developed ratiometric vacuolar pH sensor v-SEP,^34^ which likewise showed that Mito-Vac linker expression enhances vacuolar acidification (Figures S2K and S2L). This enhanced Mito-Vac contact and vacuolar acidification was not due to Vps10 expression and was specific to the Mito-Vac linker, as neither Vps10 alone nor an endoplasmic reticulum (ER)-Vac linker showed this effect (Figures S2M–S2R). Moreover, consistent with the role of vacuolar acidification in autophagy, expressing this Mito-Vac linker also led to a faster turnover of green fluorescent protein (GFP)-Atg8 puncta (representing autophagosomes), indicating increased autophagic flux (Figures S2S and S2T).^35^

To further test the hypothesis that membrane contacts between these two organelles serve as conduits for proton transfer, we measured the pH of the intermembrane space between the vacuole and mitochondria in yeast. We used a genetically encoded ratiometric pH biosensor based on a tandem heterodimer of pH-sensitive superfolder GFP (sfGFP) and relatively pH-insensitive mCh. We validated the pH sensitivity of this biosensor by incubating yeast cells expressing the heterodimer in the cytosol or on the mitochondrial outer membrane with buffers of known pH values, along with the protonophore nigericin, which equilibrates intracellular compartments with the extracellular pH (Figures S2U–S2W). We observed no significant pH difference between the mitochondrial surface and the cytosol in wild-type cells (Figure S2X). This is likely because protons released from mitochondria are rapidly diffused or absorbed by cytosolic molecules outside of the Mito-Vac contact sites, coupled with the fact that in wild-type cells the sfGFP-mCh heterodimer is evenly distributed across the mitochondrial surface—mostly outside organellar contact sites—resulting in an average sfGFP/mCh ratio similar to that of the bulk cytosol (Figure S2Y, left). If these membrane contact sites indeed serve as conduits for proton transfer by excluding cytosolic proton competitors, then recruiting and enriching the pH biosensor at the contact sites should yield a significant signal change (Figure S2Y, right). Consistent with this prediction, when we pulsed the expression of V-mCh nanobody, which binds mCh and concentrates the sfGFP-mCh heterodimer at the Mito-Vac contact site, the sfGFP/mCh ratio significantly decreased (Figure S2Z).

To gain mechanistic insight into the role of membrane contact sites in proton transfer, we carried out *in silico* molecular simulations of proton diffusion and capture, parameterized using experimentally measured physiological values (Figure 2G). In this model, protons were randomly released from the mitochondrial outer membrane and diffused within a cytosolic environment containing proteins and phosphate molecules—both acting as competitive proton sinks—alongside vacuolar V-ATPase complexes positioned at a defined surface density (Figure 2H). The simulations showed that protons released from mitochondria are largely neutralized by cytosolic competitors unless the vacuole membrane is in immediate proximity to the mitochondria, where the vacuole membrane-anchored V-ATPases have a chance to capture these protons (Figure 2I). This suggests that spatial proximity provided by organelle contact sites is critical for V-ATPase to capture mitochondrial protons in the context of a protein-dense cytoplasm.

To exclude cytosolic factors and detect the direct transfer of proton from mitochondria to vacuoles, we lysed the cells to remove cytoplasm and suspended the organelles in pH 7.5 buffer, thereby excluding the contribution from cytosolic metabolism and other cytosolic factors in vacuole acidification (Figure 2J). After mixing the mito-mCh-labeled mitochondria and V-mCh nanobody-labeled vacuoles derived from separate strains, we were able to bridge the connection between mitochondria and vacuoles *in vitro* (Figure 2K, +linker). This mitochondria-vacuole connection depended on the presence of mCh and its nanobody (Figure 2K). Compared with vacuoles without mitochondrial association, those attached to mitochondria were significantly acidified in the presence of an ATP regeneration system and NADH (Figures 2K and 2L). The acidification of vacuoles in contact with mitochondria indicates that there were protons leaving the mitochondria and being captured by the V-ATPase to acidify the vacuole. Indeed, removing NADH, which serves as an electron donor for ETC complexes, or adding antimycin A inhibited the vacuolar acidification and abolished the acidification difference between vacuoles with and without mitochondrial association (Figure 2L). These *in vitro* results, along with observations within live yeast cells, support the transfer of protons from mitochondria to vacuoles via Mito-Vac contacts.

### Mitochondria-vacuole contacts decline during aging

Recognizing the effect of Tom70 OE in preserving vacuolar acidification in aged cells and the crucial role of mitochondrial protons in vacuolar acidification, we next asked whether mitochondria contribute to the age-dependent loss of vacuolar acidification in yeast mother cells and the re-acidification of aged vacuole inherited by daughter cells, resulting in a striking asymmetry of vacuole pH across the mitotic axis.^16^

A previous model suggested that changes in vacuole pH arise from competition between the V-ATPase and the plasma-membrane proton pump Pma1, with the latter expelling cytosolic H^+^ out of the yeast cell.^16,36^ In this model, age-dependent accumulation of Pma1 in mother cells, rather than decline in V-ATPase, reduces the cortical H^+^ concentration immediately beneath the plasma membrane in mother cells, while the Pma1-free daughter cells are able to re-acidify/rejuvenate the inherited vacuole.^36,37^

However, our findings revealed that Pma1 asymmetry depended on culture conditions: only cells experiencing high density (optical density 600 [OD_600_] > 2) and nutrient depletion during overnight culture exhibited asymmetric Pma1 localization, whereas cells continuously maintained at a low mid-log density (OD_600_ ~ 0.5) showed equal Pma1 localization between daughter and mother cells (Figures S3A–S3D). Time-lapse imaging of cells from mid-log culture further confirmed the absence of Pma1 asymmetry between mother and daughter cells during replicative aging and purified old mother cells from such low-density cultures likewise showed no plasma-membrane accumulation of Pma1 (Figures S3E and S3F). Notably, despite the lack of Pma1 asymmetry, cells kept at low mid-log density throughout the experiment still showed asymmetry in vacuole pH between mother and daughter cells (Figure S3G), indicating that the distribution of Pma1 does not correlate with the asymmetry in vacuolar acidification across the mitotic axis. However, Pma1 may still further deplete the limited pool of free H^+^ (~3,000) in the cytosol,^36,37^ thereby impeding V-ATPase-dependent H^+^ import from the cytosol and making other sources of H^+^ crucial for vacuolar acidification. Given that Pma1 is not conserved in metazoans, it is likely that the conserved age-associated lysosome/vacuole de-acidification is driven by alternative mechanisms, such as mitochondrial dysfunction or impaired Mito-Vac contacts.

As vacuole de-acidification occurs early in life and precedes the collapse of the mitochondrial MMP,^16^ we considered the possibility that an age-dependent vacuole alkalization might result from the loss of Mito-Vac contacts between these organelles. We visualized the Mito-Vac contacts between mitochondria and vacuoles using a split-GFP system as in a previous study.^24,38^ The split-GFP system consists of the first ten β strands of GFP (GFP_1–10_) linked to endogenous Zrc1, a low-abundant vacuole membrane protein, while the eleventh β strand (GFP_11_) was fused to pGAL-driven Tom70 on the surface of mitochondria (Figure 3A). A brief induction of Tom70-GFP_11_ allowed reconstitution with vacuole-anchored Zrc1-GFP1–10 when they were within a few nanometers of one another, forming distinct GFP foci that represent Mito-Vac contact sites, as demonstrated previously.^24^ Indeed, the Mito-Vac contact sites reduced significantly during the early stage of aging (Figures 3B and 3C). This decrease was not due to reductions in Zrc1 or pGAL expression used in the split-GFP assay during aging (Figures S3H–S3K). Interestingly, the age-dependent loss of Mito-Vac contact sites in aging mother cells was reversed in daughter cells, aligning with the asymmetric vacuolar acidification across mitosis axis (Figures 3B and 3C, age 3–6 vs. age 0).

This loss of Mito-Vac contacts could at least in part be attributed to the age-dependent reduction of Tom40^39^ and Vam6, two components of the vCLAMP bridge^24^ (Figures 3D, 3E, and S3L). In young cells, Vam6-GFP localizes to the vacuole membrane as foci at the Mito-Vac contact sites.^24,26^ In yeast cells expressing endogenously GFP-tagged Vam6, we found that Vam6-GFP abundance reduced during the early stage of replicative aging and the remaining signal displayed diffuse localization throughout the cytosol without clear enrichment on the vacuole membrane (Figures 3D and 3E). This age-dependent reduction of Vam6 levels was also observed in time-lapse imaging where the mother cells have reduced Vam6 compared with the newborn daughter cells (Figure 3F).

We next investigated whether this age-dependent loss of Mito-Vac contacts could be the primary cause of vacuole de-acidification. If the loss of Mito-Vac contacts is indeed a major driver of age-dependent vacuolar alkalization, then restoring these contacts in aged cells should be able to reverse the loss of vacuole acidification. To test this, we purified replicative old cells in which vacuolar alkalization had already been established. We then transiently expressed the mCh-nanobody-based Mito-Vac linker in these purified old cells. Indeed, transient expression of the Mito-Vac linker in the purified old cells restored their vacuolar acidification (Figures 3G and 3H). This reversibility of old and alkalinized vacuoles upon re-establishment of Mito-Vac contacts suggests that the vacuole and vacuolar V-ATPase remain functional when cells lose vacuolar acidification in early life, although we cannot rule out the possibility that the V-ATPases may eventually lose activity after persistent vacuolar de-acidification in later life. In fact, the abundance of V-ATPase proteins did not decrease during the replicative aging (Figure S3M). Moreover, the constant expression of low levels of this Mito-Vac linker was able to maintain vacuole acidification during aging and significantly extend the replicative lifespan of yeast cells by approximately 20% (Figures 3I and S3N), underscoring the importance of Mito-Vac contacts in preserving proper vacuole function and overall cellular health during aging.

### Mitochondria-vacuole contacts contribute to vacuolar re-acidification in daughter cells

The observed re-acidification of vacuoles in old mother cells upon restoring Mito-Vac contacts is strikingly reminiscent of the rejuvenation of vacuolar acidification observed in daughter cells.^16^ This similarity raises the possibility that an analogous mechanism could contribute to the vacuolar rejuvenation in daughter cells. Indeed, compared with mother cells, the membrane contact between mitochondria and vacuole in budding daughter cells was more than doubled (Figures S4A and S4B). Super-resolution imaging revealed that in wild-type cells, both mitochondria and vacuole migrated from mother cell to the bud tip and form extensive contacts inside the daughter cell during the cell cycle (Figures 4A and 4B). This is consistent with the enhanced Mito-Vac contact observed in daughter cells compared with their aging mother cells (Figures 3B and 3F). This phenomenon is likely because the polarisome, which localizes at the bud tip and contains the bud-enriched formin Bni1, produces polarized actin cables that converge at the bud tip to facilitate the polarized transportation of organelles (Figure 4C).^40,41^ These converged actin cables at the bud tip promote the formation of organelle contacts, a phenomenon previously demonstrated between the mitochondria and ER.^42^

We speculated that a similar process occurs between mitochondria and the vacuole. Indeed, knocking out Bni1, which disrupts actin cable nucleation at the bud tip, not only reduced the membrane contact between mitochondria and vacuole in the bud (Figures 4A and 4B) but also impaired the acidification of vacuole in the daughter cells inheriting both organelles (Figures S4C–S4F). We noticed that the constitutive knockout of *Δbni1* also reduced the vacuolar acidification in the mother cells (Figures S4C and S4D). This may be because the *Δbni1* daughter cells, unable to rejuvenate their vacuoles during the budding stage, mature into mother cells and contribute to the observed phenotype at the population level (Figure S4G). To test this hypothesis, we turned to transient inactivation of Bni1 using a temperature-sensitive mutant (*bni1ts*).^43^ While *bni1ts* cultured at permissive temperature exhibited normal vacuole pH asymmetry, a brief heat shock at a non-permissive temperature nearly completely blocked the acidification of vacuole in the daughter cells (Figures 4D and 4E). The absence of quinacrine staining in daughter cells was not due to a vacuole inheritance defect in *bni1ts* cells, as FM4–64 dye staining indicated the presence of vacuole in the bud, but without accompanying quinacrine staining (Figure S4H). Furthermore, when we depleted the Gal-promoter-driven mitochondria-specific adaptor Mmr1 in the *Δypt11* cells,^42,44–46^ which blocked the polarized transportation of mitochondria to the bud tip, daughter cells also failed to acidify the vacuole inherited from their mother cells (Figures S4I–S4K). Mother cells containing mitochondria also lost vacuolar acidification, likely because the depletion of Mmr1 took 4 h in these mother cells after shifting from galactose to glucose, during which the mother cells gradually lost vacuolar acidification as a result of replicative aging^16^ (Figures S4I, S4J, blue circles, and S4L).

In addition to Bni1 and the converging polarized actin cytoskeleton, we also investigated whether any daughter-specific factors directly regulate vCLAMP components to enhance vacuole acidification in daughter cells (Figures S4M and S4N). Analysis of previous mass spectrometry data revealed that Vam6 interacts with Mob2, a kinase adaptor localized to the cortex of the daughter cell and enriched at the bud tip during polarized growth (Figure 4F).^47,48^ This interaction was confirmed through co-immunoprecipitation (Figure 4G). Knocking down Mob2 using a temperature-sensitive mutant resulted in a shift in Vam6 migration, indicating that Mob2 is necessary for the post-translational modification of Vam6 (Figure 4H). Additionally, Vam6 levels decreased in Mob2 knockdown cells, suggesting that Mob2 is crucial for the stability of Vam6 (Figure 4H and 4I). Since Mob2 is asymmetrically localized in the daughter cell, its role in stabilizing Vam6 aligns with the observed asymmetry in Vam6 abundance between daughter and mother cells, with Vam6 levels being higher in daughter cells compared with their aging mother cells (Figure 3F). Indeed, knocking down Mob2 abolished the asymmetry of Vam6 between mother and daughter cells (Figure 4J). Notably, while a strong asymmetry in vacuole acidification between daughter and mother cells was observed in both wild-type and *mob2ts* mutants at permissive temperatures, this difference was largely eliminated in *mob2ts* mutants under restrictive conditions without affecting vacuole inheritance (Figures 4K, 4L, and S4O). Together, our findings suggest that during asymmetric cell division, vacuoles and mitochondria migrate from the mother cell into the daughter cell, where Mob2 interacts with the vCLAMP component Vam6, post-translationally modifying it to stabilize it, thereby promoting Mito-Vac contacts and enhancing vacuole acidification in daughter cells (Figure 4C).

### Mitochondria-lysosome contacts facilitate lysosomal acidification in human cells

Given the evolutionary conservation of both vacuole/lysosome acidification mechanisms (via V-ATPase) and the contacts between mitochondria and vacuole/lysosome,^28,29^ we then asked whether mitochondria-lysosome contacts play a similar role in the acidification of lysosomes in cultured human cells. To examine the difference in lysosome acidification, we used pHLARE, which was developed previously to report lysosomal acidification.^49^ pHLARE encodes rat lysosomal-associated membrane protein 1 (LAMP1), a lysosome transmembrane protein, tagged on the luminal side with an acid-sensitive GFP (sfGFP) and fused to mCh on the cytosolic side (Figure 5A). We confirmed that the ratio of sfGFP to mCh responded to acidification changes in the lysosome: lower pH resulted in a lower sfGFP/mCh ratio, while higher pH exhibited higher sfGFP/mCh ratio (Figure S5A). We then generated a stable HeLa cell line expressing pHLARE to examine the lysosomal acidification difference under various conditions and used MitoTracker Deep Red to monitor the mitochondria-lysosome (Mito-Lyso) contacts. Lysosomes are highly dynamic inside cells with most Mito-Lyso contacts lasting only 1–2 min.^28,29^ Our data showed a strong correlation between the distance from mitochondria to lysosomes and lysosome acidification: most lysosomes stably attached to mitochondria (“On”) exhibited a lower sfGFP/mCh ratio (more acidic), while those far away from the mitochondria (“Off”) usually showed higher sfGFP/mCh ratio (less acidic) (Figures 5B–5D and 5F; Video S1). A similar correlation was noted in MCF7 cells and primary human fibroblast IMR90 cells (Figures S5B and S5C).

The acidification status of some lysosomes did not correlate with their contact with mitochondria, likely due to the dynamic nature of mitochondria-lysosome contacts.^28,29^ Some lysosomes in contact with mitochondria may have already spent 1–2 min acidifying, while others may have just arrived at the mitochondrial surface to begin acidification. Similarly, lysosomes detached from mitochondria may have recently completed acidification, while others have been away from mitochondria for a significant time. To further interrogate this correlation, we introduced an engineered linker between mitochondria and lysosomes (Mito-Lyso linker) expressed from Tet-On promoter to enhance and stabilize the organelle contacts, using a plasmid expressing both Tom20tm-mCh nanobody and pHLARE (GFP-LAMP1-mCh) (Figure 5A). Echoing our observations in yeast, transient expression of this Mito-Lyso linker brought the two organelles closer together, reduced the mitochondria-lysosome distance, and slowed lysosome movement (Figures 5B–5E and S5D; Video S2). This increased interaction was accompanied by a stronger correlation between Mito-Lyso distance and lysosomal acidification, along with enhanced lysosomal acidification (Figures 5D, 5F, 5G, and S5E). A similar improvement in correlation was noted in MCF7 cells and primary human fibroblast IMR90 cells expressing Mito-Lyso linker (Figures S5F and S5G).

To complement the Mito-Lyso linker gain-of-function approach, we next investigated whether endogenous regulators of mitochondria-lysosome contacts influence lysosomal acidification. RAB7a, a small GTPase that promotes Mito-Lyso contact formation, and TBC1D15, a Rab7-GTPase activating protein (GAP) that antagonizes these contacts, were targeted using small interfering RNA (siRNA).^28,29^ RAB7a knockdown reduced mitochondria-lysosome contacts and impaired lysosomal acidification (Figures S5H–S5L). Conversely, TBC1D15 knockdown increased these contacts and enhanced lysosomal acidification, as indicated by a decreased sfGFP/mCh ratio (Figures S5H–S5L). These findings support a model in which mitochondrialysosome contacts promote lysosomal acidification and demonstrate that contact-site regulators can modulate lysosomal pH in mammalian cells, consistent with our observations in yeast.

To further investigate the role of mitochondria in lysosomal acidification, we conducted a lysosomal re-acidification assay by neutralizing lysosomes in HeLa cells with ammonium chloride (NH_4_Cl).^50^ To help track individual lysosomes during the experiment, we introduced a low concentration of microtubule inhibitor nocodazole to limit lysosome motility and mixing (Video S3). Upon addition of NH_4_Cl, most lysosomes were instantly neutralized, as indicated by an increased sfGFP to mCh ratio (Figure 5H). Interestingly, we observed that the lysosomes situated further away from mitochondria (Off) underwent a quicker and more significant loss of acidification compared with those on mitochondria (On) (Figures 5H and 5I). Following the NH_4_Cl washout, the lysosome swiftly re-acidified within 2–5 min. Once the cells fully recovered, we repeated NH_4_Cl neutralization and tested lysosomal re-acidification with inhibitors. Antimycin A, but not oligomycin, blocked the lysosome re-acidification after NH_4_Cl washout (Figure 5J). These results suggest that mitochondrial contact and ETC activity, as observed in yeast, contribute to lysosome acidification in human cells.

### Reduced mitochondria-lysosome contacts in human senescent cells contribute to lysosome defects and senescence-associated phenotypes

Similar to the aging-associated loss of vacuole acidification in yeast, lysosome de-acidification and dysfunction are well-established hallmarks of human senescent cells (SnCs).^51,52^ Given the conserved role of mitochondria in vacuole/lysosome acidification and the significant impact of Mito-Vac contacts on vacuolar acidification defects in aged yeast, we investigated whether Mito-Lyso contacts contribute to the loss of lysosomal acidification in human SnCs. We confirmed the loss of lysosomal acidification in senescent IMR90 cells induced by ionizing radiation—a classical model of SnC—using lysosome-specific, pH-sensitive ratiometric fluorescent probes (Figures 6A and S6A–S6C).^53^ In addition to impaired lysosomal acidification, these SnCs exhibited a marked increase in lysosome numbers, leading to a densely packed cytosol filled with lysosomes, consistent with a previous report^54^ (Figure 6B). By contrast, wild-type control SnCs displayed a reduced mitochondrial network and biomass (Figure 6C). This disproportionate expansion of lysosomes, without a corresponding increase in mitochondrial content, likely restricted mitochondria-lysosome interactions in wild-type control SnCs, thereby increasing the distance between these organelles and reducing their contact frequency (Figures 6C, S6B, and S6D).

Previous work has shown that Parkin positively regulates Mito-Lyso contacts and that its loss partially reduces these contacts.^55^ When we examined Parkin expression levels in wild-type IMR90 cells during cellular senescence, we found it to be significantly induced, likely reflecting a compensatory response to the reduced Mito-Lyso contact in SnCs (Figure S6E). However, this increase of Parkin expression levels in SnCs did not rescue the dramatically reduced Mito-Lyso contact compared with pre-SnCs (pre-SnC) (Figures S6B and S6D). Because Parkin has multiple functions beyond regulating Mito-Lyso contact,^56^ we turned to the engineered Mito-Lyso linker to test whether the reduced contact between mitochondria and lysosomes contributed to the loss of lysosomal acidification in SnCs. We introduced the Mito-Lyso linker into IMR90 cells and subjected them to the same dose of radiation as wild-type control cells. We confirmed that these Mito-Lyso linker-expressing IMR90 cells established cellular senescence, as shown by SA-β-galactosidase (β-gal) assay results and the lack of EdU incorporation, similar to control SnCs (Figure 6A). In contrast to the senescence-associated loss of lysosomal acidification in control SnCs, Mito-Lyso linker-expressing (+linker) SnCs showed a significant enhancement of lysosomal acidification compared with pre-SnCs expressing the same Mito-Lyso linker, as indicated by the reduction of sfGFP/mCh ratio (Figures 6D and 6E). Consistent with the effect of Mito-Lyso contact on lysosomal acidification, these Mito-Lyso linker-expressing SnCs maintained Mito-Lyso contacts/distances at levels comparable to their pre-SnCs (Figures 6D and 6F). This was likely due to the co-expansion of both lysosomal and mitochondrial populations, which scaled with the increase in cell size in these Mito-Lyso linker-expressing SnCs (Figures 6B and 6C). Notably, the density of lysosomes was significantly lower in these Mito-Lyso linker-expressing SnCs compared with control SnCs, which were densely packed with lysosomes in the cytosol (Figure 6D vs. Figures 6B and S6B). This suggests that the massive increase in lysosome biogenesis in control SnCs is likely a response to their lysosomal defect, as indicated by a previous report.^54^ Consequently, the ability of Mito-Lyso linker-expressing SnCs to maintain lysosomal acidification reduced the demand for increased lysosome biogenesis compared with control SnCs without a Mito-Lyso linker. These findings support a role for Mito-Lyso contacts in lysosomal acidification and suggest that preserving Mito-Lyso contacts during senescence is sufficient to prevent lysosomal acidification defects in SnCs.

We then investigated whether preventing lysosomal acidification defects in SnCs has any biological consequences. It is known that lysosomal acidification defects in SnCs reduce autophagic flux.^57,58^ Consistently, control SnCs showed increased level of the autophagy receptor p62, a substrate for autophagic turnover, and exhibited a higher LC3-II/LC3-I ratio compared with their pre-senescent controls, mirroring the autophagic blockage effect observed when pre-SnCs are treated with bafilomycin A (BafA) (Figures 6G–6J and S6F–S6I). In contrast, Mito-Lyso linker-expressing SnCs, which maintained functional lysosomal acidification, exhibited much less accumulation of LC3-II and p62 compared with control SnCs, suggesting that preserving lysosomal acidification enhances lysosomal function and autophagic flux in SnCs (Figures 6G–6J). Indeed, the benefit of the Mito-Lyso linker was erased by treating these cells with BafA, which inhibits lysosome acidification (Figures S6F–S6I). Beyond changes in autophagic flux, SnCs are also known to undergo structural and functional alterations in other organelles, including increased nucleolar number/size and altered Golgi apparatus structures.^51,59–61^ While expression of the Mito-Lyso linker had limited effects on nuclear and nucleolar number/size in SnCs (Figures S6J–S6M), it partially rescued the structural and size changes of the Golgi apparatus in these cells (Figures S6N and S6O).

The rescue of Golgi apparatus and its role in secretion prompted us to examine another well-established phenotype of SnCs: the senescence-associated secretory phenotype (SASP). The induction of SASP factors is a key mechanism driving the deleterious effects of SnCs, including inflammaging and tissue damage.^51,62–64^ We confirmed by reverse-transcription quantitative PCR (RT-qPCR) that many well-established SASP factors are highly induced in control SnCs, including inflammatory cytokines interleukin (IL)-1α, IL-6, IL-8, and CXCLs (Figure 6K). Surprisingly, the majority of these SASP factors were not induced in Mito-Lyso linker-expressing SnCs, including IL-1α, IL-6, IL-8, and CXCL1/2 (Figure 6K). Although several other SASP factors, such as CCL2, CXCL10, and MMP1/3/10, were still induced in Mito-Lyso linker-expressing SnCs, their induction levels were significantly lower compared with control SnCs (Figure 6K).

These substantial changes in autophagic flux and SASP prompted further investigation into additional pathways altered by the Mito-Lyso linker and lysosomal acidification in SnCs. 

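RNA from IMR90 cells, a line of normal human lung fibroblasts, was sequenced in 4 conditions, which were pre-SnCs and SnCs without the linker (control) and pre-SnCs and SnCs expressing the Mito-Lyso linker. The SnCs had received 10 Gy of ionizing radiation and were collected 10 days afterward. The linker is an mCherry nanobody on the mitochondrial surface that binds the mCherry of a LAMP1-based lysosome reporter, so that the organelles are held in contact. Each condition was sequenced as 1 library. There is thus no spread between replicates, no p-value can be given for a condition, and no difference between these libraries has a replicate check. The RNA was selected by its poly(A) tail, which leaves transcripts without a tail underrepresented. The authors counted the reads mapped to each of 58735 genes and deposited these counts without normalization, together with FPKM values and their own comparisons between libraries. The genes carry the identifiers and coordinates of the GENCODE v29 annotation of GRCh38. The counts summed to 18411009 in control pre-SnCs, 22912809 in control SnCs, 20932238 in linker pre-SnCs and 13237661 in linker SnCs, so that the linker SnC library was the shallowest. Genes with a count numbered 23598, 25301, 23358 and 22520 in the same order. Protein-coding genes held at least 97.3% of the counts in each library, and the 10 most abundant genes held from 13.5% in linker SnCs to 17.3% in control pre-SnCs. The share of counts on mitochondrially encoded genes was 4.57% in control pre-SnCs and 7.67% in control SnCs, and 4.20% and 7.19% in linker pre-SnCs and linker SnCs.

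From these counts, log2 fold changes were computed for the 16602 genes with at least 10 counts in at least 1 of the 4 libraries. Libraries were scaled by edgeR's TMM factors, which were 1.03, 0.925, 1.02 and 1.04 in the order above, and a prior count of 2 was added. A gene was taken as higher or lower at a 2-fold change. The error given for a gene is the 95% Clopper-Pearson interval of its reads between 2 libraries, which covers counting error only and not the variation between cultures. Where 1 of the 2 libraries had 3 counts or fewer, the fold is given as a lower bound. For a gene list, the median log2 fold change is given with its 95% binomial interval over genes, and with its percentile among 10000 random lists of the same size and similar expression, which describes these libraries and is not a test. In simulated libraries of these depths, with the expression levels of control pre-SnCs, the control SnC and pre-SnC pair was scored. There, 219 of 15817 genes simulated without a change differed by 2-fold or more from counting error alone, and 0 of the 10578 with at least 100 counts did. The linker pair, which holds the shallowest library, was not scored. The paper's text does not say whether reads were counted by strand, so values of genes that overlap another gene are uncertain.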

Transcriptome analysis revealed significant differences between Mito-Lyso linker-expressing SnCs and control SnCs (Figure 7A), with the control SnCs exhibiting more than twice as many upregulated genes (Figure 7B). 

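In control cells, 1985 genes were at least 2-fold higher in SnCs than in pre-SnCs, and 975 were at least 2-fold lower. In linker-expressing cells, 1247 genes were higher and 1343 were lower. The ratio of upregulated genes, control to linker, was 1.59 by this 2-fold threshold, which uses no test. By the calls of the authors' deposited table, an unlike criterion, the ratio was 2.53. Of the settings tried, edgeR's exact test at an assumed coefficient of variation of 0.3, which was added after the data had been seen, moved the ratio of 1.59 most, to 3.10. Scaling by library totals alone gave the lowest ratio, 1.18, with 1575 upregulated genes in control and 1330 with the linker. That scaling lowered the share of higher genes among the changed genes in control from 67.1% to 54.2%, and moved the median of all genes in control from −0.031 to −0.18. Fewer genes had a counting interval that lay wholly beyond 2-fold. These were 828 higher and 324 lower genes in control, and 399 and 372 with the linker, which gives a ratio of 2.08 for the higher genes.

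**Figure D1:**
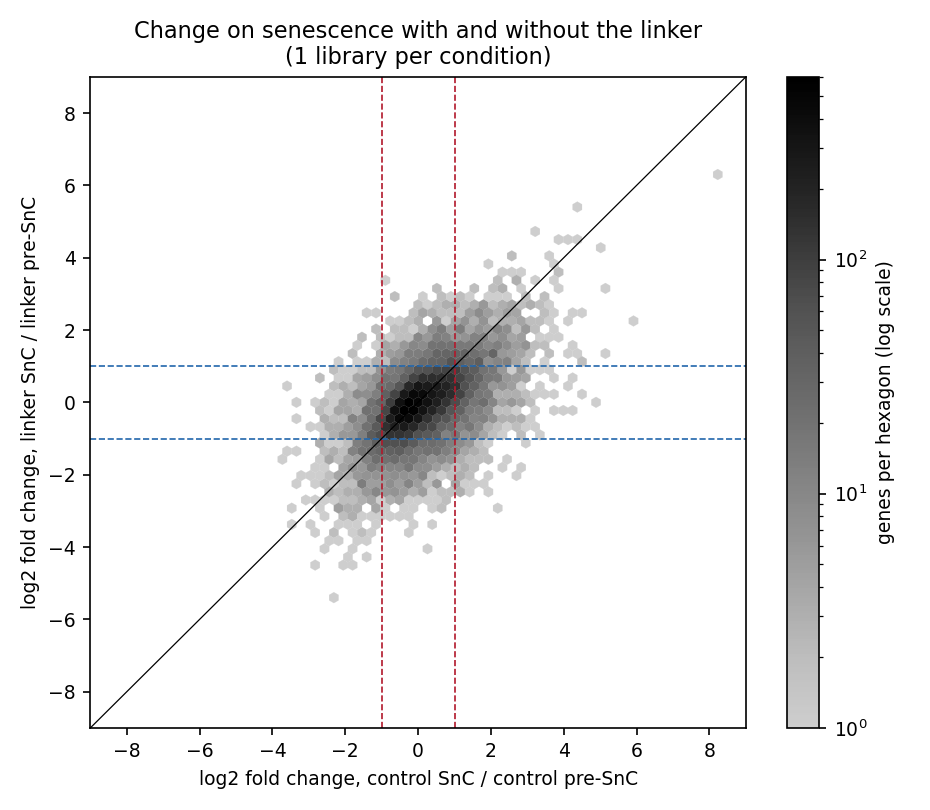
Log2 fold change on senescence of 16602 genes in control cells (horizontal axis) and in linker-expressing cells (vertical axis), from 1 library per condition. Each hexagon is shaded by its number of genes on a log scale, the dashed lines mark 2-fold changes and the diagonal marks equal change. To the right of the right dashed line lie the 1985 genes that rose at least 2-fold in control, 1294 of them in control only. Above the upper dashed line lie the 1247 that rose at least 2-fold with the linker, 556 of them with the linker only.

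The SnC libraries were also compared with each other. Linker SnCs had 585 genes at least 2-fold higher and 1910 at least 2-fold lower than control SnCs, of which 147 and 599 lay beyond 2-fold by their counting interval. Higher genes made up 23.4% of the 2495 genes at least 2-fold different. With scaling by library totals alone this share was 34.9%, and the median of all genes moved from −0.046 to 0.11. Over all genes, the root mean square log2 difference was 0.82 between the SnC libraries and 0.64 between the pre-SnC libraries. It was 0.84 between control pre-SnCs and control SnCs and 0.80 between linker pre-SnCs and linker SnCs. Among genes with at least 100 counts in the higher library, the 5 largest rises in control SnCs were those of C3, at 8.35 (7.91 to 9.05), ATP8B4, at 5.96 (5.24 to 7.83), MMP3, at 5.20 (4.55 to 6.62), CCND2, at 5.05 (4.60 to 5.76), and ANGPTL4, at 4.92 (4.67 to 5.24). With the linker they were those of C3, at 6.30 (5.66 to 7.87), CLCA2, at 4.46 (3.74 to 6.38), ANGPTL4, at 4.21 (3.94 to 4.56), A2M, at 4.02 (3.37 to 5.39), and CD36, at 3.69 (3.06 to 4.91). The interval in parentheses is the 95% counting interval of the log2 fold change.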

Although reduced cell-cycle activity and diminished amino acid metabolism are shared features, control SnCs exhibited classic signatures of senescence, including the induction of inflammatory cytokines, activation of the nuclear factor κB (NF-κB) signaling pathway, and upregulation of lysosome-related genes, whereas Mito-Lyso linker-expressing SnCs showed much less inflammatory gene induction and no activation of NF-κB signaling or lysosome-related genes (Figures 7C and 7D). 

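Gene lists stand in for the pathways, and the intervals in parentheses are 95% intervals of a list's median over its genes. The cell-cycle lists are the S-phase and G2/M-phase markers used to score single cells, and the other lists hold genes of each pathway as generally known. Cell-cycle genes fell in both senescent states. The 42 S-phase genes had a median log2 fold change of −0.70 (−0.96 to −0.37) in control SnCs and −0.58 (−1.00 to −0.19) in linker SnCs, and the 54 G2/M genes −1.43 (−1.82 to −1.08) and −1.57 (−2.12 to −1.07). MKI67 fell by 2.85 on the log2 scale in control and by 3.44 with the linker. The 36 genes of amino acid biosynthesis had medians of −0.72 (−1.03 to −0.28) in control and −0.53 (−1.37 to −0.28) with the linker. The 24 genes of glycine, serine and threonine metabolism had medians of −0.52 (−1.10 to 0.042) and −1.08 (−1.80 to −0.0063), or −0.67 with the linker when genes at 3 counts or fewer were set to their bound. PHGDH, the first enzyme of serine synthesis, changed by −1.87 (−1.95 to −1.80) in control and −2.36 (−2.48 to −2.25) with the linker.

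Of the inflammatory genes, the 37 expressed genes for interleukins, chemokines, colony-stimulating factors and related ligands had a median of 1.63 (0.70 to 2.29) in control SnCs and 0.088 (−0.26 to 0.47) in linker SnCs. The 29 NF-κB target genes had a median of 1.32 (0.25 to 1.95) in control, at percentile 100 of random lists, and −0.31 (−0.47 to 0.49) with the linker, at percentile 1.90. At least 2-fold higher were 16 of them in control and 7 with the linker. The interval with the linker spans 0, and the mean over the same genes was 0.043 there, so that no direction can be given for this list with the linker. Since 9 of these genes also belong to SenMayo, the 20 that do not were examined alone, and their medians were 0.45 (0.16 to 1.43) and −0.28 (−0.56 to 1.07). VCAM1, an NF-κB target outside SenMayo, rose by 2.50 (2.43 to 2.57) in control and 1.11 (0.95 to 1.27) with the linker, and PTGS2 by 3.08 (2.61 to 3.79) and 1.51 (0.55 to 2.95). Both genes were already lower in linker pre-SnCs than in control pre-SnCs, at −1.93 and −1.46. The 20 interferon-stimulated genes had medians of 0.26 (0.070 to 0.63) and 0.19 (−0.18 to 0.67), and the 25 p53 targets 0.34 (0.015 to 0.71) and 0.23 (0.0075 to 0.48).

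The 77 lysosome genes had a median of 0.84 (0.75 to 1.05) in control, where 31 of them rose at least 2-fold, and 0.41 (0.27 to 0.51) with the linker, where 9 did. Both medians lay at percentile 100 of random lists. In a direct comparison of the SnC libraries, 66 of the 77 were lower in linker SnCs, with a median of −0.45 (−0.52 to −0.37). CTSB changed by 1.17 (1.15 to 1.19) in control and 0.69 (0.67 to 0.71) with the linker, SMPD1 by 1.89 (1.82 to 1.95) and 0.95 (0.89 to 1.01), and SORT1, the largest exception among genes with at least 100 counts, by 0.82 (0.75 to 0.89) and 1.53 (1.46 to 1.60). The 21 V-ATPase subunit genes had medians of 0.13 (−0.014 to 0.80) and 0.083 (−0.099 to 0.46), whose intervals include 0, and the control median was −0.019 with scaling by library totals alone.

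**Figure D2:**
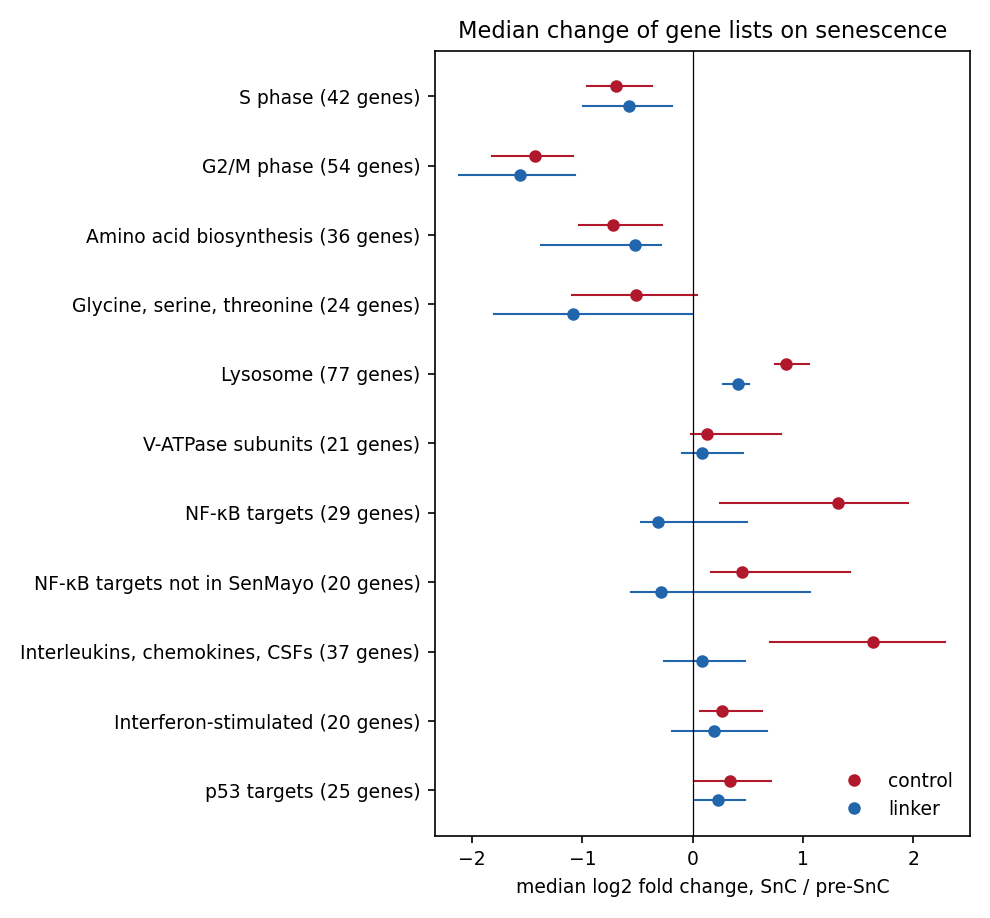
Median log2 fold change, SnC over pre-SnC, of 11 gene lists in control cells (red) and linker-expressing cells (blue), from 1 library per condition. Bars are 95% intervals of the median over genes. The bars of the cell-cycle and amino acid lists overlap between the 2 senescent states, and the bars of the lysosome list and of the interleukin and chemokine list do not. Both bars of a list cover the same genes, so their overlap does not compare the changes gene by gene. Though their bars overlap, the linker change minus the control change had a median of −0.96 (−1.58 to −0.51) for the NF-κB targets. It was −0.47 (−0.87 to −0.049) for glycine, serine and threonine metabolism.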

The SenMayo senescence gene set, comprising nine distinct protein classes across 125 genes, was used to identify SnCs across various tissues and species with high accuracy.^65^ Comparison of the SenMayo network between control and Mito-Lyso linker-expressing SnCs confirmed significant differences across several classes, including most cytokines, many growth factors (e.g., IGF1, PGF, VEGFC, and FGF1), and many protease inhibitors (Figure S7). These findings suggest that preserving Mito-Lyso contact prevents lysosomal acidification defects during senescence and fosters a “quiet” senescent state.

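Figure S7 draws 110 SenMayo genes in 9 classes, of which 94 passed the count filter. The whole published set has 125 genes, and the ones that are not drawn had too few reads to pass, so that it gives the same 94 genes. Their median log2 fold change was 1.10 (0.83 to 1.30) in control SnCs and 0.30 (−0.015 to 0.47) in linker SnCs, both over the pre-SnCs of the same cells, with the 95% interval over genes in parentheses. At least 2-fold higher were 50 genes in control and 23 with the linker, and at least 2-fold lower were 3 and 8. In the direct comparison of the SnC libraries, 71 of the 94 were lower in linker SnCs, with a median of −0.81 (−0.98 to −0.55).

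The 19 cytokines had a median of 1.55 (0.30 to 2.43) in control and −0.32 (−0.70 to 0.26) with the linker. Against control SnCs, 17 of the 19 were lower in linker SnCs and 15 were at least 2-fold lower. IL6 rose by 2.29 (1.96 to 2.70) in control and changed by −0.32 (−1.15 to 0.44) with the linker, where the interval is the 95% counting interval, and CXCL8 by 3.14 (2.86 to 3.49) and −0.42 (−1.34 to 0.40). The linker changes of both genes were within counting error. IL6 and CXCL8 were already lower in linker pre-SnCs than in control pre-SnCs, at −0.90 and −1.42. Another gene on the opposite strand covers 20.7% of the exon bases of IL6, so its count is less certain. The 14 growth factors had medians of 1.12 (0.49 to 2.29) and 0.64 (−0.016 to 1.25), and 10 were lower and 4 higher in linker SnCs than in control SnCs. The 10 protease inhibitors had medians of 1.11 (0.53 to 2.43) and 0.52 (−0.38 to 1.85), and 7 were lower in linker SnCs. Their largest rises in control were those of C3, IGFBP2, at 2.43 (2.36 to 2.50) with 1.85 (1.76 to 1.94) with the linker, and IGFBP4, at 2.09 (2.07 to 2.11) with 1.27 (1.26 to 1.29). IGFBP5 rose by 0.70 (0.70 to 0.71) in control and changed by −0.23 (−0.25 to −0.22) with the linker.

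The growth factors named by the paper differed in depth. VEGFC (ENSG00000150630, chromosome 4 from 176683538 to 176792727 of GRCh38) had 743 counts in control pre-SnCs, 1494 in control SnCs, 1195 in linker pre-SnCs and 547 in linker SnCs, a change of 0.84 (0.71 to 0.97) in control and −0.49 (−0.64 to −0.35) with the linker. FGF1 (ENSG00000113578, chromosome 5 from 142592178 to 142698070) had 87, 71, 194 and 161 counts in the same order, a change of −0.45 (−0.93 to 0.0099) and 0.36 (0.054 to 0.67). It was higher in linker SnCs than in control SnCs, at 1.78 (1.40 to 2.23). PGF (ENSG00000119630, chromosome 14 from 74941834 to 74955784) had 14, 24, 11 and 7 counts, and its changes of 0.55 (−0.40 to 1.68) and −0.016 (−1.62 to 1.48) were not distinguishable from 0 at this depth. IGF1 (ENSG00000017427, chromosome 12 from 102395874 to 102481744) had 6, 8, 0 and 3 counts. No fold can be given for it with the linker, its change in control was 0.19 (−1.47 to 2.06), and genes on the opposite strand cover 82.4% of its exon bases.

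Of the other classes, the transmembrane receptors (16 genes) had medians of 1.05 (0.48 to 1.62) in control and 0.27 (−0.20 to 0.62) with the linker. The metalloproteases (10 genes) had medians of 1.41 (0.28 to 2.65) and 0.94 (−0.55 to 1.38), and the intracellular signaling genes (10 genes) 1.13 (−0.33 to 2.61) and 0.28 (−1.06 to 1.80). For the 4 protein modification genes the medians were 0.65 (−0.62 to 1.84) and 0.55 (−1.65 to 1.06), for the 7 miscellaneous genes 0.16 (−0.46 to 1.64) and 0.12 (−0.61 to 1.22), and for the 4 transcription factors −0.28 (−0.68 to 0.15) and −0.28 (−0.64 to 0.32). The intervals of these last classes are wide and include 0. For the miscellaneous genes the sign in control changed with the processing, to −0.16 at its lowest.

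**Figure D3:**
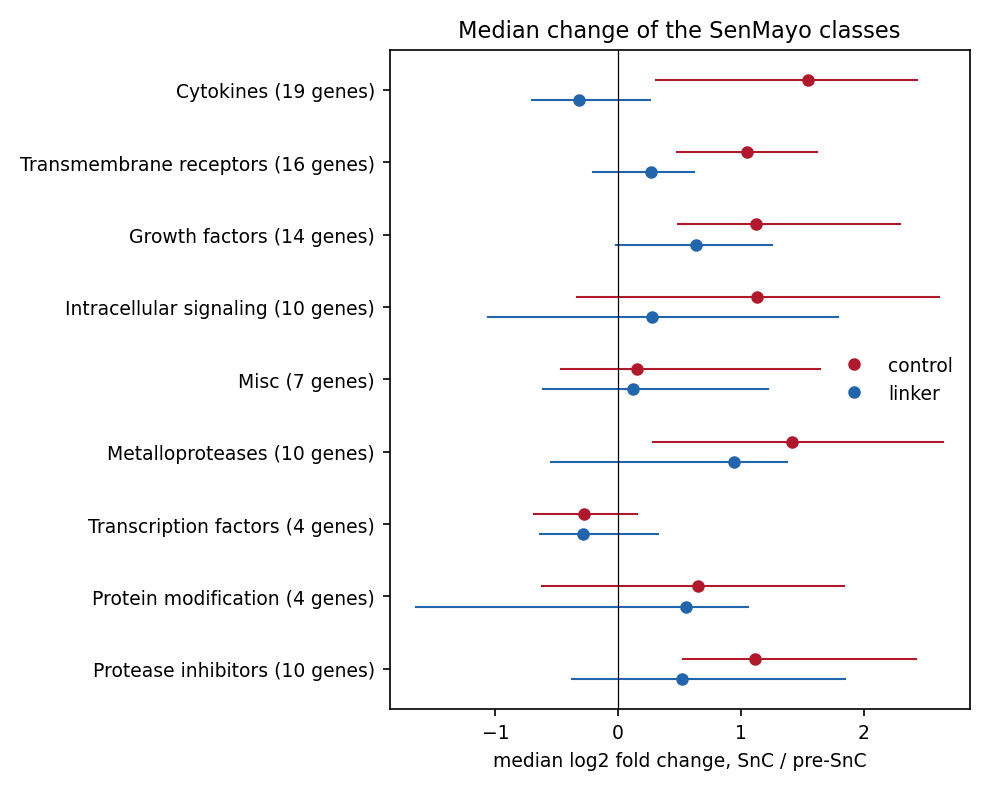
Median log2 fold change, SnC over pre-SnC, of the 9 SenMayo classes drawn in Figure S7, in control cells (red) and linker-expressing cells (blue), from 1 library per condition. Bars are 95% intervals of the median over genes. The bars do not overlap for the cytokines, and they overlap for each of the other classes. Both bars of a class cover the same genes, so their overlap does not compare the changes gene by gene. The linker change minus the control change had a median of −0.68 (−0.87 to −0.28) for transmembrane receptors and −0.58 (−2.25 to −0.40) for metalloproteases. For protease inhibitors it was −0.72 (−1.29 to −0.096). For the remaining classes apart from the cytokines, its interval included 0.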

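The genes behind the larger number of upregulated genes in control were followed in the linker libraries. The 1294 genes that rose at least 2-fold in control only had a median log2 fold change of 1.31 in control and 0.32 with the linker. Of these, 878 (67.9%) moved upward with the linker as well. Their median difference was −0.77 between linker SnCs and control SnCs and 0.30 between linker pre-SnCs and control pre-SnCs. Genes chosen for a large change overstate it, so the reads of each library were also split at random into 2 parts, which removes counting error but not the variation between cultures. The 1034 genes chosen in this way on one part had medians of 1.14 in control and 0.40 with the linker on the other part. On those reads they differed by −0.58 (−0.62 to −0.53) between the SnC libraries and by 0.14 (0.086 to 0.19) between the pre-SnC libraries, with 95% intervals over genes in parentheses. Genes that moved at least 2-fold in opposite directions were few, with 76 higher in control and lower with the linker and 22 the reverse. From its findings, the paper proposes that preserved contact between mitochondria and lysosomes averts the defects of lysosome acidification in senescence and favors a senescent state it calls “quiet”.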

## DISCUSSION

Together, our data support a model in which mitochondria contribute directly to vacuole/lysosome acidification by supplying ETC-derived protons through mitochondria-vacuole/lysosome contact sites (Figure 7E). Consistent with our findings, while our study was in the final stages of revision, an independent study reported a similar mechanism: protons pumped out by the ETC contribute to lysosome acidification through membrane contacts.^66^ In both aged yeast cells and senescent human cells, reduced organelle contact contributed to the loss of vacuolar/lysosomal acidification, whereas restoring contact with an engineered linker reversed this defect. Moreover, the asymmetric cell division and natural rejuvenation process in the daughter yeast cells increase the contacts between these two organelles, thereby re-acidifying the previously alkalized vacuoles inherited from aged mother cells.

These findings revise the traditional view that lysosomes and vacuoles are acidified primarily by capturing freely diffusible cytosolic protons. That model does not readily explain the spatial heterogeneity of lysosome/vacuole pH observed in yeast and mammalian cells. Our results instead suggest that mitochondrial proton output is an important local proton source, while V-ATPase remains the machinery that imports those protons into the lumen. Consistent with this interpretation, V-ATPase abundance did not decline during yeast replicative aging, and old vacuoles could be rapidly re-acidified when mitochondriavacuole contact was restored, indicating that early-life de-acidification is not simply caused by irreversible loss of V-ATPase function. Although an age-associated reduction of V-ATPase mRNA expression was reported in *C. elegans*,^67^ quantitative proteomics have shown that various V-ATPase subunits are not significantly changed at the protein levels during *C. elegans* aging.^68^

Our data further suggest that membrane contact sites enable proton transfer by placing V-ATPase near the mitochondrial outer membrane in a crowded, highly buffered cytosol where free protons are likely to be rapidly captured by competing molecules. This framework also offers an explanation for lysosomal pH heterogeneity: lysosomes in contact with mitochondria acidify faster and more strongly than those farther away. Since mitochondria-lysosome contacts are dynamic, contact frequency and duration may tune lysosomal pH across the cell. In addition to lysosomes, some endosomes are also acidified, though their luminal pH is less acidic than that of lysosomes. Interestingly, several studies have suggested contacts between mitochondria and endosomes, as well as secretory granules.^69–71^ It is plausible that different organelles employ distinct combinations of proton sources—both mitochondrial and cytosolic. Organelles in direct contact with mitochondria may achieve greater acidification by drawing protons from mitochondria, whereas vesicles relying solely on cytosolic protons may be limited by the low availability of free H^+^ in the cytosol.

Finally, the senescence results indicate that senescence-associated signaling likely impairs mitochondria-lysosome contact despite compensatory lysosome expansion, whereas an engineered Mito-Lyso linker is insulated from such changes and therefore preserves lysosomal acidity. Preserving lysosomal acidification improved autophagic flux and markedly reduced major inflammatory SASP factors, supporting a causal link between lysosomal dysfunction and the inflammatory state of SnCs. More broadly, our study identifies a conserved mitochondria-to-lysosome/vacuole axis that helps explain age-associated de-acidification from yeast to human cells and suggests that restoring organelle coupling or lysosomal acidification may be a useful strategy for conditions marked by lysosomal dysfunction.

### Limitations of the study

The precise mechanisms by which senescence disrupts Mito-Lyso contacts in human cells remain unclear. Furthermore, while our findings reveal a Bni1- and Mob2-dependent mechanism for vacuole re-acidification during asymmetric cell division, additional research is needed to fully elucidate the remaining mechanistic details of this vacuole rejuvenation process. Finally, it is important to note that the engineered Mito-Lyso tether lacks the dynamic regulation of endogenous contact sites, that ETC inhibitors may have side effects, and that the imaging modalities used in this study provide only relative distance and proximity between organelles and do not resolve the precise physical distance between their membranes. It is also possible that different tissues exhibit varying degrees of mitochondria-lysosome contact and reliance on mitochondria for lysosomal acidification. Future studies will be necessary to address these questions.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

The lead contact is Chuankai Zhou ().

#### Materials availability

All unique/stable reagents generated in this study are available from the lead contact with a completed materials transfer agreement.

#### Data and code availability

- The published article includes all datasets generated or analyzed during this study. RNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus (GEO) under accession number GEO: GSE292573. Original raw data are deposited in Mendeley Data: https://doi.org/10.17632/j99xc458mz.1 and are publicly available as of the date of publication.
- This paper does not report original code.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Yeast strains and culture condition

Yeast strains used in this study are based on the BY4741 strain background. Genetic modifications were performed with PCR mediated homologous recombination^72^ and genotyped with PCR to confirm correct modification and lack of aneuploid for the chromo-some that gene of interest is located. The GFP-tagged strains were from the yeast GFP collection.^73^ The mutant strains were generated by PCR amplify KANMX cassette from existing mutant strains (Yeast Knockout Collection, GE Dharmacon) or pFA6a-KanMX plasmid to transform BY4741 or the strains based on BY4741. Expression of proteins from integration plasmids was done by integrating the linearized plasmid into TRP1 locus. For some strains, an empty integration plasmid was first integrated into the TRP1 locus to provide the required sequences, such as the AMP gene in the backbone of plasmid, for further integration of other plasmids. The strains, plasmids, primers, antibodies, and chemical reagents used in this study are listed in key resources table.

For confocal imaging, cells were grown at 30°C in SC glucose medium (790 mg/L of complete supplement mixture (CSM) from Bioworld, 6.7 g/L yeast nitrogen base, 2% glucose) or YPD (10 g/L yeast extract from BD, 20 g/L peptone from BD, and 20 g/L glucose) overnight to OD_600_ ~ 1, and refreshed for additional 2–3 hrs before imaging. For the strains with Gal promoter-driven proteins, cells were grown at 30°C in SC or YEP with 2% raffinose medium overnight to OD_600_~0.5 and induced by adding 2% galactose (gal-induction). The gal-induction time depends on the purpose of experiments. Usually pGal promoter-driven protein expression reaches a plateau after switch from 2% raffinose medium to 2% galactose medium for >3 hrs at 30°C, for example, in Figures 2 and S2, the gal-induction time for Vam6 and (or) Ypt7 is 3 hr, gal-VPS10-mCh nanobody is 30–40 minutes. If switched from YPD medium directly to YP-galactose, it takes longer time to reach the plateau, as the cells have to deplete glucose competitive effect first before taking in galactose, for example, in Figure 3B, the gal induction time for gal-Tom70-GFP_11_ is 3 hr. Gal-induction was terminated by adding 2% glucose for 30 minutes before other treatment or imaging. All media were prepared by autoclaving the solution without glucose/raffinose/galactose for 20 minutes at 121°C and add filtered carbon source as indicated.

#### Mammalian cell lines and culture condition

Human cells were maintained in Dulbecco’s Modified Eagle’s Medium with L-Glutamine and 4.5 g/L Glucose (Corning 10013CV), supplemented with 10% FBS (Gibco) and 1% penicillin-streptomycin (Gibco) in 60×15 mm tissue culture treated dishes at 37 °C in an atmosphere of 5% CO_2_. Transient transfections were performed with PolyFect Transfection Reagent (QIAGEN 301105) for HeLa and MCF7 cells, Lipofectamine^™^ LTX Reagent (Invitrogen 15338030) for IMR90 cells according to the manufacturer’s instruction. Purified plasmids used for transfection are listed in key resources table. Stable cell lines were generated by selection with 400 μg/mL G418 for two weeks after transfection. Single-cell clones were isolated by limiting dilution and validated by fluorescence microscopy. MCF7 cells stably expressing pHLARE plasmid were provided by Dr. Diane L Barber. IMR90 cells were originally obtained from Judith Campisi lab. Pre-senescent IMR90 cells are with less than 15–17 passages. Senescent IMR90 cells are induced by exposing to a single dose of 10 Gray ionizing radiation (IR) for 9 minutes according to the treatment condition in Campisi lab. After IR, placed cells back to the incubator and changed medium every 48 hrs. Assays for senescent cells were done 10 days after IR.

Transfection of cells with siRNA was performed using RNAiMAX from Invitrogen following the manufacturer’s instructions. Rab7a siRNA was purchased from IDT: sense sequence 5^′^-GGAUGACCUCUAGGAAGAATT-3^′^ and antisense sequence 5^′^-UUCUUCCUA GAGGUCAUCCTT-3^′^.

TBC1D15 siRNA was from ThermoFisher (AM16708). Control RNA was used as a negative control: sense sequence 5^′^-ACUUC GAGCGUGCAUGGCUTT-3^′^ and antisense sequence 5^′^-AGCCAUGCACGCUCGAAGUTT-3^′^.

For microscopy purpose, cells were seeded in 35 mm Confocal imaging dishes (VWR 75856–742) for 24 hr, then moved to a microscope chamber at 37 °C with 5% CO_2_ for drug treatment and imaging. To continually track the same live cells for a period during imaging, the cell positions in the dishes were marked with the microscope stage control before changing medium or buffer carefully. Mitochondria were stained with MitoTracker Deep Red FM (Invitrogen M22426) by adding 1 μM dye into the dish (2 mL medium) and incubate for 10 minutes. To reduce the organelle movement and track single lysosome during timelapse movies, 0.5 μg/ml Nocodazole (Sigma M1404 dissolved in DMSO) was added 15 minutes before imaging.

### METHOD DETAILS

#### Microscopy

Confocal images were acquired using a Carl Zeiss LSM-510 Confocor 3 system with 100× 1.45 NA Plan-Apochromat objective and a pinhole of one airy unit. The system was driven by Carl Zeiss AIM software for the LSM 510 meta. 488/561 nm laser was used to excite GFP/RFPs, and emission was collected through the appropriate filters onto the single photon avalanche photodiodes on the Confocor 3. GFP images were acquired through a 505–540 nm filter, and RFP images were acquired with a 580–610 nm filter on the Confocor 3. All images were acquired in a multi-track, alternating excitation configuration so as to avoid bleed-through. All image processing was performed in the Image J software (NIH, Bethesda, MD). For visualization purposes, images were scaled with bilinear interpolation was used for figures. The imaging experiments were done with >3 biological samples for each strain/treatment in each repeat performed on the same day. We quantify the cells from these repeats and then verify the results again by an independent repeat done on a different day. To get time-lapse movies, yeast cells are placed on a thin agarose gel pad between the slide and coverslip and fill the gap with medium and seal with Valap (1:1:1 mix of vaseline, lanolin and paraffin) to support cell growth and keep the image focus.

Super resolution microscopy was performed on live yeast and mammalian cells using Nikon Ti2 SoRa system (120nm x-y resolution). However, the high laser intensity required for super-resolution imaging resulted in significant photobleaching and phototoxicity, particularly to mitochondria in live cells. In mammalian cells, mitochondria became fragmented after 2–5 seconds of exposure during super-res data acquisition, making it unsuitable for long-term time-lapse imaging. To minimize photodamage, long-term tracking of the same cells was instead conducted using a Zeiss confocal microscope equipped with an avalanche photodiode (APD) detector, which is a single-photon-sensitive detector (Figure 5H). The APD offered high sensitivity at low laser power, allowing for time-lapse imaging while minimizing phototoxicity and bleaching effects. For Figure 4A, to mitigate photodamage caused by continuous laser exposure, super-resolution imaging was conducted at discrete time intervals rather than in a continuous time-lapse sequence to monitor cell budding following release from synchronization with α-factor.

#### Drug treatment and key reagents

Quinacrine dihydrochloride (Sigma Q3251) dissolved in H_2_O to 20 mM as stock solution. Tetramethylrhodamine, Methyl Ester, Perchlorate (TMRM) (Thermo Fisher Scientific T668) dissolved in DMSO to 1 mM as stock solution, 1:10,000 for 15 minutes for mitochondrial membrane potential detection and quantification. Calcofluor White Stain (Sigma-Aldrich 18909–100 ML-F) was diluted 200 folds in PBS and incubated with cells for 5 minutes at room temperature, followed by three washes with PBS. β-estradiol (Sigma E8875) dissolved in ethanol to 10 μM as stock is used at 100 nM as final concentration to induce Tom70 overexpression driven by Z3 promoter during old cell purification. Antimycin A (Sigma A8674) dissolved in DMSO to 10 mM as stock is used at 10 μM to inhibit ETC. Oligomycin (Sigma 75351) dissolved in ethanol to 10 mM is used at 10 μM to inhibit ATPase. For Figure 1F, wild-type cells were cultured in YPD and treated with antimycin A or oligomycin for 120 minutes before quinacrine staining. For Figure 5J, mammalian cells were tracked for 30 minutes after adding antimycin A or oligomycin during recovery. α-Factor (Zymo Research Y1001) 10 μg/ml was added for 3 hr to synchronize yeast cells at 21°C due to longer doubling time at this temperature. MitoTracker Deep Red FM (Invitrogen M22426) was added to mammalian cell culture at a final concentration 0.5 nM and incubated at 37°C for 15 minutes to stain mitochondria. Nocodazole (Sigma M1404) dissolved in DMSO to 1 mg/ml is used at 0.5 μg/ml for 15 minutes to inhibit microtubule assembly thereby reducing organelle movement in mammalian cells. A final concentration of 50 mM NH_4_Cl was added to neutralize lysosomes. GFP antibody is from Sigma (SAB4301138). Flag antibody is from Sigma (F3165). LC3 antibody is from Cell Signaling Technology (mAb #12741). p62 antibody is from Abcam (ab109012). The nucleolus was stained with the BioTracker^™^ rRNA Live Cell Probe (Sigma, SCT089). The Golgi apparatus was visualized by immunofluorescence staining using an Alexa Fluor^®^ 647-conjugated GM130 antibody from Abcam (ab195303).

#### Quinacrine staining of vacuole pH

Quinacrine staining was performed as previously described (Hughes and Gottschling 2012).^16^ 2 × 10^6^ mid-log phase young cells or purified old cells were washed once in YPD supplemented with 100 mM HEPES, pH 7.6. These cells were then resuspended in 100 μl of YPD/HEPPES containing 200 μM quinacrine (Sigma Q3251). Cells were incubated at 30 °C for 10 minutes followed by 5 minutes on ice. Cells were then quickly (within 2 minutes) washed twice with ice-cold HEPES buffer (100 mM, pH 7.6) containing 2% glucose before being resuspended in the same buffer for imaging. Cells that have been stained were kept on ice for no more than 30 minutes before imaging. To avoid quinacrine staining variation, cells from different samples were mixed in a 1:1 ratio (OD_600_) and stained together (different samples have different markers). For Figure 2K, the samples of *in vitro* assay were incubated with 100 μM quinacrine on ice for 15 minutes without washing before imaging.

#### Isolation of Cells with Advanced Replicative Age

Yeast cells were collected from fresh overnight culture and washed twice with cold PBS, pH 8.0. About 4 ×10^7^ mid-log cells were briefly concentrated by 3,000 g for 20 sec, followed by three washes of cold sterile PBS pH 8.0. Cells were labeled with 2 mg/ml EZ-Link^™^ Sulfo-NHS-LC-Biotin (Thermo, 21335) at room temperature in the same PBS for 30 minutes with gentle shaking. These cells were used as M-cells. The M-cells were then washed three times with cold PBS, pH 7.2, to get rid of free biotin. These M-cells were resuspended in 500 ul PBS pH7.2 and mixed with 30 μl BioMag magnetic streptavidin beads (Polysciences, 84660) for 60 minutes at room temperature and loaded into 6-well cell culture plate (Genesee Scientific, 25–100) and culture cell in the shaker (Biomega, Incu-Shaker Mini) at 30°C with minimum speed 100 rpm to maintain cells resuspended. Change fresh medium every 4 hr. To change medium, placing curved grade N52 magnets at the bottom of the 6-well plate to attract the magnetic streptavidin beads-bound M-cells, then remove the young cells along with the old medium and replace with fresh medium. After changing medium, remove the magnets and put the 6-well plate back to the shaker. After culture for 36–48 hrs, collect the M-cells with magnets and stain bud scars with calcofluor white (Sigma 18909, add 7 μl to 1 ml cell suspension). If need fixed cells, add 1% formaldehyde for 30 minutes at room temperature to fix cells and washed three times with PBS, pH 7.4, then stain fixed cells with calcofluor white. The stained cells were imaged with confocal to collect images of the bud scars and the other channels of interests. Cells with more than 12 bud scars were treated as old cells.

To induce Mito-Vac linker in old cells: cells were initially cultured in YPD medium until they reached advanced ages. Before harvesting old cells, switch to YP-Raffinose medium for 3 hr to deplete glucose, then add 2% galactose into medium to induce linker expression for 1 hr, followed by adding 2% glucose for 30 minutes to stop induction.

To induce split-GFP in old cells: cells were initially cultured in YPD medium until they reached advanced ages. Before harvesting old cells, switch to YP-Galactose medium directly for 3 hrs to induce Tom70-GFP_11_ expression.

#### FM4–64 staining

Vacuole were stained with FM4–64 as previously described.^74^ Briefly, FM4–64FX 100 mg (Thermo Fisher Scientific F34653) was dissolved in 32 μl DMSO (4 mM) as stock solution, and 1:1,000 dilution was used to stain 1 ml cells in their growing medium for 1 hr in dark. Cells were then diluted into 10 ml fresh medium and incubated for 5 hrs before imaging.

#### 3D in silico simulation of proton diffusion and capture

To model proton diffusion from the mitochondrial surface to the vacuole in a crowded cytosolic environment, we implemented a three-dimensional Brownian motion simulation in Python. The simulation volume was a 2 μm cube, with the mitochondrial outer membrane modeled as a flat proton-emitting surface at the base (z = 0). A spherical vacuole of radius 0.5 μm was positioned at varying membrane-to-membrane distances between 1 and 500 nm. For each distance, 1,000,000 protons were released from random x–y positions on the mitochondrial surface. Protons underwent unbiased Brownian motion with a diffusion coefficient of 930 μm^2^/s, consistent with estimates of proton mobility in buffered cytoplasm.^75^ Motion was updated every 0.1 μs, and each proton trajectory was simulated up to 1 ms or until it encountered a capture, block, or escape event.

The vacuolar surface was populated with 6000 V-ATPase complexes, reflecting an estimated density of ~1900 molecules/μm^2^ in yeast vacuolar membranes.^6^ Each V-ATPase was modeled as a spherical capture site with a 5 nm radius. This value approximates the combined structural and electrostatic range of the proton uptake region in the V0 sector, based on cryo-EM studies of V-ATPase architecture and prior biophysical modeling of membrane-bound proton pumps.^76,77^ Cytosolic crowding was represented by ~12.5 million non-overlapping spherical (protein) crowders (radius 3.5 nm), occupying ~30% of the cytosolic volume, which was calculated by subtracting the vacuolar volume from the total simulation cube.^78^ Additionally, 60,000 phosphate ions (radius 1 nm) were randomly distributed throughout the same available cytosolic space. This number corresponds to a physiological concentration of ~50 mM phosphate, corrected for the cytosolic volume and excluding the vacuole.^7,79^ Crowder and phosphate positions were held constant across all simulations, ensuring that only proton release coordinates and vacuolar distance varied between runs. Simulations were executed serially due to instability with multiprocessing. Proton capture rates were highly reproducible across runs for each distance, confirming convergence and robustness of the simulation. Due to the small size of vacuole/lysosome, a few thousand protons are sufficient to fully re-acidify a neutralized lumen.

#### in vitro vacuolar acidification assay

The strains used for in vitro assay includes (**a**) VPS10-mCherry nanobody; (**b**) mCherry-Fis1tm; and (**c**) WT. Culture cells in YP-raffinose medium overnight. Refresh cells with fresh medium for 3 hrs, then add galactose for 2 hrs (to all three strains including WT) to induce nanobody expression, followed by adding glucose for 30 minutes to stop the induction. Harvest Cells by centrifuge at 3,000 g for 3 minutes. Wash with 100 mM Tris-H_2_SO4 (pH 9.4), then re-suspend cells in Tris-H_2_SO_4_ and add DTT to 10 mM (10 uL of 1M DTT into 1 mL). Rotate for 5 minutes. Wash twice with 1.2 M sorbitol digestion buffer, then re-suspend in Lallzyme MMX (Lodi Wine Labs) dissolved in digestion buffer (7 mg/mL). Then rotate at room temperature for 20 minutes. Pellet cells for 2 minutes at 3,000 g. Wash twice with chilled digestion buffer (1.2 M sorbitol, pH 7.5), carefully leave some soup so the cell pellet does not get washed away. Suspend the cells with prechilled lysis buffer (20 mM HEPES-KOH, PH 7.5, 0.6 M sorbitol, 150 mM KCl, 0.5 mM MgCl_2_) with protease inhibitors. Pipette up and down for 10 times on ice and incubate on ice for 5 minutes. Filter the cell lysate with 5 μm filter to open the cells without damaging the mitochondria (diameter of ~0.5 μm). The 0.6 M sorbitol is commonly used to prevent the lysis of mitochondria^80^ but inevitably causes the swelling of some mitochondria (round circles). Mix the lysates (**a**+**b**, and **b**+**c**) with a 1:1 ratio, and add ATP generating system (0.5 mM ATP (Sigma A1852), 20 mM creatine phosphate (Sigma 10621714001), and 35 U/ml creatine kinase (Sigma 10127566001)) incubate on ice for 10 minutes. Centrifuge at 12,000 g for 15 minutes at 4°C to promote the interaction and binding between the mitochondria and vacuole. This centrifugation alone did not cause mitochondria-vacuole association as shown by the control group with organelles from strain **b** and **c** (-linker in the Figure 2K). Resuspend pellets in 100 μl soup and add 2 mM NADH (Sigma 10128023001) and incubate on ice for 10 minutes, then add quinacrine (100 μM, half of the concentration used in *in vivo* assay to reduce background) to stain vacuole. Inhibitor antimycin A or oligomycin was added during the incubation with quinacrine.

#### Quantification of organelle distance in yeast

Inter-organelle distances (Mito-Vac and ER-Vac distance) were determined using a custom ImageJ macro as follows. Firstly, the vacuole was segmented by Gaussian blurring with a standard deviation of 1 pixel, rolling ball background subtraction with a radius of 10 pixels and then thresholding at the average intensity multiplied by 9. Next the other organelles were found by 1-pixel standard deviation Gaussian blurring, rolling ball background subtraction with a radius of 5 pixels, maximum intensity z projection and tracking with a “track max not mask” methodology. This methodology consists of repeatedly finding the maximum intensity in the image and masking the region around it before finding the maximum again until no pixels are above the chosen threshold as we did previously.^81^ For the organelles, the region diameter was 15 pixels with a threshold set at 10 times the average image intensity. These organelles were then tracked in the z dimension by finding the maximum z position within a column spanning 4.5 pixels from the tracked xy position. Finally, the minimum distances between the 3D organelle positions and the segmented vacuolar regions were found by brute force search from each organelle position until the nearest vacuolar voxel was found.

#### Immunofluorescence

Culture yeast cells in YPD medium overnight at 30 °C to either mid-log density (OD_600_~0.5) or high OD (OD_600_>2) as indicated in the figure. Refresh the cells for 3–4 hrs. Harvest cells by centrifuge at 3,000 g for 2 minutes. Wash once with 100 mM Tris pH 7.5. Re-suspend in 100 mM Tris pH 7.5 with 10 mM DTT and rotate for 2–3 minutes at room temperature. Wash twice with digestion buffer (0.1 M K_2_HPO_4_/KH_2_PO_4_ pH 7.5, 1.2 M sorbitol). Digest cell wall with 7 mg/ml Lallzyme MMX (Lodi Wine Labs) dissolved in digestion buffer, rotate for 5 minutes at room temperature. Wash three times with digestion buffer. Fix cells with 4% PFA digestion buffer for 30 minutes at room temperature on the bench. Wash 5 times with washing buffer (PBS, 1 mg/ml BSA, 0.3–0.5% TritonX-100). Add 2 μl Pma1 antibody (Thermo Fisher MA1–91567) to 1 mL washing buffer and incubate at 4°C overnight. Wash 5 times with washing buffer and add 1ul Goat anti-Mouse IgG (H+L) Secondary Antibody conjugated with Alexa Fluor 568 (Thermo Scientific A-11004) and incubate for 6–8 hrs at 4°C in dark. Wash 5 times with washing buffer before imaging the cells.

For GM130 Immunofluorescence, mammalian cells were fixed cells with 100% methanol for 5 minutes, permeabilized in 0.1% Triton X-100 for 5 minutes and then blocked in 1% BSA, 22.52 mg/mL glycine in PBST (PBS with 0.1% Tween 20) for 1 hr. The cells were then incubated with ab195303 at 5 μg/ml overnight at 4°C. Nuclear DNA was labelled in blue with DAPI.

#### Replicative lifespan (RLS) of yeast

Yeast replicative lifespans were measured in the Hao lab using microfluidics coupled with time-lapse microscopy as previously described.^82–85^ For Figure 3I, cells constantly expressing the low level of Mito-Vac linker (pZrc1-Zrc1-mCh nanobody and mCherry-Fis1tm) and control strain (mCherry-Fis1tm only) were loaded into cell trapping chambers in a microfluidic device with SC-glucose medium. The flow of SC glucose medium in the device was maintained by gravity throughout the entire experiment. Time-lapse phase images of aging mother cells were acquired by a Nikon Ti-E inverted microscope every 15 minutes for a total of 80 hours. The number of cell divisions of each mother cell until its death was manually counted from the time-lapse images.

#### α-Factor synchronization of temperature sensitive yeast cells bni1ts

Cells were cultured in YPD medium at 21°C overnight to OD_600_ 1. Refresh cells with fresh medium for 3 hrs at 21°C. Dilute cell culture to OD_600_ 0.2 and add α-factor (10 μg/ml) and incubate for 3 hrs to synchronize cells. Then pellet and wash cells with fresh medium for five times to remove α-factor. Resuspend cells in fresh medium and put back to 21°C for 15 minutes to release cells into cell cycle. Cells were then shifted to 30°C for 30 minutes followed by 30 minutes at 35°C to inactivate *bni1ts*. This stepwise inactivation was used to avoid heat shock response associated with 35°C when shift from 21°C.

#### Quantification of Mito-Vac overlapping in mother and daughter cells

3D images of organelles were acquired with confocal. The quantification was carried out on a single-cell basis by first defining the cellular boundary using YeastSpotter, a convolutional neural network-based algorithm for the segmentation of yeast microscopy images into single cells.^86^ After that, images were first blurred with a one standard deviation Gaussian filter. The cytoplasmic background was then subtracted with a rolling ball background subtraction with a radius of 10 pixels. For organelles, the image was then segmented with a threshold between 12 and 6 times the average intensity of each subtracted image. Segmented objects were then filtered by Analyze Particle to remove any objects with less than 5 pixels and converted into masks. These masks of organelles were then used to quantify the amount of overlapping between the organelles. The total area of vacuole mask (Vi) across the Z stacks within a cell and the mitochondrial mask falling/overlapping within the vacuole mask (MVi) across the Z stacks of that cell was measured for both mother and daughter cell in a dividing cell. The mitochondria overlapped with vacuole was normalized by vacuole size in the corresponding cell:

$$F=\frac{\sum_{i=1}^{n}MVi}{\sum_{i=1}^{n}Vi}$$

Where *i* is the individual focal plane of the Z stack images. For each dividing cell, this normalized Mito-Vac overlap (F) in the daughter was then compared with its mother cell to get the Bud/Mother ratio showed in Figure S4B.

#### SplitGFP assay

Cells with pGal-Tom70-GFP_11_ and Zrc1-GFP1–10 were culture in YPD medium in 6-well plate at 30 °C for 36 hrs to reach advanced ages. Before harvesting old cells, switch to YP-Galactose medium directly for 3 hrs to induce Tom70-GFP_11_ expression. This is because the direct Gal-induction on cells grown in glucose medium takes several hours to remove the glucose suppression and this 3 hrs-induction with galactose is not overexpression. GFP1–10 is tagged to the C-terminus of endogenous Zrc1, which is also a low abundant of vacuolar protein. FM4–64 was added when switch medium to stain vacuoles. Gal-induction was terminated by adding 2% glucose for 30 minutes. Harvest cells and stain bud scars with calcofluor white. All the strains including the controls (Zrc1-GFP and pGal-Tom70-GFP) were cultured in the same condition. The stained cells were imaged with confocal to collect images of the bud scars and the other channels of interests.

#### Quantification of Mito-Lyso distance and lysosome pH in mammalian cells

Mammalian cells with sfGFP-LAMP1-mCherry were cultured in 35 mm Confocal dishes (VWR, 75856–742) for 24 hrs. Stain mitochondria with MitoTracker Deep Red (1 μM) for 10 minutes before imaging. Place the dish to a microscope chamber at 37 °C with 5% CO_2_. Live cell imaging was performed with a 100× NA 1.46 objective and the following laser setting: sfGFP (excitation at 448 nm, emission was collected at 505–540 nm); mCherry (excitation at 561 nm, emission was collected at 580–610 nm); MitoTracker Deep Red (excitation at 633 nm, emission was collected at 655–710 nm). As lysosomes move fast and randomly, to avoid lysosome movement along Z-direction leading to imaging focus loss, gelatin was used to coat the glass bottom of the imaging dish to make cells attaching and spreading well at a XY-direction. To track the same population of lysosomes across time-lapse imaging, 0.5 μg/ml Nocodazole was added 15 minutes before neutralization to reduce lysosomal movement during neutralization and recovery.

To reproducibly define lysosome pH and the distance between mitochondria and lysosomes, we implemented an image analysis program in ImageJ. ROIs that contain single cell were manually selected using polygon tool and signals outside the ROIs were cleared to ensure the lysosome and mitochondria signal come from the same cell. To segment lysosomes, combined signal from both GFP and mCherry channels were used. We performed rolling ball background subtraction (radius = 3 pixels) followed by grey scale attribute filtering (operation=Opening attribute=Area minimum=4 connectivity=4) to the combined signal and generated the lysosome mask with auto local thresholding (Brensen method). ROIs for each separated lysosome or cluster of lysosomes were generated with “Analyze Particles” plugin. For each ROI, we calculated mean intensity of GFP and mCherry. The green-to-red ratio indicates the acidification of the lysosome. The mask for the mitochondria was generated by auto thresholding (Otsu method) the Mito Tracker signal. For each lysosome, the position of each pixel within the ROI was recorded, and for each pixel we determined the shortest distance to the mitochondria by looping through each point in the mitochondria mask with the Euclidean distance. The averaged shortest distance of all these lysosome pixels to the mitochondria is used to determine the distance between the lysosome and mitochondria. This effectively represents the distance between the center of lysosome to the mitochondria surface.

#### pH calibration

Yeast or mammalian cells were exposed to a potassium-phosphate buffer (50 mM potassium phosphate, 80 mM potassium chloride, 1 mM magnesium chloride) containing 5 μM nigericin (Sigma N7143) and 10 μM monensin (Sigma M5273) at pH 4.0 to pH 8.0 (for yeast cell, 2 mM DNP (2,4-dinitrophenol) was added in addition to nigericin and monensin). Cells were incubated in the buffers for 5 minutes before imaging to equilibrate extracellular pH.

#### RT-qPCR

For RT-qPCR assays, total RNA from mammalian cells was isolated with TRIzol LS agent. Each RNA sample (1 μg) was subjected to reverse transcription (Invitrogen SuperScript III One-Step RT-PCR System with Platinum Taq DNA Polymerase, Invitrogen 12574018), and then amplified by real-time PCR (Ssoadvanced Universal SYBR, Bio-Rad 1725271). The primers used for qPCR were shown in key resources table. The relative values of gene expression were calculated using the 2^−ΔΔCT^ method (PMID: 11846609) by comparing the cycle number for each sample with that for the untreated control. The results were normalized to the expression level of actin gene. All experiments have three independent replicates, and the mean was calculated for the figures.

#### RNA-seq data analysis and gene set enrichment

To quantify gene expression level, featureCounts v1.5.0-p3 was used to count the reads numbers mapped to each gene. And then FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. 

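The deposited table gives the length of each gene, its count and its FPKM, so the total that the authors divided by can be computed from any gene with reads. This total was the same for each gene within a library. It was 19259317 in control pre-SnCs, 21156028 in control SnCs, 21527910 in linker pre-SnCs and 13551723 in linker SnCs. These totals are not the sums of the deposited counts. Divided by the size factors that DESeq2 gives for the same counts, they came to between 18490374 and 18490375 in each library, so that the FPKM values carry the scaling of DESeq2's size factors, which the paper's text does not name. With log2(FPKM + 0.1) in place of TMM-normalized counts, 1680 genes were at least 2-fold higher in control SnCs and 986 in linker SnCs than in their pre-SnCs, and the ratio of the 2 numbers was 1.70.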

FPKM, expected number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced, considers the effect of sequencing depth and gene length for the reads count at the same time, and is currently the most commonly used method for estimating gene expression levels. We used clusterProfiler R package to test the statistical enrichment of differential expression genes in KEGG pathways.

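The paper's text does not name the test that selected the genes entering this enrichment. The authors' deposited table gives, for each of 4 pairs of libraries, a log2 fold change, a p-value and an adjusted p-value per gene. All of these values were recomputed, with differences of at most 1e-10 in p, by edgeR's exact test with TMM factors of the 2 libraries, the genes with at least 2 reads over both, Benjamini-Hochberg adjustment and an assumed biological coefficient of variation of 0.2, which is a dispersion of 0.04. With 1 library per condition this spread between replicates cannot be estimated from the data, and the test compares the reads of 2 libraries, not the conditions. The number of genes passing an adjusted p-value of 0.05 depends on the assumed spread. At a coefficient of variation of 0.1, 2643 genes were higher in control SnCs and 1418 in linker SnCs than in their pre-SnCs, and 1734 and 1652 were lower. At 0.3, 127 and 41 genes were higher and 24 and 47 lower. At 0.4, 15 and 5 genes were higher and 0 and 3 lower. The enrichment itself was not analysed here.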

### QUANTIFICATION AND STATISTICAL ANALYSIS

Experiments were repeated multiple times to confirm reproducibility. Image quantifications were done by batch processing without knowing the strain details. All quantifications are presented as the means ± standard error of mean (SEM), with each dot from one repeat. Data were analyzed with unpaired two-tailed t test: *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001; ns, not significant. Statistical test for each figure was determined in Prism 9. “n” values are reported in the Table S1.

## Supplementary Material

Table S2

Table S1

Video S1

Video S2

Video S3

1

Supplemental information can be found online at https://doi.org/10.1016/j.molcel.2026.05.004.

## Figures and Tables

**Figure 1.**
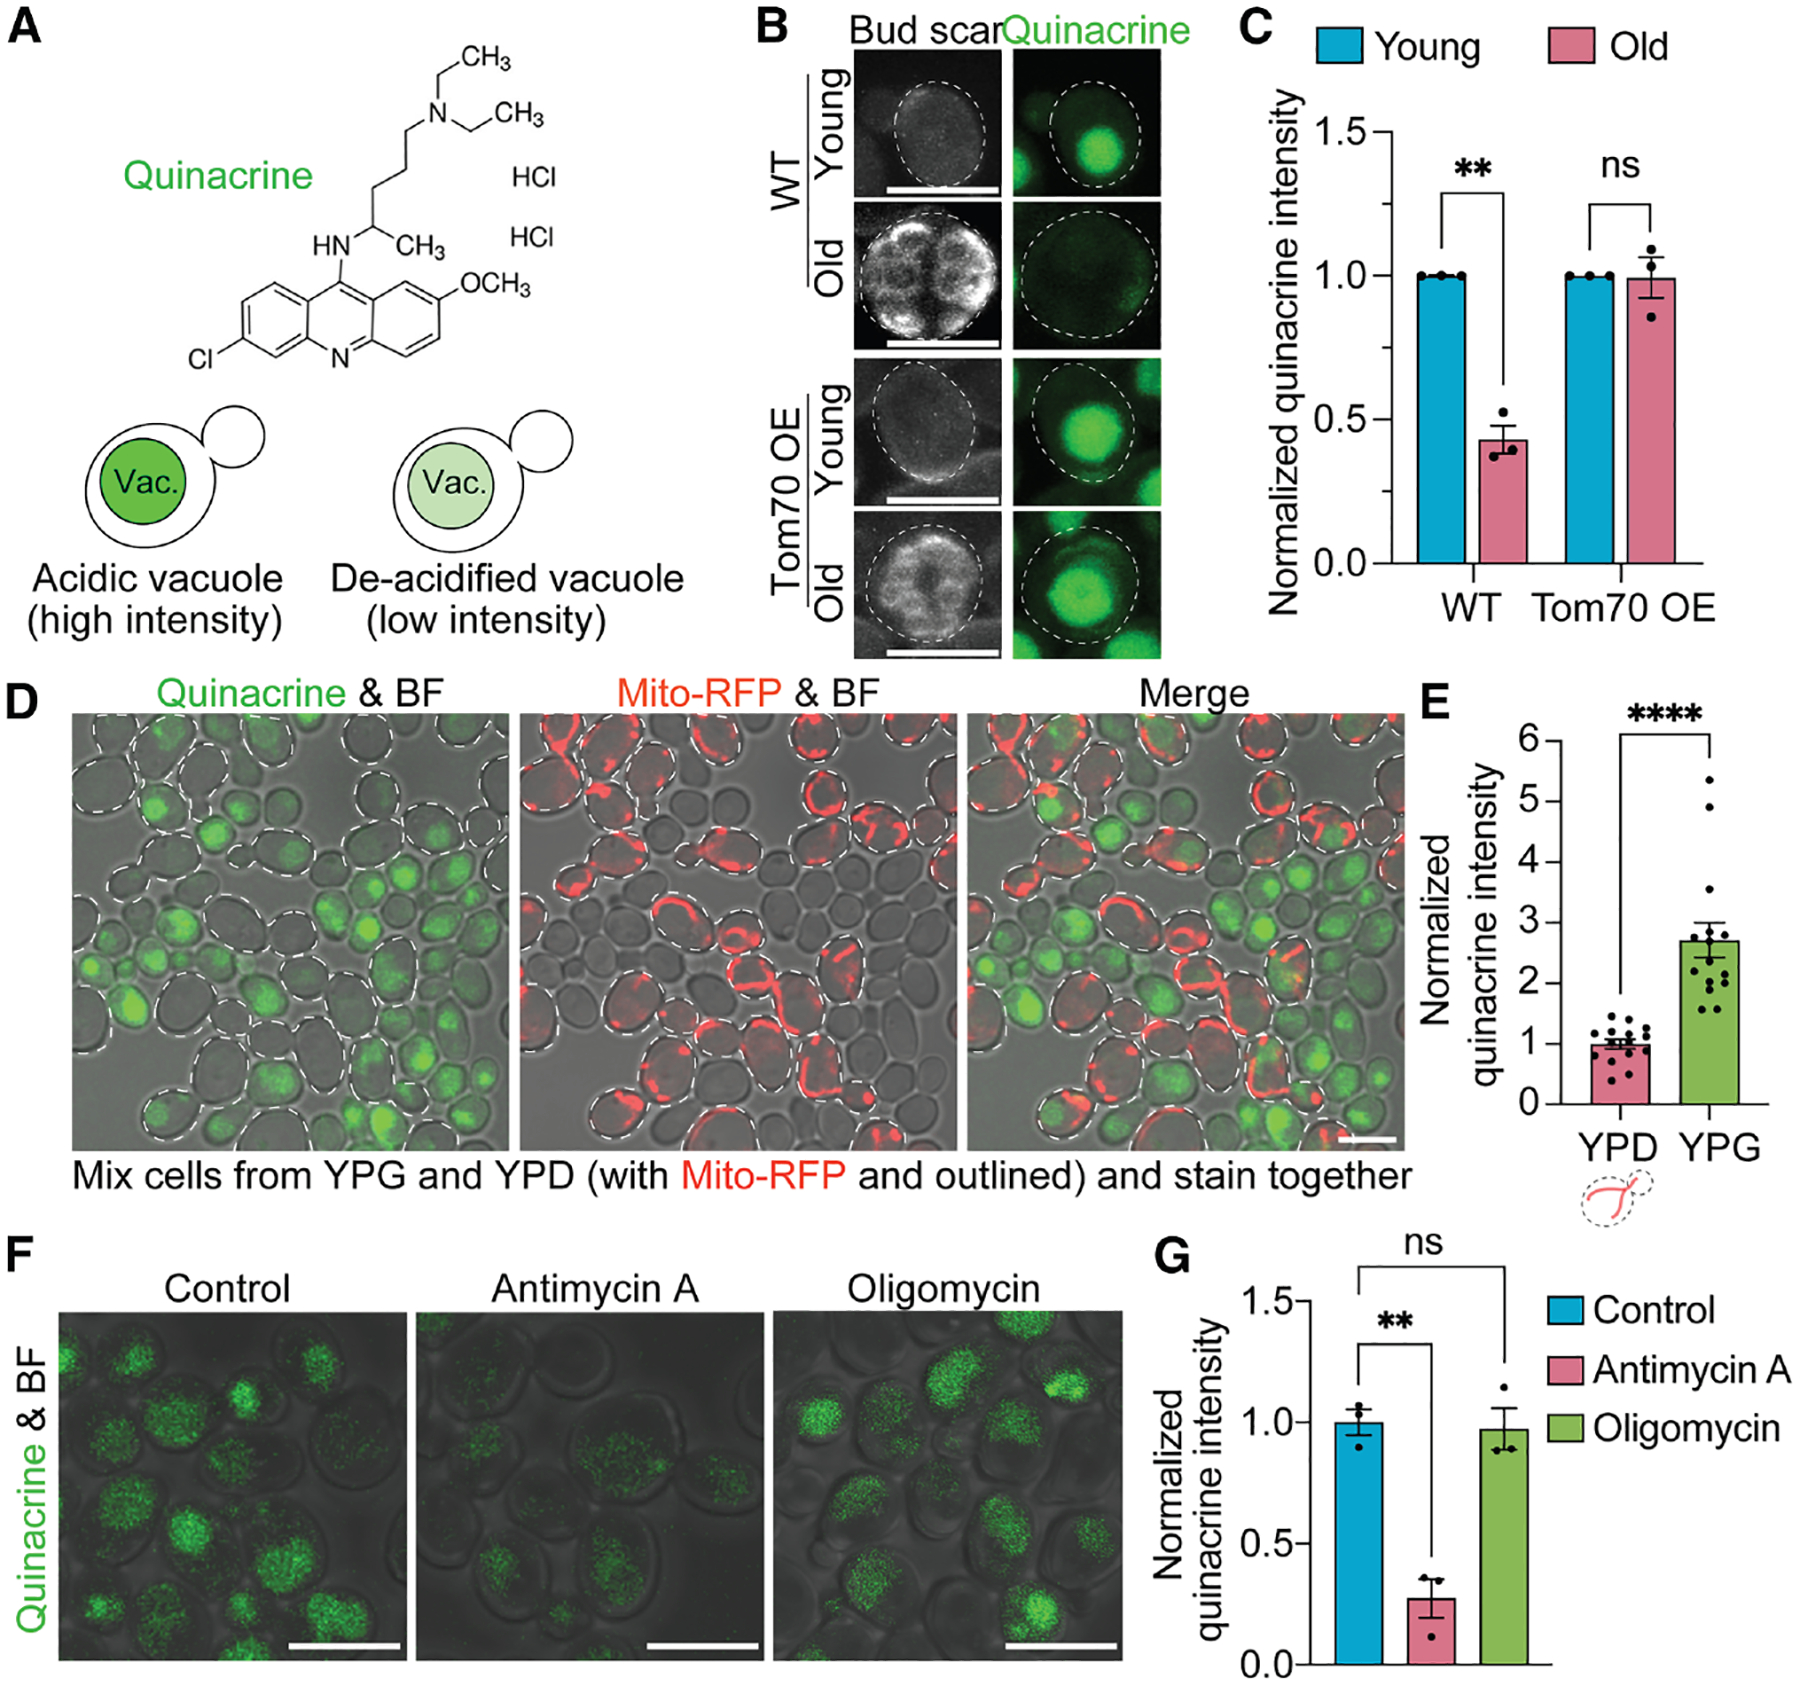
Changing mitochondrial function influences vacuolar acidification (A–C) Representative images and quantification of quinacrine staining in young and old cells of wild-type (WT) and Tom70 overexpression (Tom70 OE). Quinacrine intensity is normalized to young cells in each group (same in other figures). (D and E) Representative images and quantification of quinacrine staining of cells cultured in YPD and YPG media. To avoid quinacrine staining variation, cells from YPD and YPG media were mixed in a 1:1 ratio and stained together (same in other figures). Cells from YPD (dashed line) contain mito-RFP as a marker. BF, bright field. (F and G) Representative images and quantification of quinacrine staining of cells cultured in YPD and treated with antimycin A (ETC inhibitor) or oligomycin (F0-F1 ATPase inhibitor). Bar graphs are means ± standard error of mean (SEM, see STAR methods for statistics, same for other figures). Scale bars: 5 μm.

**Figure 2.**
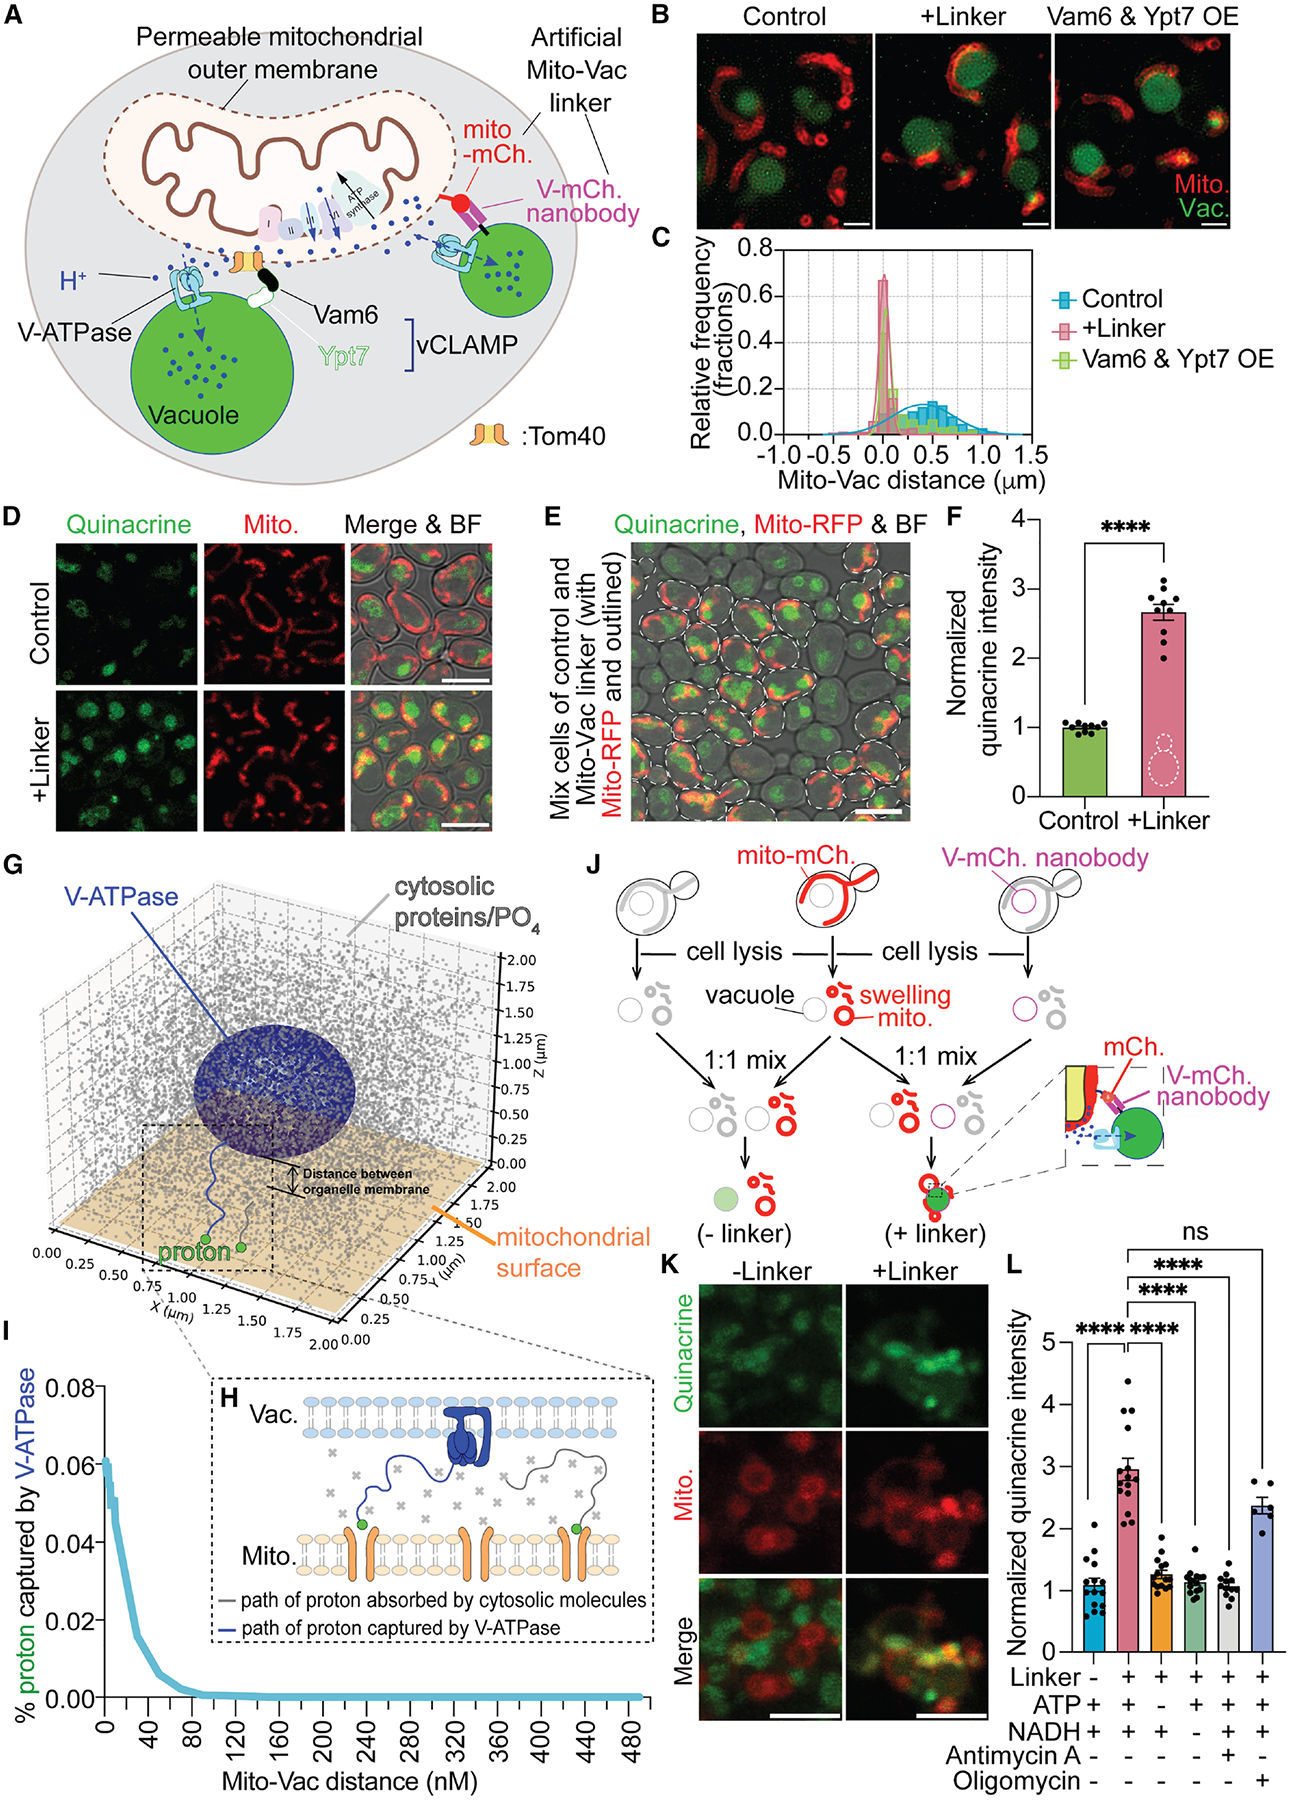
Mitochondria-vacuole contact is critical for vacuolar acidification (A) Model and schematic diagram for the mitochondria-vacuole interaction and proton flow. mito-mCh., mCherry-Fis1tm labels mitochondria; V-mCh. nanobody, VPS10-mCh nanobody is anchored on vacuole surface. (B and C) Representative super resolution images and quantification showing that expressing Mito-Vac linker brings mitochondria and vacuole together. The pulse expression of the Vps10-mCh nanobody was done with 30 min galactose induction. Mito, mitochondria, shown by mCh-Fis1tm; Vac, vacuole. Scale bar, 1 μm. (D–F) Representative images and quantification of quinacrine staining in control and Mito-Vac-linker-expressing cells stained in separate reactions (D) or stained simultaneously in the same reaction (E). BF, bright field. (G–I) Molecular simulation of proton transfer between organelles. (J–L) *In vitro* assay to detect the transfer of proton from mitochondria to vacuole. See details in STAR Methods. Scale bars, 5 μm if not mentioned.

**Figure 3.**
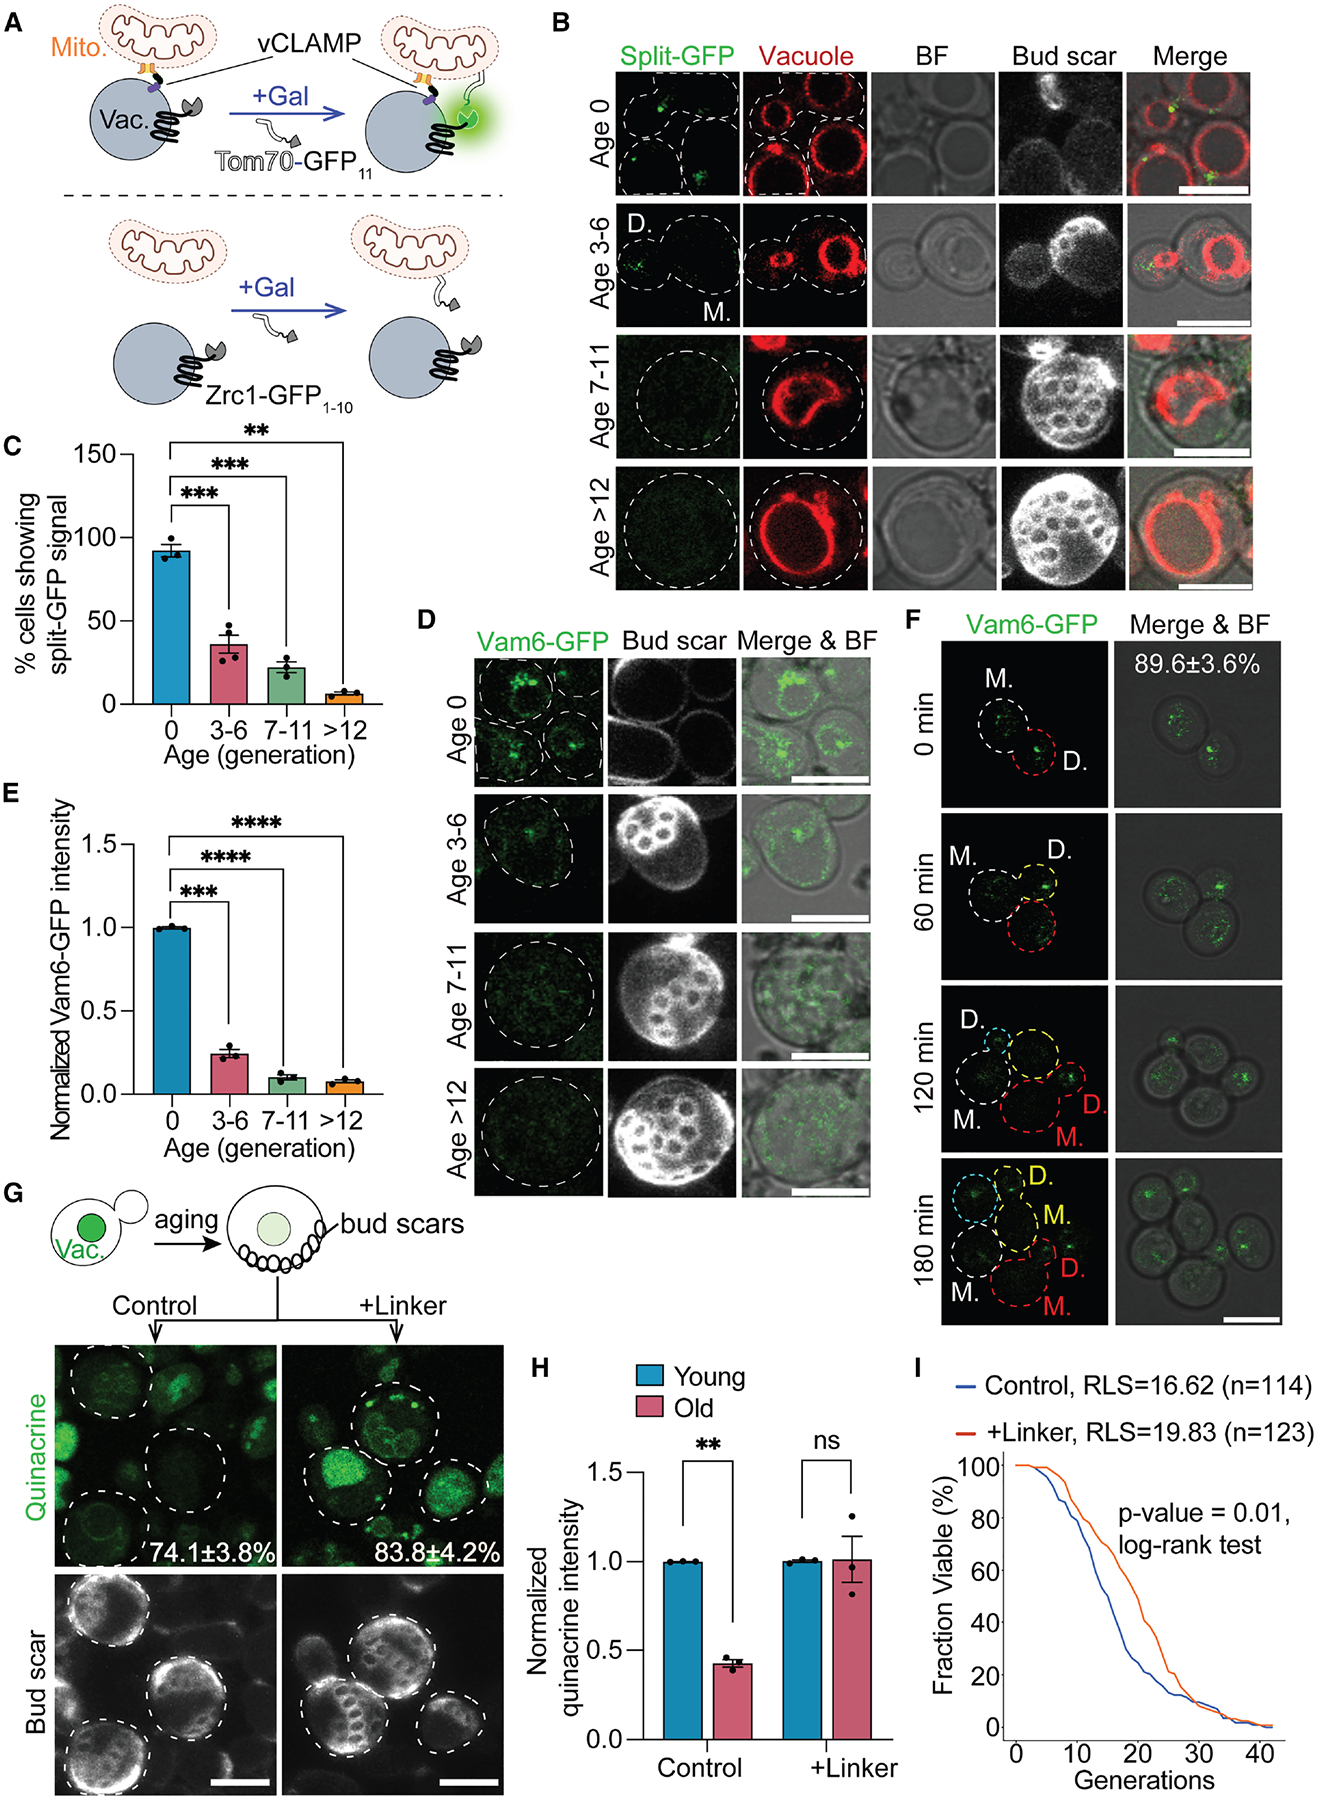
The decline of mitochondria-vacuole contacts during aging (A–C) Schematic illustration, representative images, and quantifications of using split-GFP to visualize Mito-Vac contacts. Cells were initially cultured in YPD until they reached advanced ages and followed by switching to YP-galactose medium to induce Tom70-GFP_11_ expression. BF, bright field; M., mother cell; D., daughter cell. (D and E) Representative images and quantification of Vam6-GFP during aging. (F) Time-lapse images of Vam6-GFP expression level and distribution in mother and daughter/bud cells. Five time-lapse images and 79 budding cells were quantified. M., mother cell; D., daughter cell. The inserted numbers are percentage of cells showing the representative phenotypes (same in other figures). (G and H) Representative images and quantification of quinacrine staining in purified old cells followed by pulse expression of Mito-Vac linker (+linker). (I) Constant low-level expression of Mito-Vac linker extends replicative lifespan. Scale bars, 5 μm.

**Figure 4.**
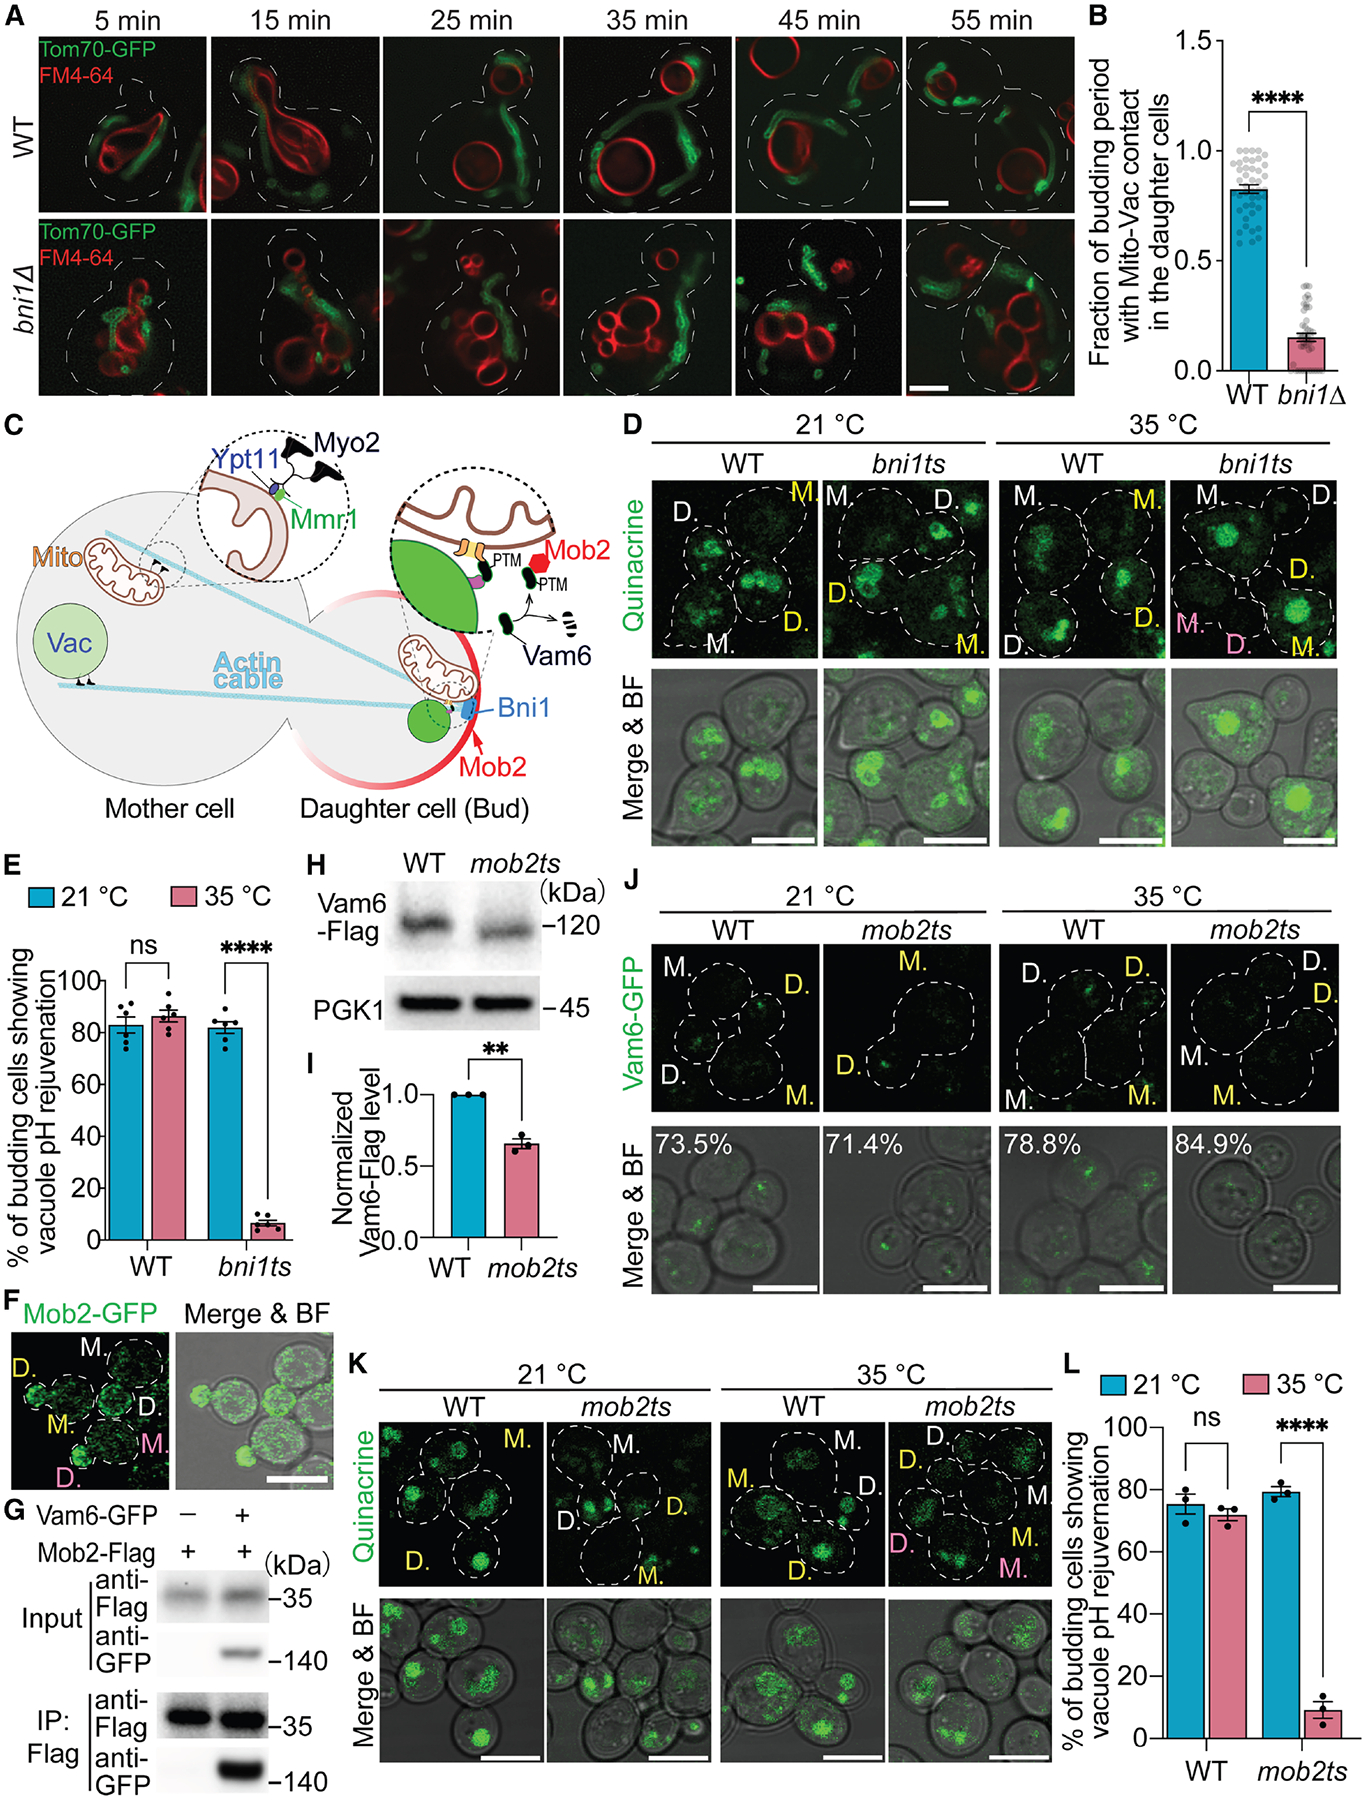
Mitochondria-vacuole contacts contribute to vacuolar re-acidification in daughter cell (A and B) Super-resolution images and quantification of the Mito-Vac contacts in WT and *bni1Δ* cells. Over 40 movies for both WT and *bni1Δ* cells were analyzed to quantify the fraction of the budding period showing Mito-Vac contact. Scale bar, 1 μm. (C) Schematic illustration of organelle inheritance and contact-site regulation during asymmetric cell division. PTM, post-translational modification. (D and E) Representative images and quantification of quinacrine staining in synchronized WT and bni1 temperature-sensitive (*bni1ts*) cells. M., mother cell; D., daughter cell (bud); BF, bright field. (F) Representative image of Mob2-GFP. (G) Representative blot of co-immunoprecipitation (coIP) showing interaction between Vam6 and Mob2. (H and I) Representative immunoblot (H) and quantification (I) of Vam6-FLAG in WT and *mob2ts* cells at restrictive temperature, normalized to PGK1 loading control. (J) Representative images and quantification of Vam6-GFP localization in WT and temperature-sensitive *mob2ts* cells. (K and L) Representative images (K) and quantification (L) of quinacrine staining of vacuole in WT and *mob2ts* cells. Scale bars, 5 μm if not mentioned.

**Figure 5.**
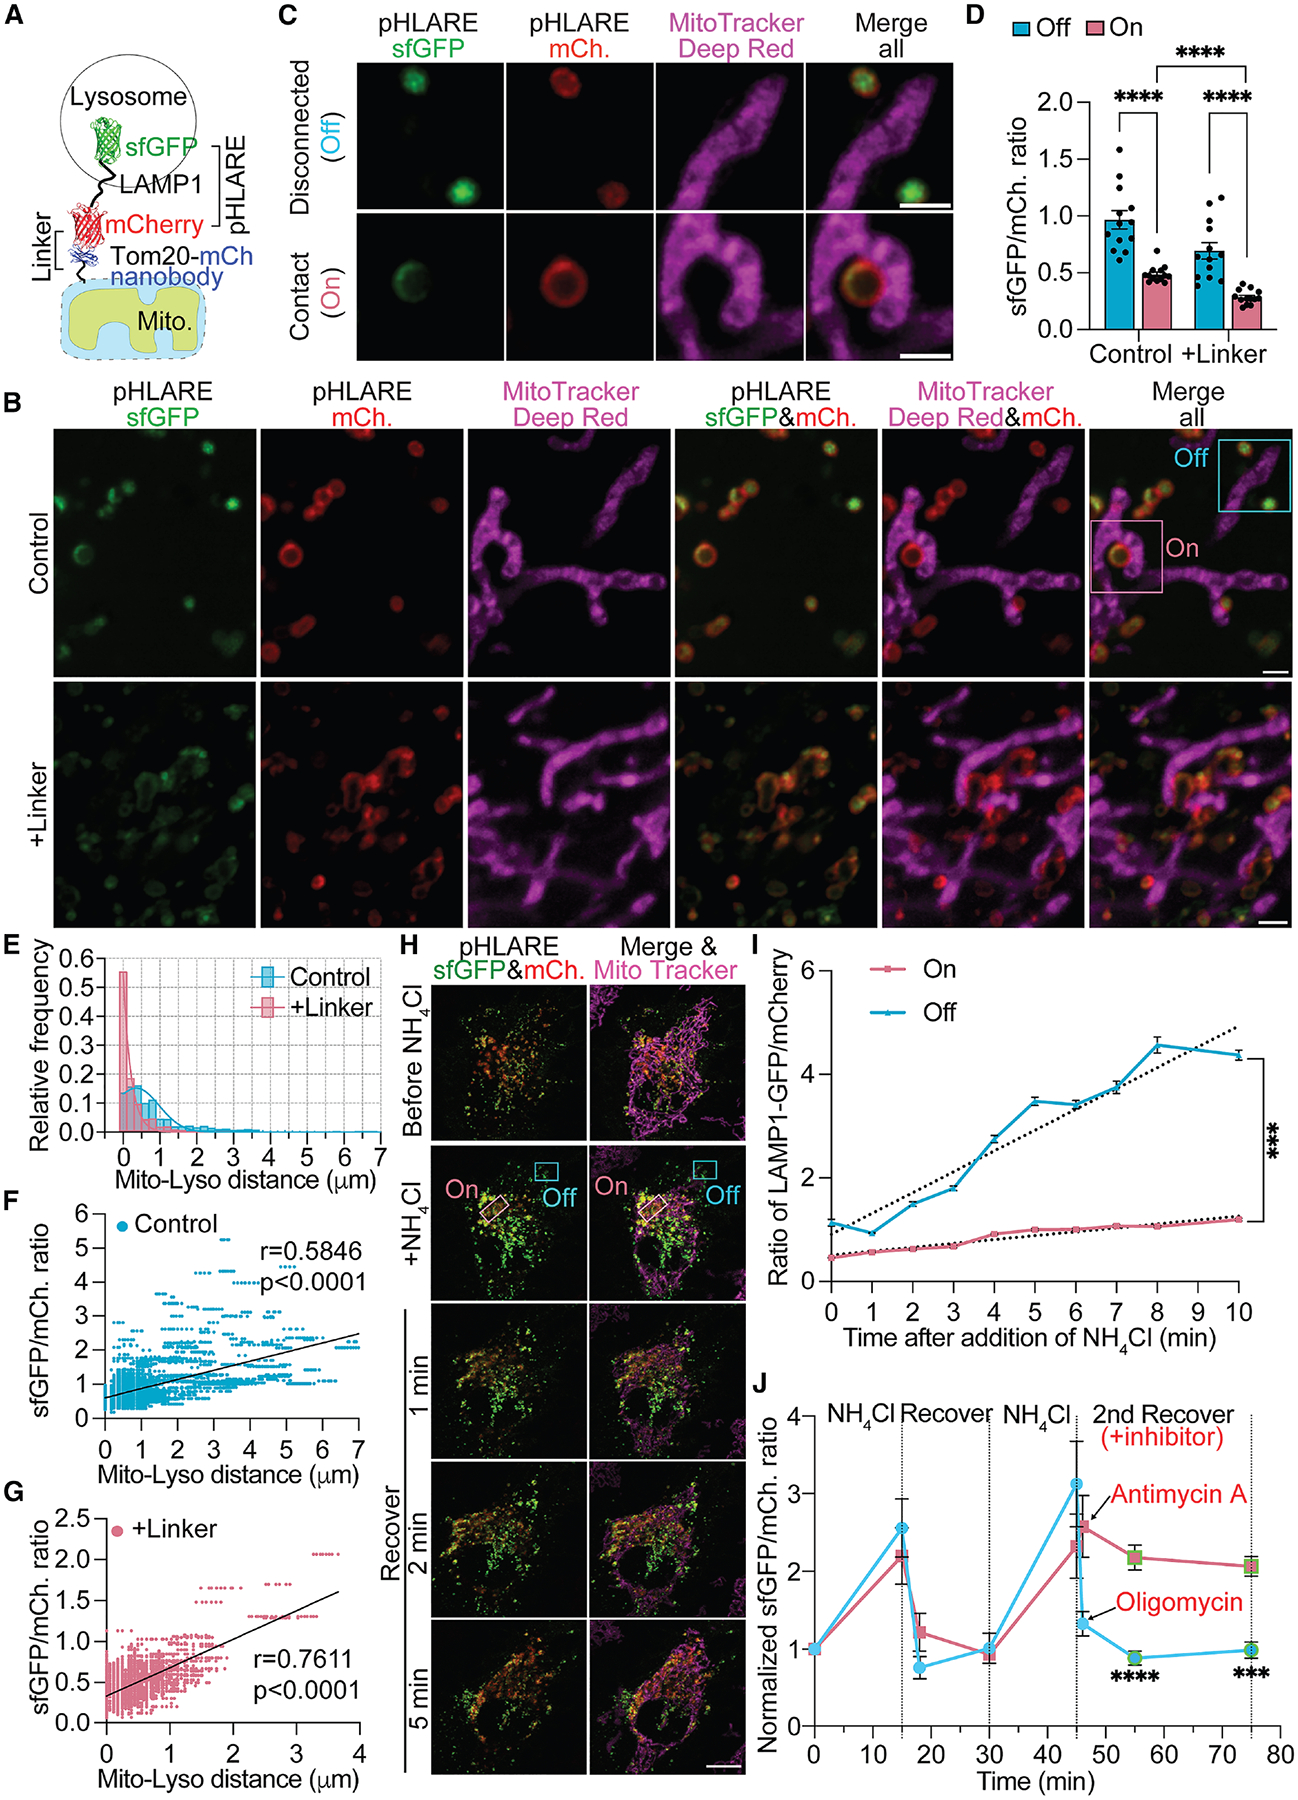
Mitochondria-lysosome contacts facilitate lysosomal acidification in HeLa cells (A) Schematics of the pHLARE and the engineered Mito-Lyso linker. (B and C) Representative super-resolution microscopy images of HeLa cells with and without Mito-Lyso linker (linker). Scale bar, 1 μm. (D) Comparison of lysosomal acidification in lysosomes located close to (<0.15 μm, “On”) and far from (>1 μm, “Off”) mitochondria in control and Mito-Lyso linker expressing (linker) HeLa cells. (E–G) Quantification of the distance between mitochondria and lysosome (E), as well as the Pearson correlation between Mito-Lyso distance and lysosomal acidification (F and G), in control and Mito-Lyso linker-expressing HeLa cells. (H) Representative images of lysosome pH neutralization and re-acidification in control HeLa cells. Scale bar, 10 μm. (I) Quantification of the acidification changes in lysosomes On or Off mitochondria during NH_4_Cl neutralization step. (J) Quantification of acidification changes in the entire lysosome pool within a cell during recovery, with and without inhibitors (control). Antimycin A or oligomycin was added during the second recovery phase.

**Figure 6.**
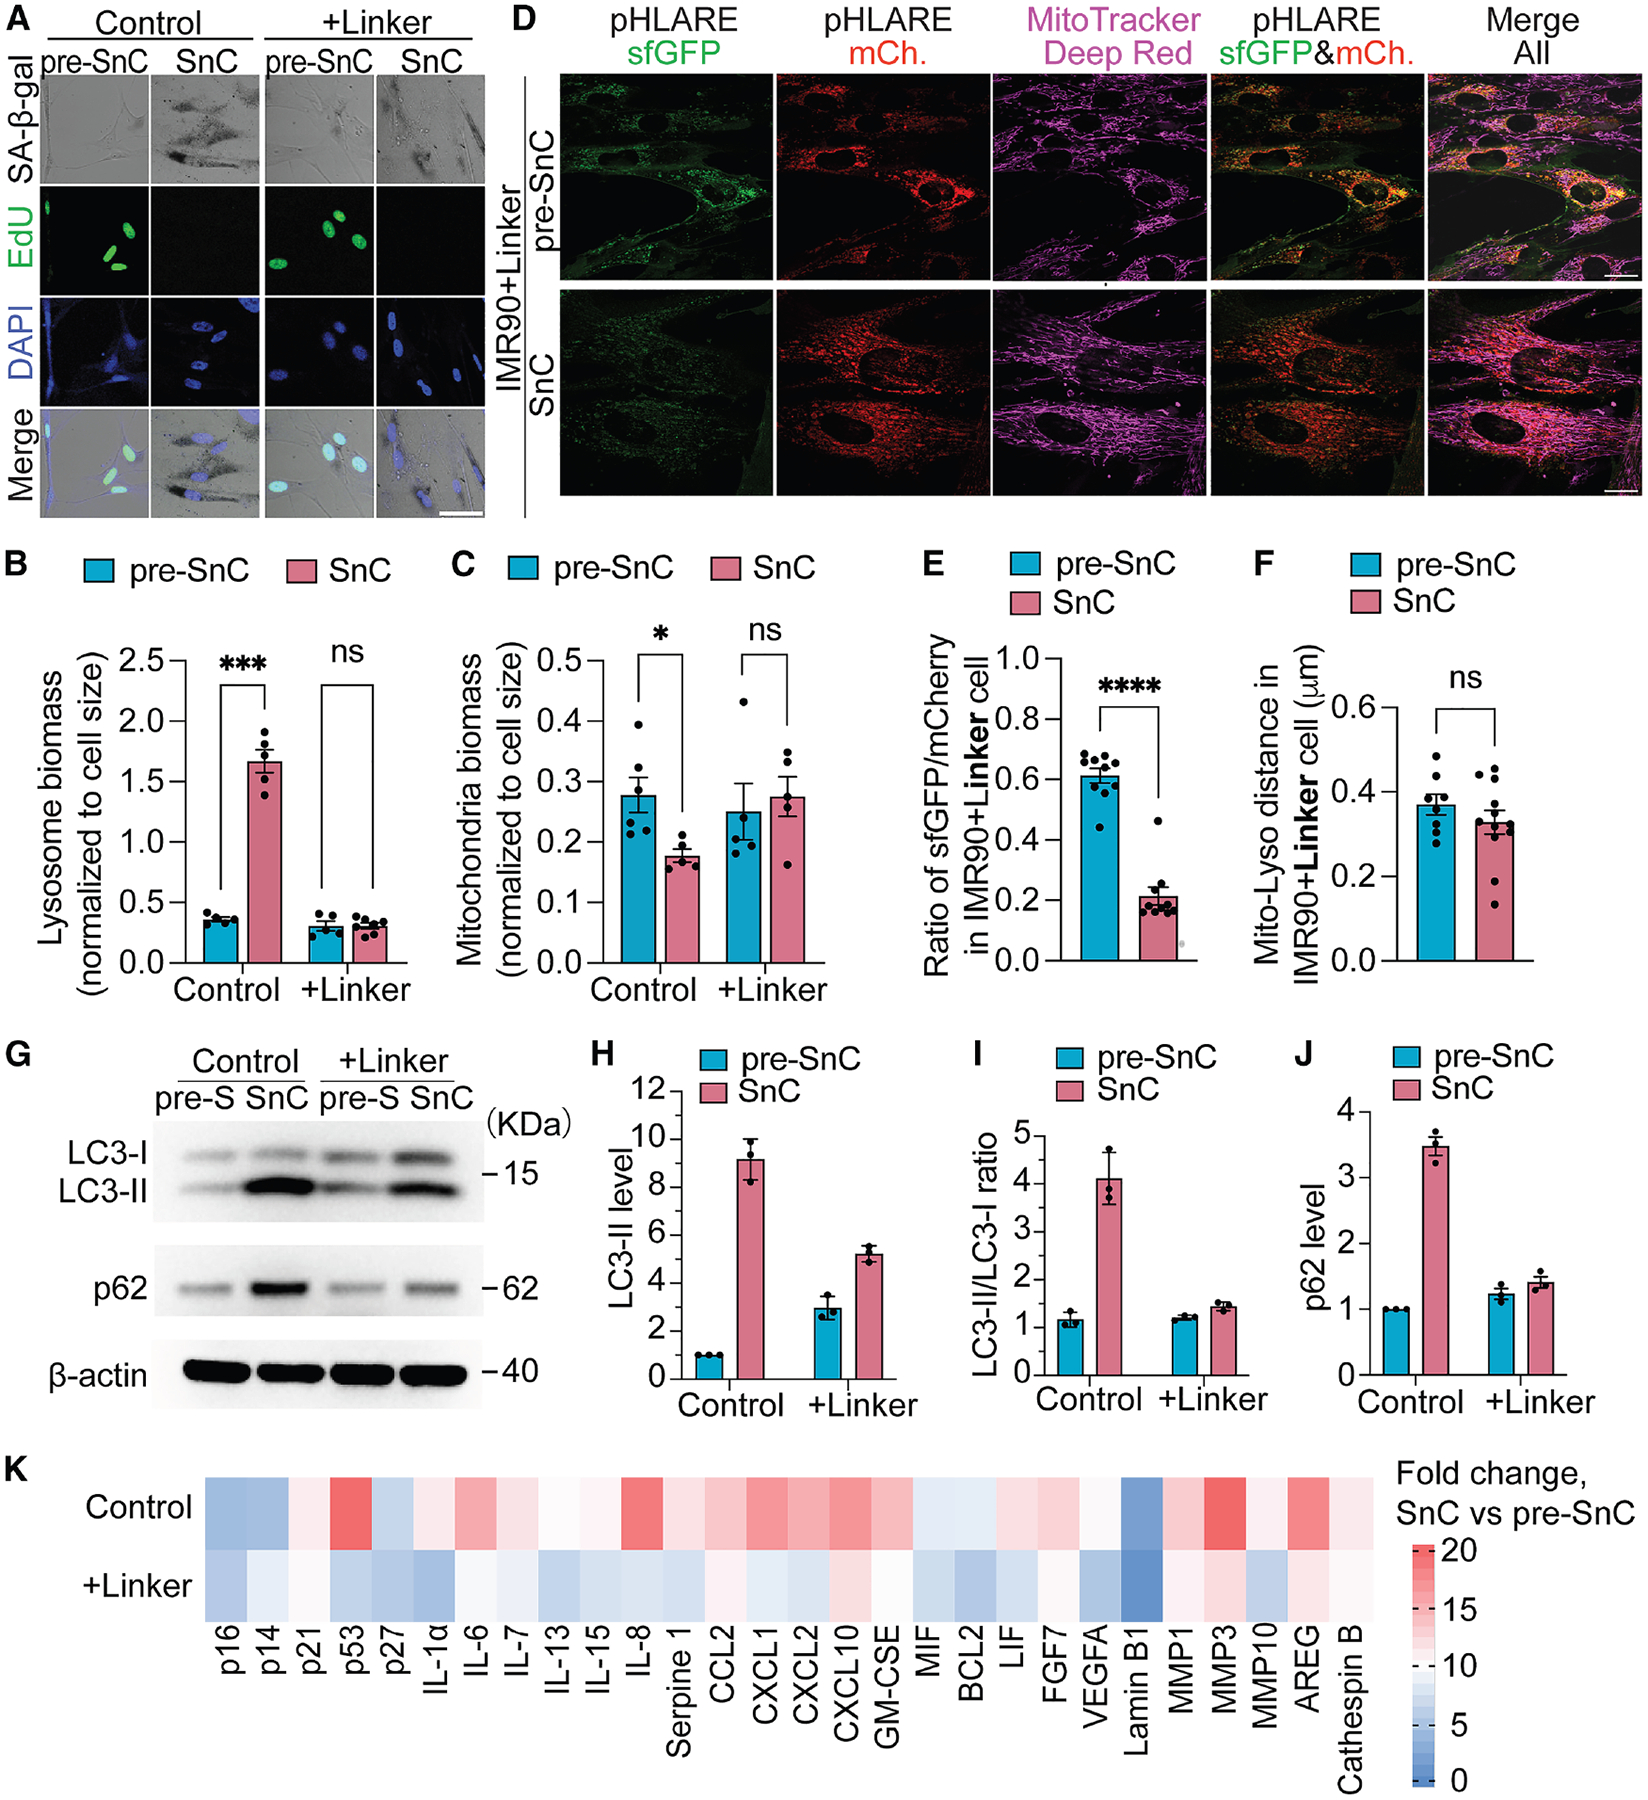
Reduced mitochondrial-lysosome contacts in human SnCs contribute to lysosome defects and SASP induction (A) Characterization of pre-SnC and SnC of IMR90 with/without Mito-Lyso linker. Pre-SnC, pre-senescent cell; SnCs, senescent cells. Scale bar, 100 μm. (B and C) Quantification of lysosomal (B) and mitochondrial (C) biomass in pre-senescent and senescent IMR90 cells with or without the Mito-Lyso linker, normalized to cell size. Control, wild-type IMR90 cells. +Linker, Mito-Lyso linker-expressing IMR90 cells. Same for other figures. (D–F) Representative images and quantifications showing lysosome acidification (D and E) and Mito-Lyso distance (F) in pre-SnC and SnC of IMR90 expressing the Mito-Lyso linker (Linker) as in Figure 5A. Scale bar, 20 μm. (G–J) Representative immunoblot and quantification of LC3-I, LC3-II, and p62 in pre-SnC and SnC of IMR90 with/without Mito-Lyso linker, normalized to actin loading control. (K) Heatmap of reverse-transcription quantitative PCR (RT-qPCR) results showing changes in SASP gene expression in IMR90 SnCs with and without the Mito-Lyso linker, normalized to their pre-senescent counterparts.

**Figure 7.**
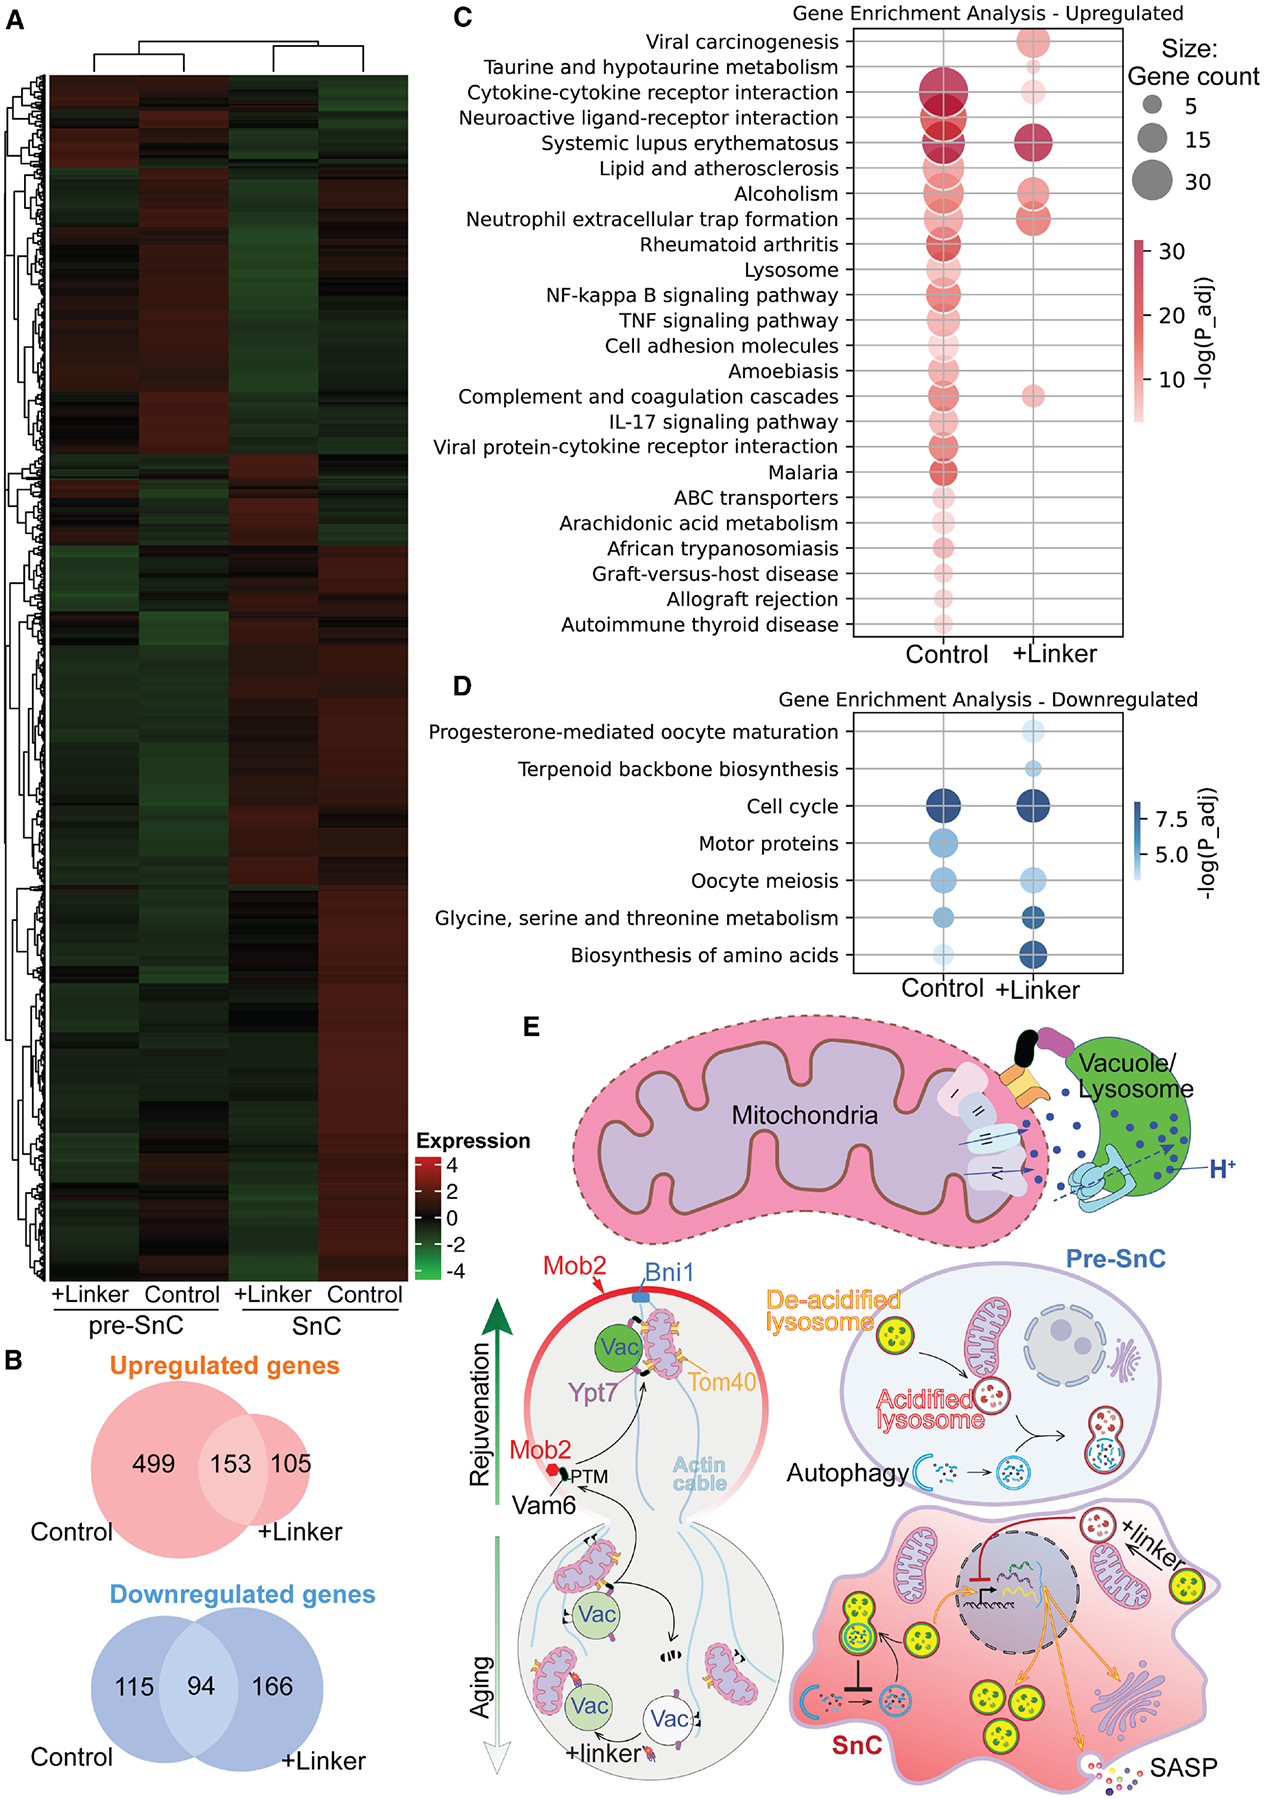
Preserving mitochondria-lysosome contacts in SnCs blocks multiple characteristic pathways of cellular senescence (A) RNA-seq showing overall gene expression changes between pre-senescent and senescent IMR90 cells with/without Mito-Lyso linker expression. (B) Venn diagram of genes upregulated and downregulated in senescent IMR90 cells with/without Mito-Lyso linker expression. (C and D) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways identified by gene set enrichment analysis (GSEA) of the upregulated (C) and downregulated (D) gene groups in senescent IMR90 cells with/without Mito-Lyso linker expression. (E) Mitochondrial MMP and their membrane contacts with vacuole/lysosome play a crucial role in the acidification of vacuoles and lysosomes by facilitating the flow of proton from mitochondria to vacuole/lysosome (top). This mitochondria-dependent mechanism of vacuole/lysosome acidification has important roles in the replicative aging and rejuvenation of yeast (bottom left) and cellular senescence of human cells (bottom right).

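By the 2-fold threshold on TMM-normalized counts, 691 genes were higher in both senescent states, which was 34.8% of the genes higher in control and 55.4% of those higher with the linker. Their median log2 fold change was 1.75 in control and 1.51 with the linker. Lower in both were 433 genes, which was 44.4% of the genes lower in control and 32.2% of those lower with the linker. Lower in control only were 542 genes, of which 72.0% also moved downward with the linker, and lower with the linker only were 910, of which 63.8% also moved downward in control. In the authors' deposited table, the genes passing an adjusted p-value of 0.05 numbered 652 higher and 209 lower in control, and 258 higher and 260 lower with the linker. Of the genes higher in the authors' deposited table, 153 were shared, 499 were in control only and 105 with the linker only. Of the lower ones in that deposited table, 94 were shared, 115 were in control only and 166 with the linker only. All of these genes also passed a 2-fold threshold on the fold changes of the authors' deposited table.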

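Genes of the lists written for these pathways were counted among the genes that the authors' deposited table calls higher or lower. Of 101 interleukins, chemokines, colony-stimulating factors and related ligands, the authors' deposited table calls 16 higher in control SnCs and 1 higher in linker SnCs. It calls 14 of 38 NF-κB targets higher in control in the deposited comparison, and 2 higher and 1 lower with the linker. For 83 lysosome genes the numbers of higher calls in the authors' deposited table were 12 and 2. Lower in the deposited comparisons were 26 and 23 of 54 G2/M genes, 3 and 2 of 43 S-phase genes, 5 and 10 of 38 amino acid biosynthesis genes and 5 and 7 of 28 genes of glycine, serine and threonine metabolism. The terms systemic lupus erythematosus, alcoholism and neutrophil extracellular trap formation contain histone genes, and 17 of 90 replication-dependent histone genes are called higher in control and 12 with the linker in the authors' deposited table. Terpenoid backbone biosynthesis is the first part of cholesterol synthesis, and of 25 cholesterol synthesis genes 3 are called lower in control and 8 with the linker there.

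By fold change and counting interval, the largest rises among the interleukins, chemokines and related ligands with at least 100 counts in control SnCs were those of CXCL5, at 4.43 (3.89 to 5.38), CXCL8 and CXCL1. CXCL1 changed by 2.89 (2.63 to 3.19) in control and −0.47 (−1.95 to 0.74) with the linker, and its reads could be shared with paralogs of similar sequence. CXCL5 and CXCL1 were already lower in linker pre-SnCs than in control pre-SnCs, at −1.21 and −2.78. Among lysosome genes the largest rises in control SnCs were those of CTSS, at 2.18 (1.61 to 3.03), LGMN, at 1.91 (1.76 to 2.08), and SMPD1. With the linker they were CTSO, at 1.56 (1.36 to 1.78), SORT1 and FUCA1, at 1.45 (1.06 to 1.91). Among amino acid genes, CBS fell furthest in control, by 2.30 on the log2 scale, and by 2.87 with the linker, with the caution that the annotation holds a second, nearly identical copy of CBS that could share its reads. PSAT1 changed by −1.53 (−1.61 to −1.45) and −2.19 (−2.31 to −2.07). Among G2/M genes, CDC20 changed by −2.07 (−2.43 to −1.77) and −3.85 (−5.04 to −3.16), and AURKA was an exception with −0.49 (−0.74 to −0.24) in control and 0.95 (0.77 to 1.14) with the linker.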

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Pma1 antibody	Thermo Fisher	MA1–91567
GFP antibody	Sigma	SAB4301138
Flag antibody	Sigma	F3165
LC3 antibody	Cell Signaling Technology	mAb #12741
P62 antibody	Abcam	Ab109012
Chemicals, peptides, and recombinant proteins		
Quinacrine dihydrochloride	Sigma	Q3251
Calcofluor White	Sigma	18909–100 ML-F
Antimycin A	Sigma	A8674
Oligomycin	Sigma	75351
MitoTracker Deep Red FM	Invitrogen	M22426
NHiCl	VWR	BDH9208
Nocodazole	Sigma	M1404
X-Gal	Life Technologies	15520–018
SuperScript^™^ III One-Step RT-PCR System	Invitrogen	12574018
Click-iT EdU Alexa Fluor 488 HCS Assay	ThermoFisher Scientific	C10351
Senescence Detection Kit, SA-β-Gal kit	Abcam	ab65351
Lysosomal Acidic pH Detection Kit	Dojindo	L266
RNeasy Mini Kit	Qiagen	74104
Deposited data		
Raw data	This study	Mendeley Data: DOI: 10.17632/j99xc458mz.1
RNAseq raw data	This study	GEO: GSE292573
Experimental models: Organisms/strains		
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-GAL1-Tom70-HIS3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-TDH3-preSu9-mCherry-NatMX*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-TDH3-preSu9-mCherry-NatMX; TRP1::pRS416-Z3EV-Tom70-URA3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-CYC1-mCherry op-Fis1TM-KanMX*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-GAL1-VPS10-mCherry nanobody-HIS3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-CYC1-mCherry op-Fis1TM-KanMX; TRP1::p404-GAL1-VPS10-mCherry nanobody-HIS3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-CYC1-mCherry op-Fis1TM-KanMX; TRP1::p404-GAL1-VPS10-mCherry-HIS3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-TDH3-mCherry-Scs2TM-KanMX; TRP1::p404-GAL1-VPS10-mCherry nanobody-HIS3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-TDH3-sfCFP-mCherry-Fis1TM-KanMX*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-TDH3-sfCFP-mCherry-KanMX*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1:: p404-TDH3-sfCFP-mCherry-Fis1TM-KanMX; TRP1::p404-GAL1-VPS10-mCherry nanobody-HIS3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-GAL1-Ypt7-HIS3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-GAL1-Vam6-HIS3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-GAL1-Ypt7-HIS3; TRP1::p404-GAL1-Vam6-HIS3-LEU2*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, ypt7Δ-HygMX*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, vam6Δ-HygMX*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-ADH-KanMx;pHO-NatMX-vSEP-yEmCherry*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-CYC1-mCherry-Fis1TM-KanMX; pHO-NatMX-vSEP-yEmCherry; p404-GAL1-Ypt7-HIS3; TRP1::p404-GAL1-Vam6-HIS3-LEU2; pHO-NatMX-vSEP-yEmCherry*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-CYC1-mCherry-Fis1TM-KanMX; pHO-NatMX-vSEP-yEmCherry;p404-GAL1-VPS10-mCherry nanobody-HIS3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-CYC1-mCherry-Fis1TM-KanMX; pRS316-GFP-ATG8-URA3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-CYC1-mCherry-Fis1TM-KanMX; TRP1::p404-GAL1-VPS10-mCherry nanobody-HIS3; pRS316-GFP-ATG8-URA3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Pma1-9aa-GFP-HIS3*	yeast GFP collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Pma1-23aa-GFP-KanMX*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Zrc1-GFP1–10-URA3; TRP1::p404-GAL1-Tom70-GFP11-HIS3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-CYC1-mCherry op-Fis1TM-KanMX; ZRC1::p404-ZRC1-Zrc1-mCherry nanobody-HIS3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Vam6-GFP-HIS3*	yeast GFP collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Zrc1-GFP-HIS*	yeast GFP collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-GAL1-Tom70-GFP-HIS3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Vma1-GFP-HIS3*	yeast GFP collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Vma2-GFP-HIS3*	yeast GFP collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Vma5-GFP-HIS3*	yeast GFP collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Vma8-GFP-HIS3*	yeast GFP collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Vma4-GFP-HIS3*	yeast GFP collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Vma7-GFP-HIS3*	yeast GFP collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Vma10-GFP-HIS3*	yeast GFP collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Vma13-GFP-HIS3*	yeast GFP collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Vph1-GFP-HIS3*	yeast GFP collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Vma16-GFP-HIS3*	yeast GFP collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, TRP1::p404-TDH3-preSU9-GFP-NatMX*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Qcr7-GFP-HIS3*	yeast GFP collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, bni1A-KanMX; TRP1::p404-TDH3-preSu9-mCherry-NatMX*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, bni1Δ-KanMX; Tom70-GFP-HIS3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, bni1::bni1#1-HIS3*	David Pellman lab	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Δypt11-KanMX; pGAL1-mmr1-HIS3;TRP1::p405-TDH3-pOLI-HcRed-LEU2*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Mob2-GFP-HIS3*	yeast GFP collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, aip5Δ-KanMX*	yeast knockout collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, cla4Δ-KanMX*	yeast knockout collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, lrg1Δ-KanMX*	yeast knockout collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, skm1Δ-KanMX*	yeast knockout collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, ssd1Δ-KanMX*	yeast knockout collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, ste20Δ-KanMX*	yeast knockout collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, wsc2Δ-KanMX*	yeast knockout collection	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, cbk1ts-KanMX*	Charles Boone lab	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, cdc42ts-KanMX*	Charles Boone lab	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, mob1ts-KanMX*	Charles Boone lab	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, pkc1ts-KanMX*	Charles Boone lab	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, mob2ts-KanMX*	Charles Boone lab	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Mob2-Flag-URA3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Vam6-Flag-URA3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, mob2ts-KanMX, Vam6-Flag-URA3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, mob2ts-KanMX, Vam6-GFP-HIS3*	this study	N/A
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Vam6-GFP-HIS3, Mob2-Flag-KanMX*	this study	N/A
Oligonucleotides		
*See* Table S2 *for primers used in this study*	This study	N/A
Recombinant DNA		
*p404-GAL1-Tom70-HIS3*	this study	N/A
*p404-TDH3-preSu9-mCherry-NatMX*	this study	N/A
*pRS416-Z3EV-Tom70-URA3*	this study	N/A
*p404-GAL1-VPS10-mCherry nanobody-HIS3*	this study	N/A
*p404-GAL1-VPS10-mCherry-HIS3*	this study	N/A
*p404-TDH3-sfGFP-mCherry-Fis1TM-KanMX*	this study	N/A
*p404-TDH3-sfGFP-mCherry-KanMX*	this study	N/A
*p404-GAL1-Ypt7-HIS3*	this study	N/A
*p404-GAL1-Vam6-HIS3*	this study	N/A
*p404-GAL1-Vam6-HIS3-LEU2*	this study	N/A
*p404-TDH3-mCherry-Scs2TM-KanMX*	this study	N/A
*p404-CYC1-mCherry op-Fis1TM-KanMX*	this study	N/A
*p404-GAL1-Tom70-GFP11-HIS3*	this study	N/A
*p404-GAL1-Tom70-GFP-HIS3*	this study	N/A
*p404-ZRC1-Zrc1-mCherry nanobody-HIS3*	this study	N/A
*pCMV-sfGFP-LAMP1-mCherry (pHLARE)*	Diane L. Barber lab	N/A
*pTET-Tom20N mCherry nanobody & pCMV-sfGFP-LAMP1-mCherry (pHLARE)*	this study	N/A
*pHO-Nat-vSEP-yEmCherry*	Gottschling lab	N/A
Software and algorithms		
ImageJ	NIH	RRID:SCR_003070
GraphPad Prism 9	GraphPad	RRID:SCR_002798

# Supplementary material for: Mitochondria-lysosome coupling contributes to lysosome acidification and aging
**Source:** Mol Cell. Author manuscript; Available in PMC 2026 Jun 14.
**Supplement:** 1

**Supplemental information**

**Mitochondria-lysosome coupling contributes  
to lysosome acidification and aging**

**Qingqing Liu, Seungmin Yoo, Zhixin A. Zhang, Liying Li, Hetian Su, Lingraj Vannur, Alexandra C. Wooldredge, Jun-Wei B. Hughes, Pierre-Yves Desprez, Nan Hao, Gordon Lithgow, Julie K. Andersen, Malene Hansen, Judith Campisi, and Chuankai Zhou**

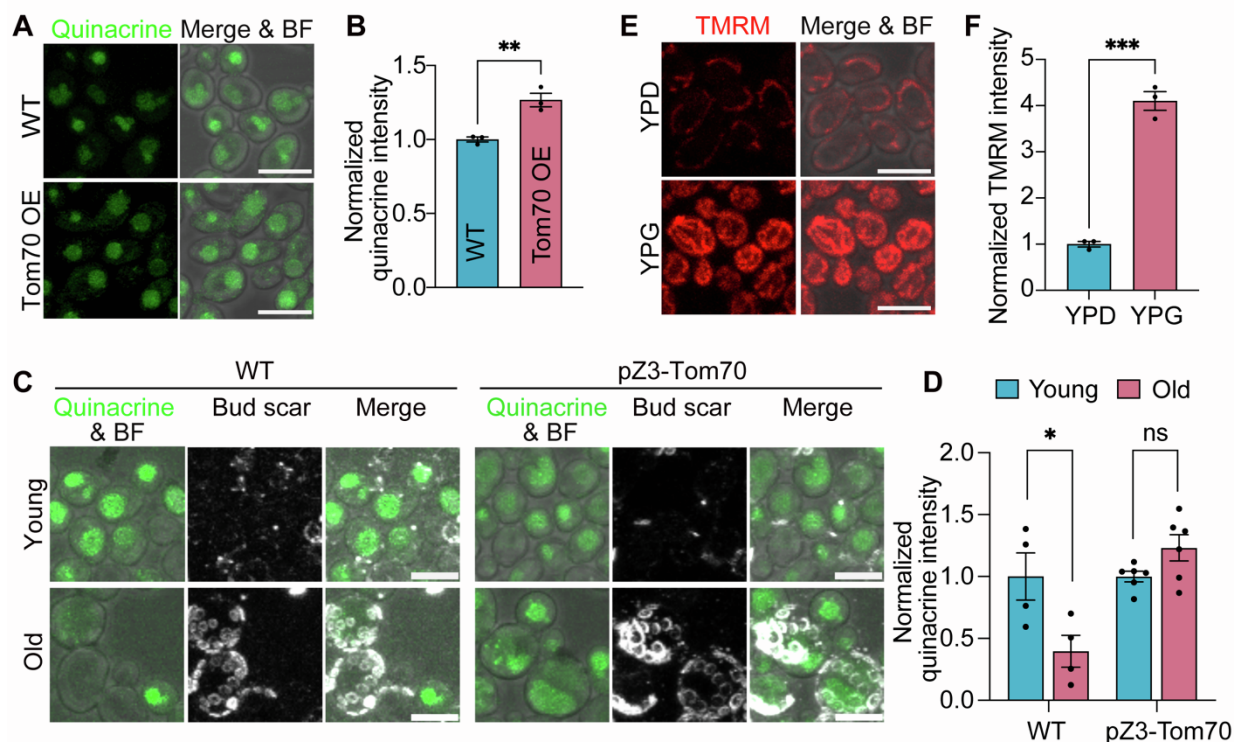

**Figure S1 Mitochondria promote vacuolar acidification, related to Figure 1.**

(A, B) Representative images and quantification of quinacrine staining in young cells of wild-type (WT) and Tom70 overexpression (Tom70 OE). Tom70 was overexpressed from pGAL promoter. All strains were cultured in the YP-Galactose medium for comparison. BF, bright field.

(C, D) Representative images and quantification of quinacrine staining in young and old cells of WT and Tom70 OE (under pZ3 promoter and induced by  $\beta$ -estradiol). All strains here were cultured in the YPD medium for comparison with the strains cultured in YP-Galactose medium in Figure 1B and 1C to exclude the effect of carbon source difference. Bud scar was stained with Wheat Germ Agglutinin, Alexa Fluor 594 to indicate the cell age. BF, Bright field.

(E, F) Representative images and quantification of mitochondrial membrane potential shown with TMRM staining of cells cultured in YPD and YPG media.

Bar graphs are means  $\pm$  SEM. Data were analyzed with unpaired two-tailed t test: \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; ns, not significant. Scale bars: 5  $\mu$ m.

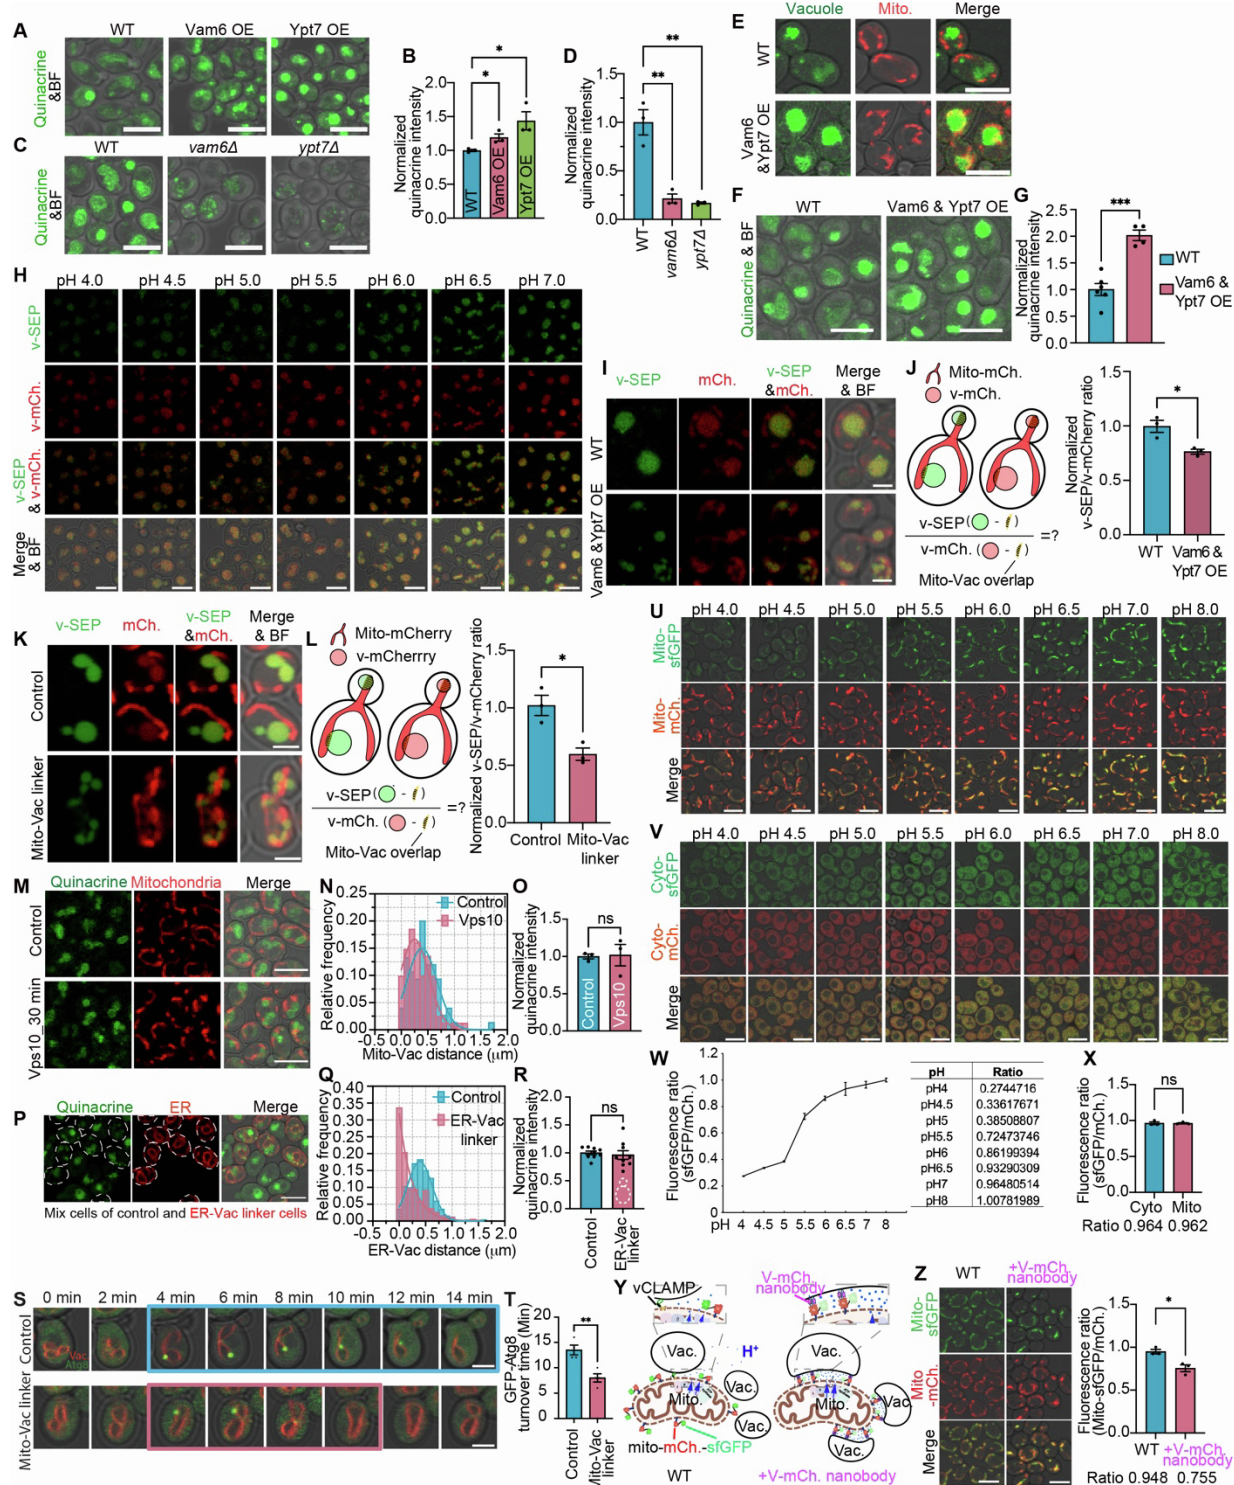

**Figure S2 Additional data and controls that mitochondria-vacuole contact affects vacuolar acidification, related to Figure 2.**

(A-D) Representative images and quantification of quinacrine staining in WT, Vam6 overexpression (Vam6 OE), Ypt7 overexpression (Ypt7 OE) cells, as well as their knockout.

22 (E) Representative images showing that Vam6 & Ypt7 double overexpression (Vam6&Ypt7 OE)  
23 bridged mitochondria and vacuoles together. Vacuole was shown by quinacrine staining. Mito,  
24 mitochondria, shown by mCherry-Fis1tm.

25 (F and G) Representative images and quantification of quinacrine staining in WT and Vam6 &  
26 Ypt7 OE cells.

27 (H) Representative images showing the fluorescence intensity change of v-SEP in different pH  
28 buffer. mCh., mCherry.

29 (I-J) Representative images and quantification of v-SEP/v-mCherry ratio change in WT and  
30 Vam6&Ypt7 OE cells. 'v-' denotes vacuole localization, following the nomenclature used in the  
31 original study that reported this reporter <sup>71</sup>. Both Mito-mCherry and v-mCherry were used to label  
32 mitochondria and vacuoles, respectively, in the same cells. The Mito-Vac overlap region was  
33 excluded when quantifying v-SEP and v-mCherry intensities (also applied in Figure S2L).  
34 Quantification was performed on more than 50 cells per group. Scale bars, 2  $\mu$ M.

35 (K-L) Representative images and quantification of v-SEP/v-mCherry ratio change in control and  
36 Mito-Vac linker expression cells. Quantification was performed on more than 50 cells per group.  
37 Scale bar, 2  $\mu$ M.

38 (M-O) Representative images (M) and quantification (O) of quinacrine staining and Mito-Vac  
39 distance (N) in WT control cells and cells with 30 minutes Gal-induced expression of Vps10  
40 (Vps10 cells). This is a control for Vps10-mCherry nanobody used in the Mito-Vac linker.

41 (P) Representative images of quinacrine staining in control and ER-Vac linker expressing cells.  
42 The engineered ER-Vac linker is made of mCherry-Scs2 on ER and Vps10-mCherry nanobody on  
43 vacuole. To avoid quinacrine staining variation, control and ER-Vac linker-containing cells were  
44 mixed in a 1:1 ratio and stained together. ER-Vac linker-containing cells (circled by dashed line)  
45 contain ER-mCherry as a marker.

46 (Q) Quantification of the distance between ER and vacuole in control and ER-Vac linker  
47 expressing cells.

48 (R) Quantification of quinacrine intensity in control and ER-Vac linker expressing cells.

49 (S, T) Timelapse images and quantification showing the turnover of GFP-Atg8 puncta during  
50 starvation in WT control cells and Mito-Vac linker expressing cells. The boxed images show the

formation and turnover of GFP-Atg8 puncta, indicating autophagic flux, with noticeably faster turnover in cells expressing the Mito-Vac linker. Scale bar: 2  $\mu$ m. Data from four biological repeats (each with 7-10 cells) were analyzed.

(U-W) Representative images and quantification showing pH calibration of the pH sensor on the mitochondrial surface or in the cytosol. The ratiometric biosensor consists of pH-sensitive superfolder GFP (sfGFP) and relatively pH-insensitive mCherry. sfGFP exhibits lower signal at lower pH. The Mito-biosensor is anchored to mitochondrial surface by tagging it to the N-terminus of Fis1tm. Cells were incubated in the buffer of different pH with nigericin, monensin, and DNP to equalize proton across membranes. More than 400 cells from three biological repeats were quantified for each pH.

(X) Fluorescence ratios of sfGFP-mCherry biosensor in the cytosol and on the mitochondrial surface of wild-type control cells. Cyto, biosensor expressed in the cytosol. Mito, biosensor anchored on mitochondrial surface. No significant difference observed, likely because the protons diffuse quickly and do not concentrate locally on the mitochondrial surface (see ‘WT control’ in Figure S2Y).

(Y) Schematic illustration of the distribution and signal of sfGFP-mCherry-Fis1tm biosensor on the mitochondrial surface with or without V-mCh nanobody expression. The ratiometric biosensor is consisted of pH-sensitive superfolder GFP (sfGFP) and pH-insensitive mCherry. mCherry nanobody is anchored on vacuole surface by Vps10 (V-mCh nanobody). In wild-type control cells, Mito-Vac contacts (vCLAMPs) are dynamic, and protons released from mitochondria rapidly diffuse or are absorbed outside these contact sites; as a result, the sfGFP-mCherry heterodimer—distributed evenly across the mitochondrial surface, mostly outside of organellar contact regions—exhibits an average sfGFP/mCherry ratio similar to that of the bulk cytosol. In contrast, in cells expressing V-mCh nanobody, which binds mCherry and concentrates the sfGFP-mCherry heterodimer at the Mito-Vac contact site, the sfGFP/mCherry ratio significantly decreased.

(Z) Representative images and ratio quantification of sfGFP-mCherry-Fis1tm biosensor on the mitochondrial surface in wild-type control cells and the cells expressing the V-mCh nanobody to recruit biosensors to the Mito-Vac contacts.

Bar graphs and line graphs are means  $\pm$  SEM. Data were analyzed with unpaired two-tailed t test: \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; ns, not significant. Scale bars, 5  $\mu$ m if not mentioned.

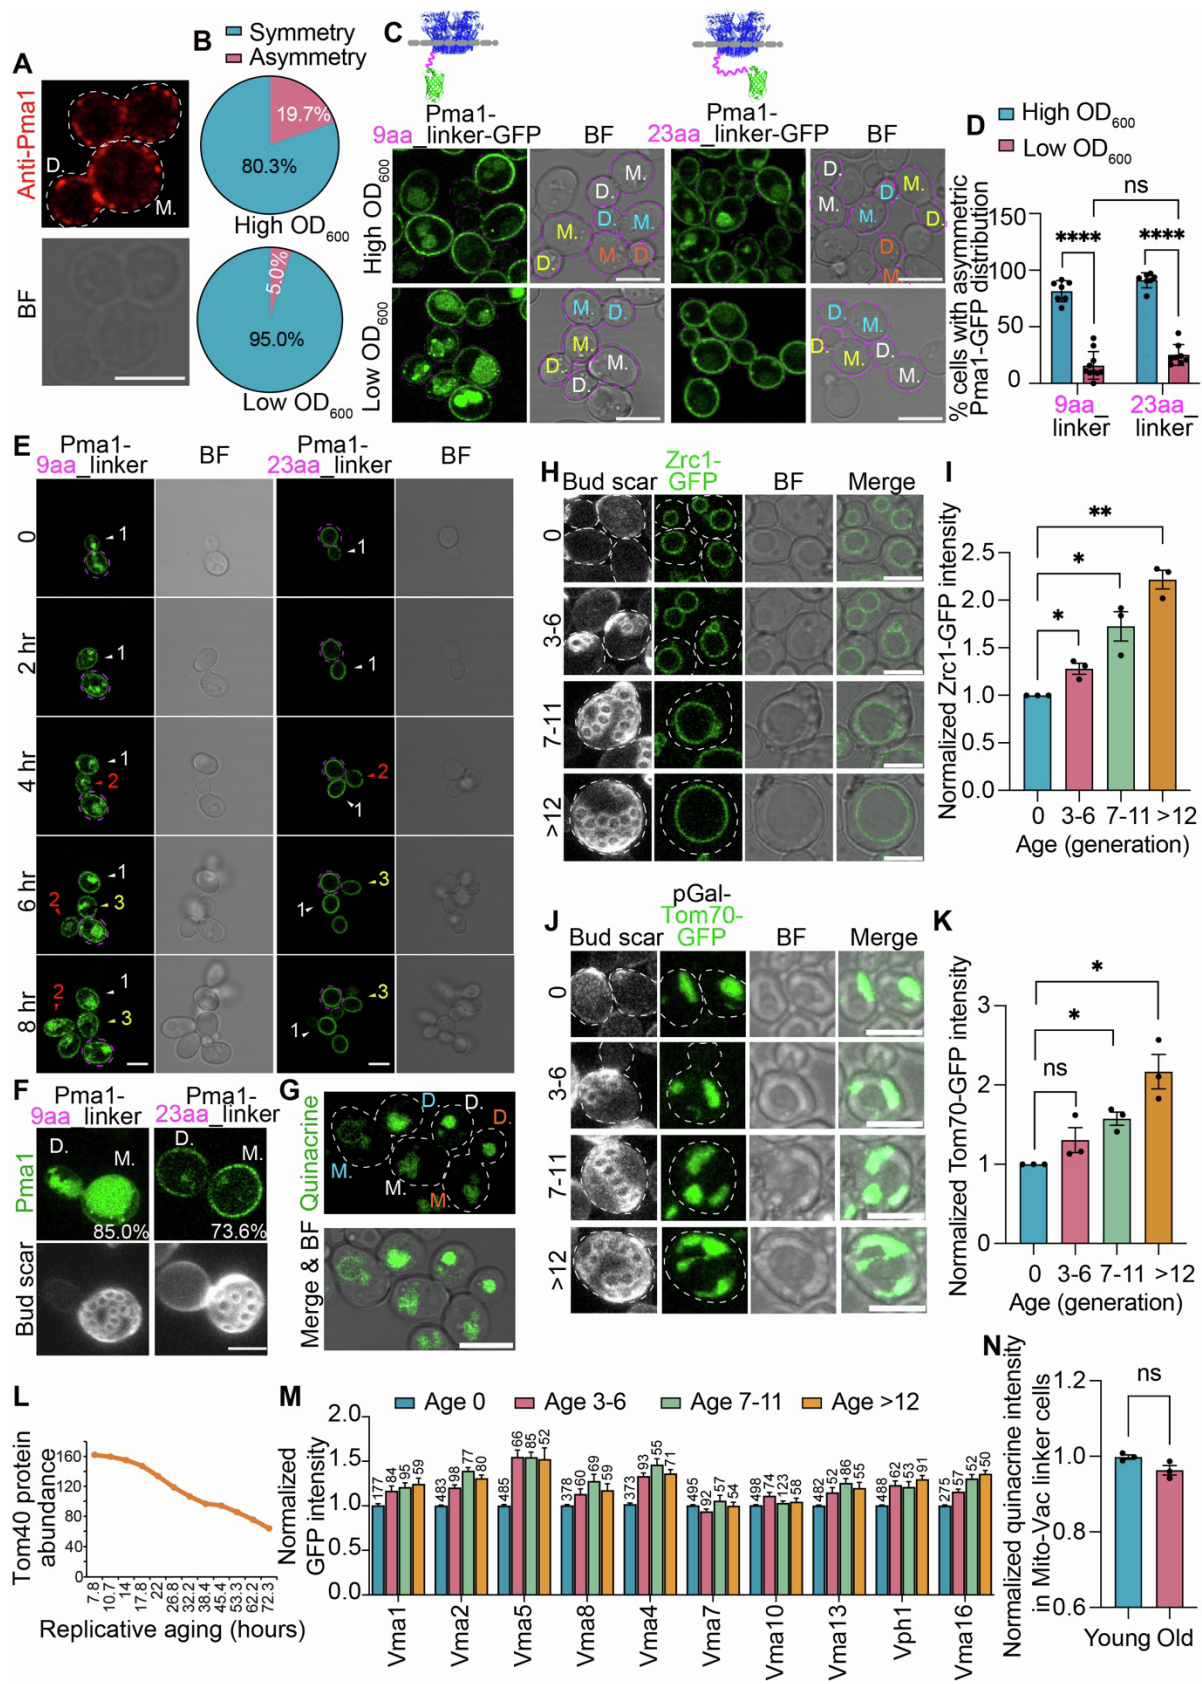

**Figure S3 Lack of Pma1 accumulation in mother cells during aging and additional data related to age-associated reduction of mitochondria-vacuole contacts, related to Figure 3.**

(A, B) Representative images and quantification of immunofluorescence staining of endogenous Pma1 by antibody. Pie charts show the percentage of cells with symmetric and asymmetric distribution of endogenous Pma1 in cells experienced different cell density after overnight culture before refreshing in next day (low OD<sub>600</sub>:~0.5 after overnight culture; high OD<sub>600</sub>:>2 after overnight culture, same for other figures. See details in Method). D., daughter cell; M. mother cell.

(C, D) Representative images and quantification of the distribution of Pma1-(9aa\_linker)-GFP and Pma1-(23aa\_linker)-GFP in cells experienced different culture density after overnight culture before refreshing. Pma1-(9aa\_linker)-GFP is a strain from GFP library and has 9 amino acid (aa) linker, while Pma1-(23aa\_linker)-GFP has 23 amino acid linker between Pma1 and GFP open reading frame. Notably, the short linker caused significant mislocalization of Pma1 to the vacuole similar to the one observed in previous study<sup>35,36</sup>, whereas the long linker allowed Pma1 to localize properly to the plasma membrane. BF, bright field. M., mother cell. D., daughter cell (bud).

(E) Time lapse images showing the protein level and distribution of Pma1-(9aa\_linker)-GFP and Pma1-(23aa\_linker)-GFP. The numbers and arrows indicate the generations of daughter cells produced by the mother cell (circled by dashed lines).

(F) Representative images and quantification showing the protein distribution of Pma1-(9aa\_linker)-GFP and Pma1-(23aa\_linker)-GFP in old cells. The inserted numbers showing the percentage of cells with this phenotype were quantified from 80 and 91 of old cells for Pma1-(9aa\_linker)-GFP and Pma1-(23aa\_linker)-GFP from three biological repeats. Notably, both (E) and (F) show that the aging mother cells do not accumulate high level of Pma1 on the plasma membrane, albeit significant amount of proteins were degraded in vacuole for the short linker Pma1-GFP. M., mother cell. D., daughter cell (bud). The inserted numbers are percentage of cells showing the representative phenotypes.

(G) Representative images showing the asymmetry in vacuole pH between mother and daughter cells kept at low mid-log density. M., mother cell. D., daughter cell (bud).

(H-K) Representative images and quantification of endogenous expression level of Zrc1-GFP and the pGal-induced expression level of Tom70-GFP in cells of different ages. This is a control for

111 the reduction of split-GFP signal in old cells of Figure 3B and 3C as Zrc1 protein or Gal induction  
112 of Tom70 did not decline during aging.

113 (L) Quantification of the Tom40 protein level during aging (proteomics data from Janssens et al.,  
114 2015 *eLife*<sup>38</sup>).

115 (M) Protein abundance of different V-ATPase subunits during yeast replicative aging quantified  
116 with strains from yeast GFP library. The numbers labeled on the top of bars indicate the amount  
117 of cells quantified.

118 (N) Quantification of quinacrine intensity in young and old cells expressing low level of Mito-Vac  
119 linker used in RLS experiment of Figure 3I (pZrc1-Zrc1-mCherry nanobody and mCherry-Fis1tm).

120 Bar graphs are means  $\pm$  SEM. Data were analyzed with unpaired two-tailed t test: \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; ns, not significant. Scale bars, 5  $\mu$ m.

122

123

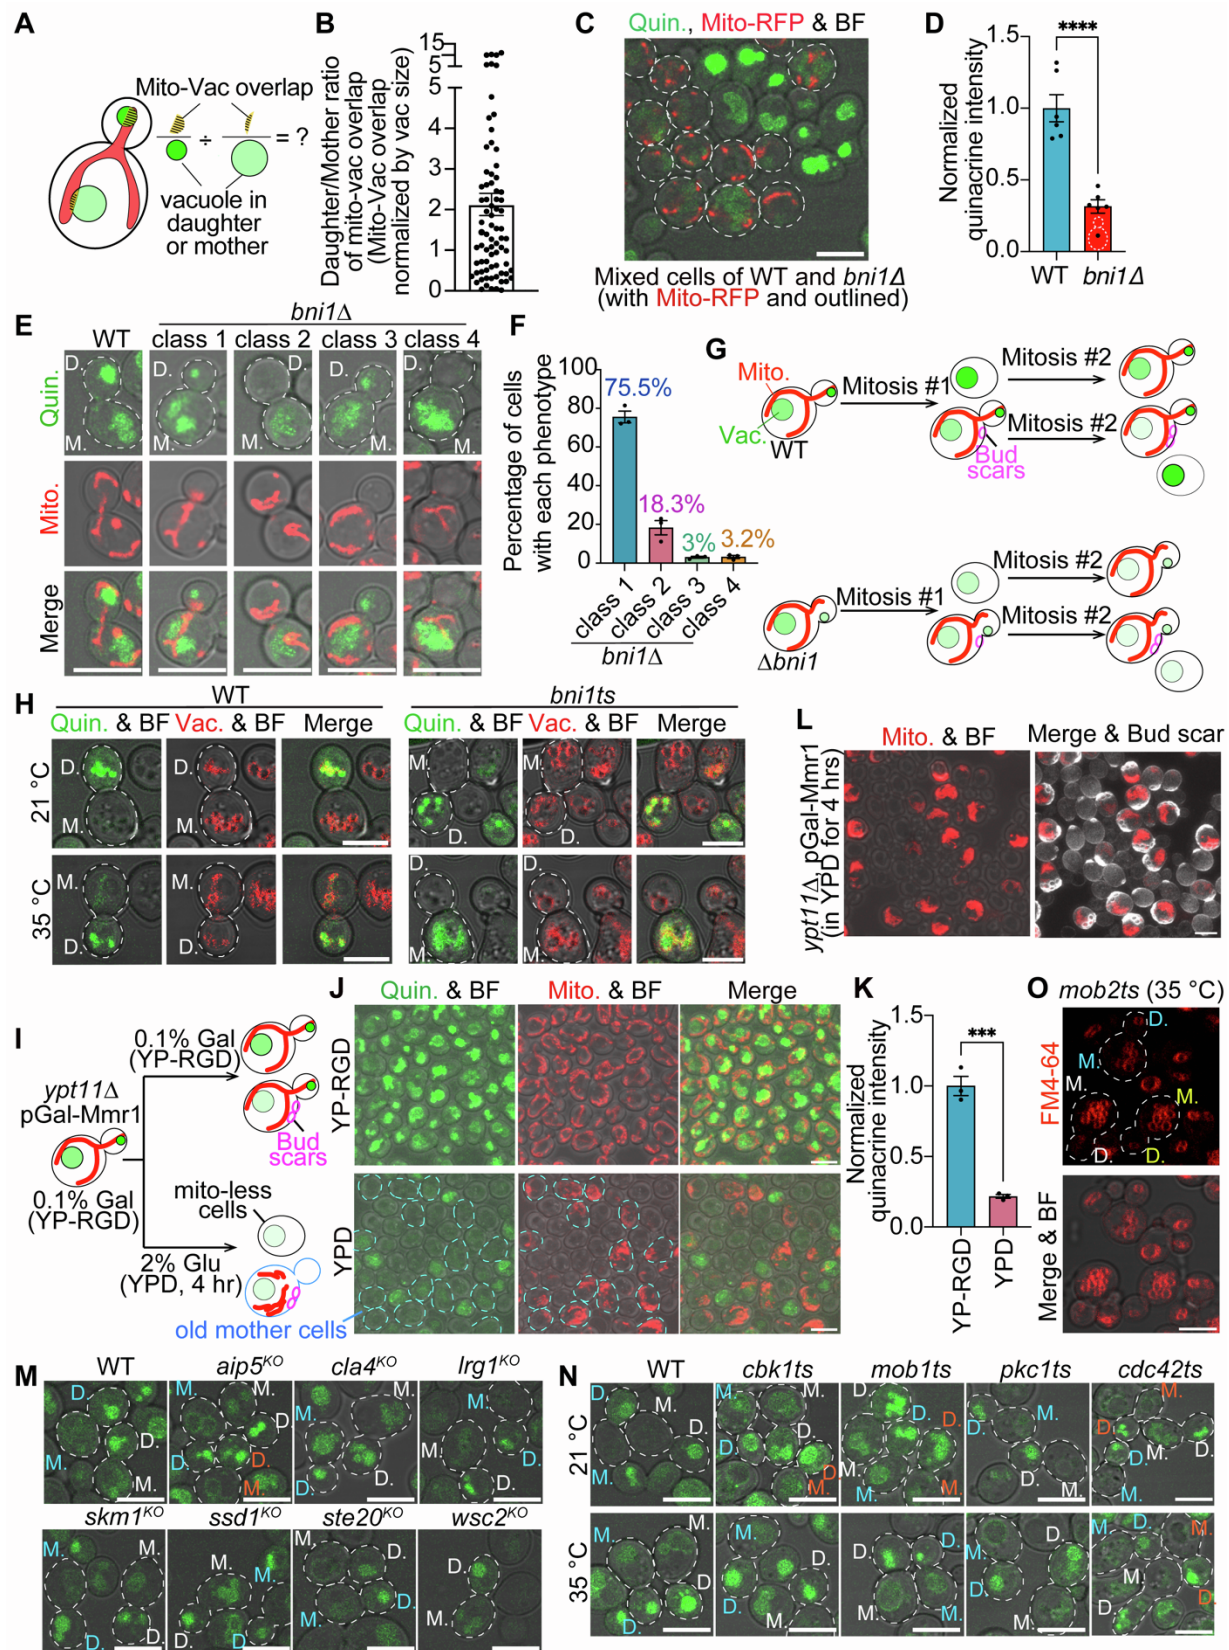

**Figure S4 Additional data and controls for vacuole re-acidification in daughter cells, related to Figure 4.**

(A, B) The schematics and quantification of the Mito-Vac overlap in mother cell and bud. The mitochondria overlapped with vacuole was normalized by vacuole size in the corresponding cell. Mitochondria were visualized with Qcr7-GFP and vacuole were stained with FM4-64. This normalized Mito-Vac overlap of the daughter cell was then compared with its mother cell to get the Daughter/Mother ratio in (B).

(C, D) Representative images and quantification of quinacrine staining in WT and *bni1Δ* (outlined by white dash line and expressing mito-RFP) cells. BF, bright field. Quin., quinacrine.

(E, F) Representative images and quantification of the inheritance of mitochondria and vacuoles in WT and *bni1Δ* cells. In WT cells, the actin cables converge at the bud tips, which provide the track for mitochondria and vacuoles to contact each other at the bud tips. The actin cable nucleation at the bud tips is abolished in *bni1Δ* cells, thereby impairing the bud-tip-oriented organelle inheritance: Mitochondria and vacuoles failed to be pulled toward the bud tip and instead accumulated near the bud neck, with the distance between the two organelles being greater in *bni1Δ* cells (class 1) compared to WT cells; mitochondria or vacuoles were not inherited by the buds simultaneously, resulting in mitochondria only or vacuole only buds (*bni1Δ* class 2 or class 3); or both organelles inheritance was completely blocked (*bni1Δ* class 4). M., mother cell. D., daughter cell (bud).

(G) Illustration for the population-level difference in the quinacrine staining among WT and *bni1Δ* cells. Due to the defect of vacuole re-acidification in *bni1Δ* daughter cells, when they mature into mother cells, these *bni1Δ* mother cells also lack vacuolar acidification in Figure S4C.

(H) Representative images of quinacrine staining in WT and *bni1ts* mutant with vacuole marker FM4-64. This is a control of quinacrine staining in Figure 4D that the loss of quinacrine staining in the daughter cells is not due to vacuole inheritance defects in *bni1ts* cells. M., mother cell. D., daughter cell (bud).

(I-K) Schematic diagram, representative images, and quantification of the vacuolar acidification in cells lacking mitochondrial inheritance. Media switch from balanced medium (YP-RGD contains raffinose, galactose, and dextrose) to YPD for 4 hrs to deplete Mmr1 and inhibit mitochondria inheritance in the presence of *ypt11Δ*. YPD, which contains 2% dextrose/glucose

but lacks galactose, inhibits the expression of pGal-Mmr1. After being cultured in YPD for 4 hours, most of the daughter cells failed to inherit mitochondria. The mother cells which retained mitochondria (blue outline) gradually lost vacuolar acidification due to replicative aging (see Figure S4L). BF, bright field.

(L) Calcofluor white staining of *ypt11Δ pGal-MMR1* cells after switch from YP-RGD to YPD medium for 4 hrs. Note that the mother cells with mitochondria are replicative old which caused vacuole de-acidification in Figure S4J. BF, bright field.

(M, N) Targeted screening among asymmetrically localized proteins for potential factors involved in the regulation of vacuole pH rejuvenation. A list of daughter cell-localized proteins previously implicated in asymmetric cell division was systematically knocked down or knockout to test their impact on the acidification of the vacuole within the daughter cell. The knockout/knockdown of potential regulator would abolish the asymmetric pattern of vacuole acidification between mother and daughter cell. Representative images showing the quinacrine staining in the gene knockout (M) and knockdown (N) mutated cells. Note that among these proteins only the *mob2ts* prevents the re-acidification of the vacuole in the daughter cells (See Figure 4K-L). ts, temperature sensitive. M., mother cell. D., daughter cell (bud).

(O) FM4-64 staining showing the vacuole inheritance in *mob2ts* cells at restrictive temperature (35°C). BF, bright field. M., mother cell. D., daughter cell (bud).

Bar graphs are means  $\pm$  SEM. Data were analyzed with unpaired two-tailed t test: \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ . Scale bars, 5  $\mu$ m.

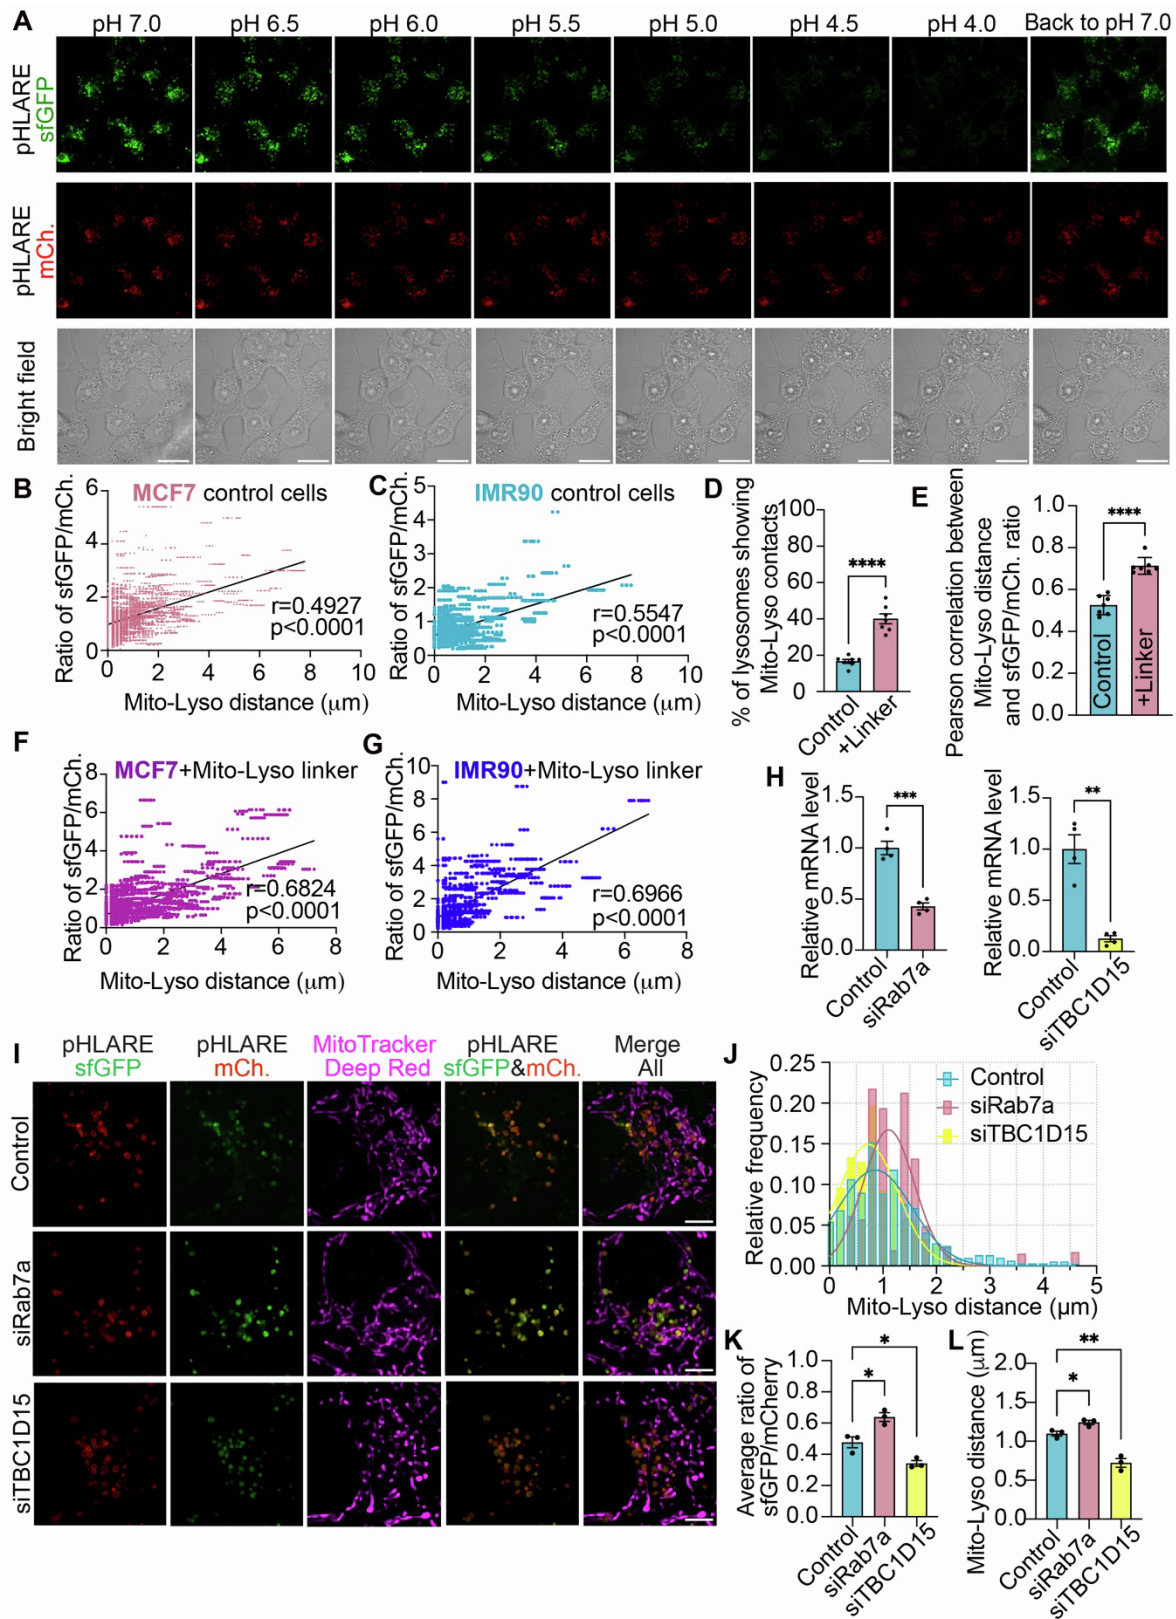

175

176 **Figure S5 Additional data and controls for pHLARE and lysosome acidification under**

**different conditions, related to Figure 5.**

(A) The pH-LARE responds to the pH change in lysosomal lumen. The acid-sensitive sfGFP proportionally loses its fluorescence during the acidification of the lysosomal lumen. In cells treated with protonophore nigericin, the pH-buffered medium controls the pH of lysosomal lumen and affects the intensity of sfGFP. The fluorescence decline of sfGFP in low pH buffer is not due to laser bleaching during imaging, as the fluorescence recovered immediately after increasing the medium pH. Scale bar, 20  $\mu$ m.

(B, C) The correlation of Mito-Lyso distance and lysosomal acidification in MCF7 and early passage IMR90 (pre-senescent) cells. Pearson correlation  $r$  and  $p$  value (two-tailed) are shown in the figure. The contact between mitochondria and lysosome is frequent and dynamic, typically lasting for 1-2 minutes before dissociating (with some mitochondria-lysosome contacts persist >5 minutes)<sup>28,29</sup>. In our re-acidification assay (Figure 5H),  $\text{NH}_4\text{Cl}$ -neutralized lysosomes required approximately 2–5 minutes to regain acidity, with lysosomes in stable contact with mitochondria acidifying more quickly than those farther away. This 2–5-minute time frame indicates that one or two cycles of contact and detachment between mitochondria and lysosomes are sufficient to re-acidify even fully neutralized lysosomes. Because lysosomes in live cells are never completely neutralized, these frequent and dynamic contacts with mitochondria appear sufficient for maintaining an acidic pH. This dynamic nature of Mito-Lyso contact and lysosomal acidification likely contributes to the heterogeneity of lysosomal acidity across the cell and explains why some lysosomes' acidification status does not always correlate with their contact to mitochondria. Lysosomes observed in contact with mitochondria during imaging may already be fully acidified, having spent 1-2 minutes at the mitochondrial surface, or they may have recently arrived and initiated their acidification process. Consistent with this, when organelle contacts were strengthened using a Mito-Lyso linker, we observed a stronger correlation between Mito-Lyso distance and lysosomal acidification status, as well as an enhanced lysosomal acidification (F, G).

(D) Percentage of lysosomes showing stable mitochondria-lysosome contacts in control and Mito-Lyso linker-expressing (Linker) HeLa cells. Bar graphs are means  $\pm$  SEM. Data from seven biological repeats were analyzed with unpaired two-tailed  $t$  test: \*\*\*\*,  $p < 0.0001$ .

(E) Pearson correlation values between Mito-Lyso distance and lysosome acidification (sfGFP/mCherry ratio) per cell were quantified and averaged for control and Mito-Lyso linker-

207 expressing (Linker) HeLa cells. Bar graphs are means  $\pm$  SEM. Data from seven biological repeats  
208 were analyzed with unpaired two-tailed t test: \*\*\*\*,  $p < 0.0001$ .

209 (F, G) The correlation of Mito-Lyso distance and lysosomal acidification in MCF7 and early  
210 passage IMR90 (pre-senescent) cells with Mito-Lyso linker. Pearson correlation  $r$  and  $p$  value  
211 (two-tailed) are shown in the figure.

212 (H) Quantification of Rab7a and TBC1D15 mRNA level after RNAi. \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ .

213 (I) Representative images showing the changes of Mito-Lyso contact and lysosomal acidification  
214 upon RAB7a and TBC1D15 knockdown. Scale bar, 10  $\mu$ m.

215 (J) Histogram showing the distribution frequency of Mito-Lyso contacts in control cells and in  
216 cells with Rab7a or TBC1D15 knockdown.

217 (K, L) Quantification of Mito-Lyso distance per cell (L) and lysosomal pH measurements obtained  
218 from more than 1000 lysosomes per group (K). Data are presented as mean  $\pm$  SEM. P values  
219 determined by unpaired two-tailed Student's t-test: \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ .

220

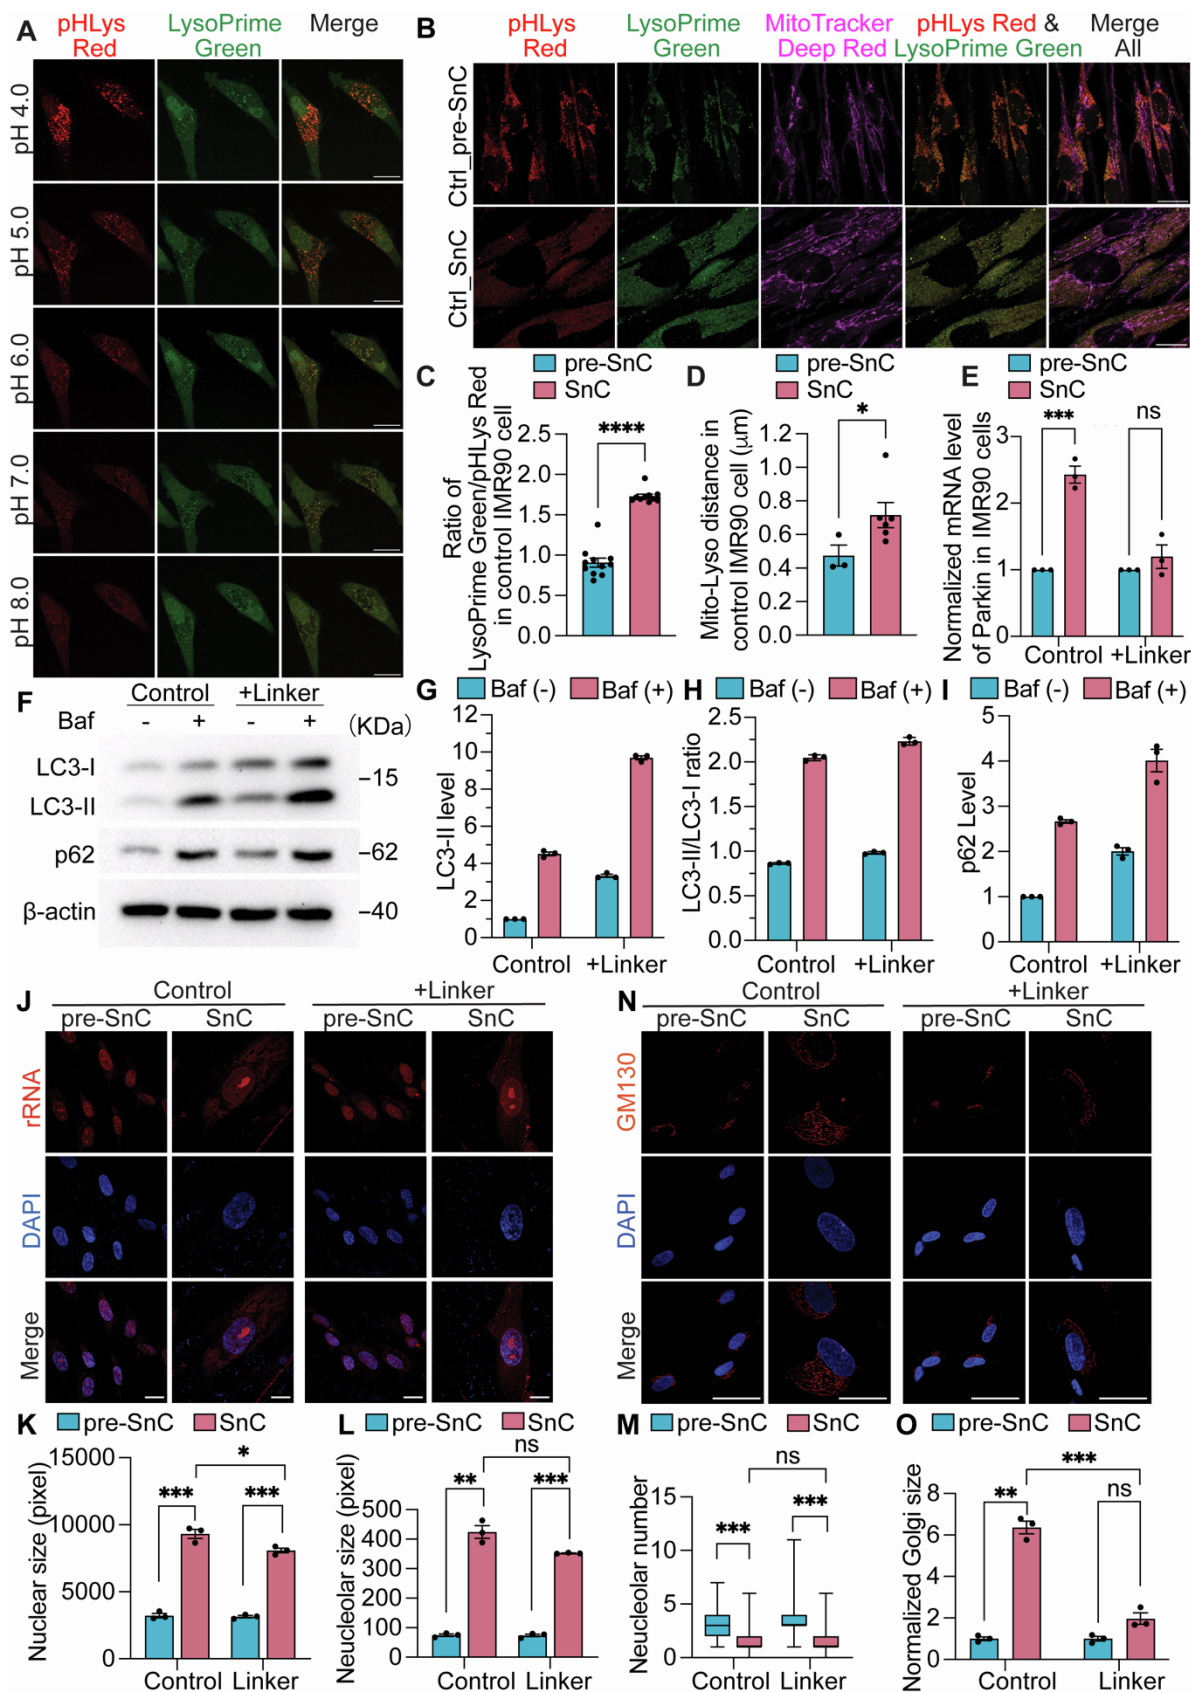

**Figure S6 Additional data and controls for lysosome acidification/function and other organelle changes in human senescent cells, related to Figure 6.**

(A) Representative images from pH sensitivity test of pH-sensitive dye (pHLys Red) and pH-insensitive dye (LysoPrime Green) in IMR90 cells. Scale bar, 20  $\mu$ m.

(B-D) Representative images and quantifications showing lysosome acidification (B, C) and Mito-Lyso distance (D) in wild-type control pre-senescent and senescent IMR90 cells. Lysosomes were stained with pH-sensitive dye (pHLys Red) and pH-insensitive dye (LysoPrime Green). The increased LysoPrime Green to pHLys Red ratio in (C), resulting from the loss of pHLys Red fluorescence in senescent IMR90 cells, indicates a defect in lysosome acidification, consistent with previous reports. Mitochondria were stained with MitoTracker Deep Red FM. Scale bar, 20  $\mu$ m.

(E) Quantification of RT-qPCR results showing changes in Parkin mRNA level in IMR90 pre-senescent and senescent cells with or without Mito-Lyso linker expression. Control, wild-type IMR90 cells. +Linker, Mito-Lyso linker-expressing IMR90 cells. Same for other figures.

(F-I) Representative immunoblot and quantification of LC3-I, LC3-II, and p62 levels with/without the presence of bafilomycin A (Baf) in the control and Mito-Lyso linker expressing pre-senescent IMR90 cells.  $\beta$ -actin is used as loading control. Bar graphs are means  $\pm$  SEM from three biological repeats.

(J) BioTracker rRNA Probe and DAPI staining of nucleolus and nucleus in pre-senescent and senescent cells of IMR90 with/without Mito-Lyso linker. Nuclear DNA was labelled in blue with DAPI. Scale bar, 20  $\mu$ m.

(K-M) Quantification of nuclear size (K), nucleolar size (L), and number of nucleolus (M) in pre-senescent and senescent cells of IMR90 with/without Mito-Lyso linker. More than 100 cells from three biological repeats were analyzed for each group.

(N, O) Representative images and size quantification of Golgi apparatus through immunofluorescence staining with GM130 antibody (Alexa Fluor<sup>®</sup> 647 conjugate) in IMR90 cells with/without Mito-Lyso linker. Nuclear DNA was labelled in blue with DAPI. Scale bar, 50  $\mu$ m. The Golgi apparatus size is normalized to nuclear size. More than 100 cells from three biological repeats were analyzed.

Bar graphs are means  $\pm$  SEM. Data were analyzed with unpaired two-tailed t test: \*,  $p<0.05$ ; \*\*,  $p<0.01$ ; \*\*\*,  $p<0.001$ ; \*\*\*\*,  $p<0.0001$ ; ns, not significant.

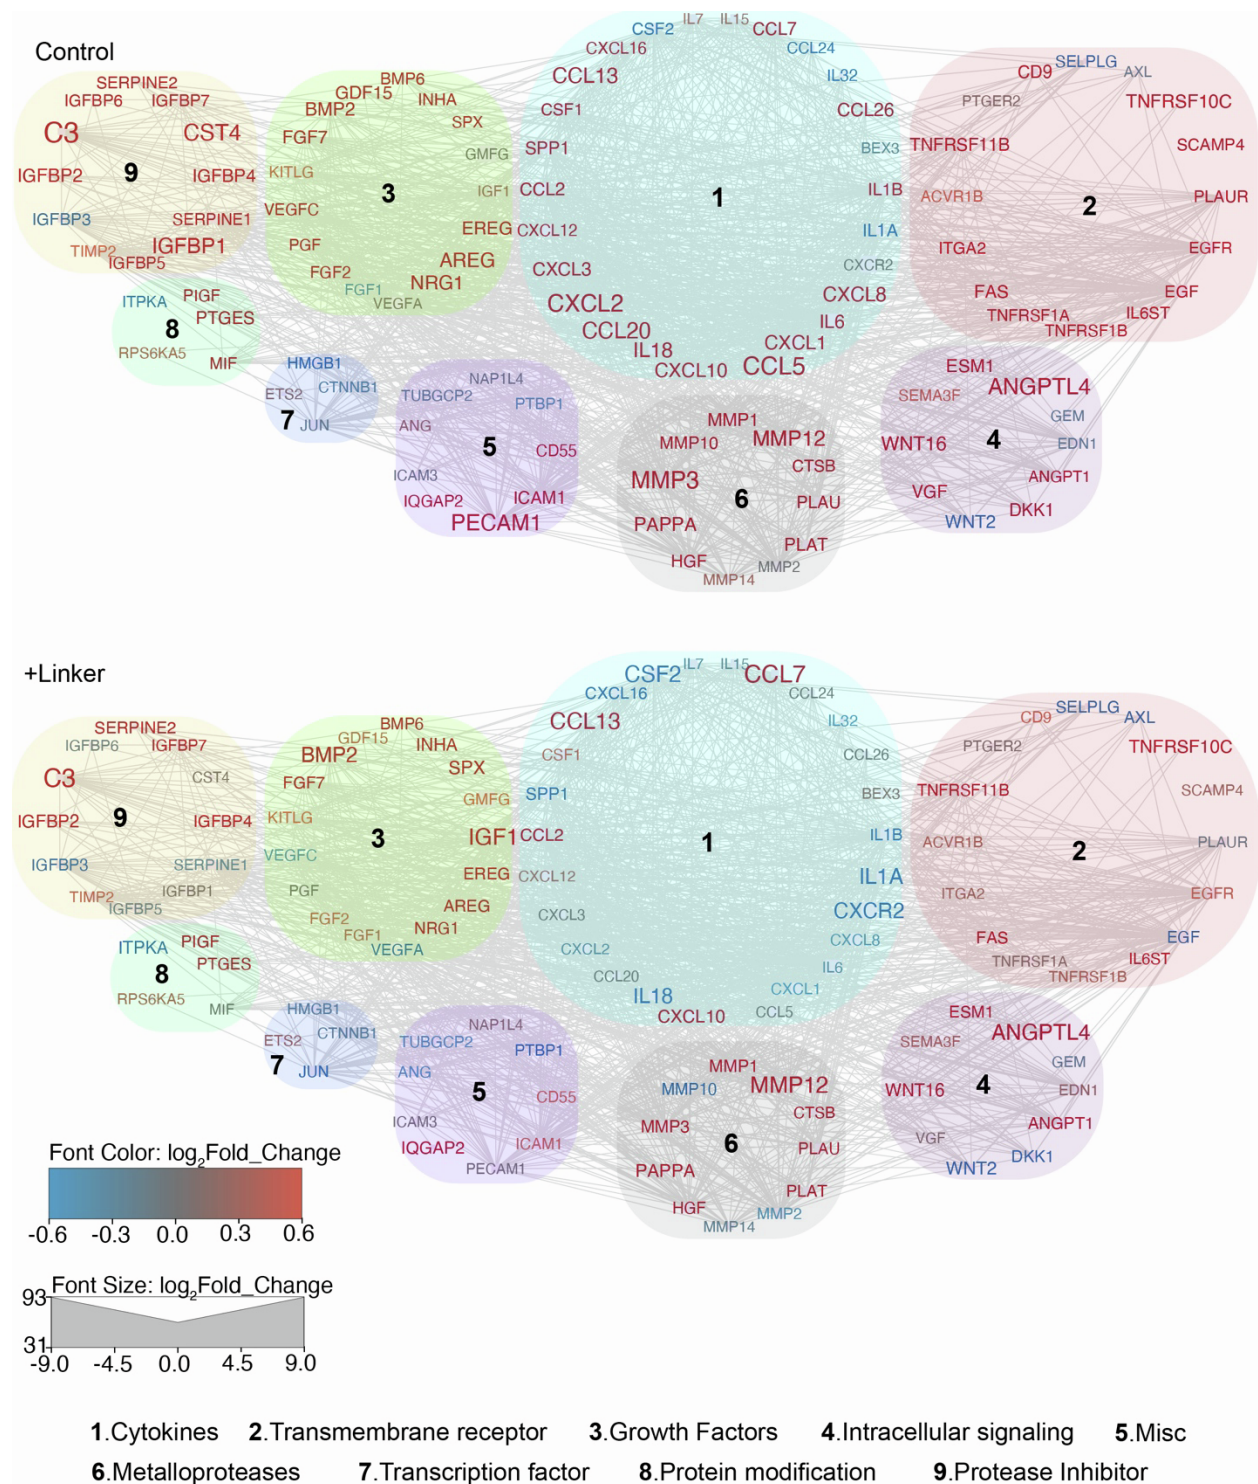

**Figure S7. Comparison of the SenMayo network between control and linker-expressing senescent IMR90 cells. Related to Figure 7.**

255 The SenMayo network consists of nine distinct protein classes that form a robust interaction  
256 network identified in prior studies. 

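Counted by gene, the SenMayo classes differed in how many members rose at least 2-fold. Among cytokines these were 12 of 19 in control SnCs and 3 in linker SnCs, and among transmembrane receptors 9 and 2 of 16. For growth factors they were 8 and 4 of 14, for metalloproteases 8 and 4 of 10, for intracellular signaling genes 5 and 4 of 10 and for protease inhibitors 6 and 4 of 10. The remaining classes had equal numbers in both senescent states. These were 1 and 1 of 4 protein modification genes, 1 and 1 of 7 miscellaneous genes and 0 and 0 of 4 transcription factors. The authors' deposited table calls 32 of the 110 drawn genes higher in control and 8 with the linker, and 1 and 1 lower. Some single genes differed from their class between the SnC libraries. WNT16, an intracellular signaling gene, rose by 2.61 (1.91 to 3.87) in control and 1.80 (1.62 to 1.99) with the linker, and was higher in linker SnCs than in control SnCs, at 3.72 (3.43 to 4.09). EREG, a growth factor, was also higher in linker SnCs than in control SnCs, at 1.60 (1.40 to 1.81), though it rose by 1.90 in control and 1.22 with the linker. MMP1, a metalloprotease, rose by 2.12 (2.01 to 2.24) in control and 1.32 (1.26 to 1.38) with the linker and was higher in linker SnCs, at 1.47 (1.41 to 1.53). By contrast PLAT, in the same class, was lower in linker SnCs, at −2.58 (−2.62 to −2.53). These genes already differed in the same direction between linker pre-SnCs and control pre-SnCs. The log2 differences there were 4.53 for WNT16, 2.27 for EREG, 2.27 for MMP1 and −1.87 for PLAT. DKK1 rose by 1.57 (1.33 to 1.84) in control and changed by −1.06 (−1.32 to −0.82) with the linker, and GDF15 by 2.05 (1.98 to 2.13) and 0.47 (0.37 to 0.57).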

Each protein within the network is color-coded (red for  
257 upregulated and blue for downregulated) and its font size is scaled logarithmically ( $\log_2$ ) based on  
258 expression changes relative to pre-senescent cells. Control, wild-type IMR90 cells. +Linker, Mito-  
259 Lyso linker-expressing IMR90 cells.

260

How the deposited data were processed for this re-analysis (not part of the article)

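RNA of IMR90 human lung fibroblasts was sequenced in 4 libraries, 1 each for control pre-SnCs, control SnCs, linker-expressing pre-SnCs and linker-expressing SnCs. SnCs were analysed 10 days after 10 Gy of ionizing radiation. The samples were assigned to conditions by their labels, which match the conditions of Figure 7A, and no condition has a replicate. The libraries held between 13237661 and 22912809 reads counted on genes.

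The authors counted the mapped reads on genes with featureCounts and deposited the count of each gene in each library as a whole number, without normalization. The FPKM values in the same table were made by the authors from these counts, the gene length and a library total that, computed back from the values, is proportional to DESeq2's size factors and not to the plain sum of the counts. The log2 fold changes in the table are the authors' own comparisons of pairs of libraries. The p-values and adjusted p-values there are also the authors', and the paper's text does not name the test behind them. Of the columns of per-sample values, 8 were not used. Gene identifiers, names and coordinates of all 58735 genes matched GENCODE v29 on GRCh38. The RNA was selected by poly(A) tail, so RNAs without a tail are underrepresented, and whether reads were counted by strand is not settled. Overlap of exons with other genes was computed from the annotation, and it is given where a gene named in the text overlaps another gene on the opposite strand over a large part.

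From the counts, TMM factors were computed with edgeR 4.0.16 in R 4.3.3. Log2 values of the counts scaled to library size were computed with a prior count of 2 scaled to the library, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Genes needed at least 10 counts in at least 1 of the 4 libraries, which 16602 genes had, among them 13378 protein-coding genes. The comparisons were SnCs over pre-SnCs in control and in linker-expressing cells, linker SnCs over control SnCs, linker pre-SnCs over control pre-SnCs, and the linker change minus the control change. A gene was called higher or lower at a 2-fold change. No test across conditions was run, since without replicates the variation between cultures is unknown. The 95% Clopper-Pearson interval of a gene's reads in 2 libraries covers counting error only. A fold against 3 counts or fewer is a bound, and none is given where both libraries had 3 counts or fewer. Each gene list has its median with a 95% order-statistic interval over genes and its percentile among 10000 random lists of the same size, drawn from 20 bins of mean expression.

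The lists were the 9 classes of SenMayo genes drawn in Figure S7, these classes together, the whole SenMayo set, the genes of the RT-qPCR panel in Figure 6K, S-phase and G2/M genes, amino acid biosynthesis, glycine, serine and threonine metabolism, lysosome, V-ATPase, NF-κB targets, NF-κB targets outside SenMayo, interferon-stimulated genes, p53 targets, cholesterol synthesis, interleukins with chemokines and colony-stimulating factors, replication-dependent histones, nuclear-encoded OXPHOS genes and mitochondrially encoded proteins. The SenMayo classes and the RT-qPCR panel follow the paper's figures, and the cell-cycle lists are the markers used to score single cells in Seurat. The interleukin, histone, OXPHOS and mitochondrial lists were drawn up by gene symbol, and the other lists, the whole SenMayo set included, were written from general knowledge. The lists, the comparisons, the filter, the threshold and 12 alternatives were chosen before the data were examined. The genes named are those the paper names for these libraries or in Figure 6K, with p62, LC3 and Lamin B1, the 3 largest rises and falls of each list and the 5 largest of all genes in each comparison among genes with at least 100 counts in the higher library. Any other gene is marked where it is named, and some genes that this rule covers are not reported here.

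The alternatives were DESeq2 1.42.0 size factors, library totals alone, the authors' FPKM on the scale of log2(FPKM + 0.1), no filter, a filter of 100 counts, prior counts of 0.5 and 10, thresholds of 1.5-fold and 4-fold, a counting interval beyond 2-fold, protein-coding genes only and libraries thinned to the smallest total. For lists the mean was also used, and the whole SenMayo set in place of the genes drawn. After the deposited p-values had been seen, edgeR's exact test at assumed coefficients of variation of 0.1, 0.2, 0.3 and 0.4 was added, with an adjusted p-value threshold of 0.05, and at 0.2 also on 10 draws of thinned libraries. The computation was tested on simulated data with 200 genes of known change. These changes were at least 4-fold and lay in genes with at least 100 counts. All 200 were found at 2-fold or more in the right direction, and 190 counting intervals held the true change. Finding changes of this size says nothing of changes near 2-fold or of genes with few reads. The exact test was run on changes of this kind, in counts simulated at the coefficient of variation of 0.2 that it assumes. The exact test called 199 of 200 changed genes and 8 of 22261 unchanged ones. The enrichment of KEGG terms was not analysed here, nor were reads of the introduced constructs.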

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

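Of the tests given here, the comparison of the SnC libraries for the cytokine, NF-κB and cholesterol lists, the comparison of the pre-SnC libraries for lists that rose in control SnCs and the other scalings of the cell-cycle lists were chosen only after the result was seen. With 1 library per condition no difference between groups was tested, so each pattern describes these libraries.

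The SenMayo cytokines and the NF-κB targets had medians of opposite sign in the 2 senescent states, above 0 in control SnCs and below 0 in linker SnCs. The linker change minus the control change had a median of −1.05 (−2.75 to −0.44, 95% interval over genes) for the cytokines, −0.96 (−1.58 to −0.51) for the NF-κB targets and −0.71 (−0.98 to −0.35) for the NF-κB targets outside SenMayo. This difference was not tested. The linker medians have intervals that include 0, so no direction can be given for these lists with the linker. The lists are not independent, since 7 expressed genes are in both the cytokine and the NF-κB list. A base level of these genes that was already higher in linker pre-SnCs would also flatten the change with the linker, but it would leave the SnC libraries at a similar level, whereas the NF-κB list had a median of −1.09 (−2.87 to −0.65) and the cytokines of −2.20 (−3.51 to −1.15) in linker SnCs against control SnCs. It is thus excluded as the whole cause. Between the pre-SnC libraries the medians were −0.46 (−0.90 to 0.15) and −0.53 (−1.77 to 0.20), whose intervals include 0. Among random lists they were low, at percentiles 0 and 0.26. In linker pre-SnCs, 19 of the 29 NF-κB targets were lower and 10 higher, and 12 of the 19 cytokines were lower and 7 higher. A part of the difference between the SnC libraries that was present before irradiation is thus not excluded. The depth of the linker SnC library is excluded as the whole cause as well, because with each library thinned to the smallest total the NF-κB difference was still −0.83 and the cytokine difference −0.84. Of the alternatives, a filter of 100 counts brought both nearest to 0, at −0.71 and −0.58. An effect of the linker on these genes and a difference between the cultures that is unrelated to the linker both remain open, and separate cultures of each condition would be needed to tell one from the other.

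Cell-cycle genes were lower in linker pre-SnCs than in control pre-SnCs, a comparison that the paper does not report. The median log2 difference was −0.50 (−0.62 to −0.34) for the S-phase list and −0.43 (−0.59 to −0.31) for the G2/M list. With the other scalings of the libraries, the higher of the 2 medians reached −0.40, so that scaling does not account for it. A linker pre-SnC library that lay part of the way toward senescence cannot be told apart from one with fewer dividing cells, since lists that rose in control SnCs did not move together between the pre-SnC libraries. The median was 0.16 (0.070 to 0.26) for the p53 targets, 0.088 (−0.016 to 0.15) for the lysosome list and −0.081 (−0.33 to 0.080) for the SenMayo genes. Against a partial senescence, it was −0.31 (−0.47 to −0.089) for the interferon-stimulated genes. It was also below 0 for the interleukins and chemokines, at −0.46 (−0.85 to 0), and for the RT-qPCR panel, at −0.52 (−0.90 to 0.33). The replication-dependent histone genes went the other way, at 0.33 (0.027 to 0.71). Of single genes, CDKN1A was higher in linker pre-SnCs and LMNB1 was lower, with a log2 difference of −0.78 (−0.99 to −0.57), both in the direction of their change on senescence, while CDKN2A was higher there and fell on senescence. A candidate explanation is a lower share of dividing cells in the linker pre-SnC culture, which the linker, the density of the culture or the selection of the cells could each bring about. None of these was tested.

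All 25 cholesterol synthesis genes were higher in linker pre-SnCs than in control pre-SnCs, with a median log2 difference of 0.91 (0.78 to 0.96). HMGCS1 was higher by 1.26 (1.13 to 1.40), with its 95% counting interval in parentheses. On senescence the list changed by −0.66 (−0.93 to −0.17) in control and −1.28 (−1.44 to −1.02) with the linker, and the difference of the changes had a median of −0.70 (−1.09 to −0.40). The SnC libraries themselves differed by only 0.13 (−0.084 to 0.43). The larger fall with the linker is thus consistent with a higher starting level in linker pre-SnCs and a similar end level in both SnC libraries. Why the starting level was higher remains open. Sterol supply, culture density and the linker were not tested.

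Replication-dependent histone genes, a group the paper does not discuss apart from the terms of its enrichment, rose in both senescent states. Of 29 with enough reads, 28 rose in control SnCs, with a median of 1.79 (1.31 to 2.04), and 26 in linker SnCs, with a median of 1.54 (1.32 to 2.06). The median was also 0.33 (0.027 to 0.71) between linker pre-SnCs and control pre-SnCs. Many histone genes have near-identical sequences, so the values of single genes are uncertain. A larger share of cells in S phase is excluded, since the S-phase list changed by −0.70 in control SnCs. Better counting of genes of up to 3279 bases as a group is excluded too, since 3203 other protein-coding genes of such lengths changed by −0.081 in control and −0.17 with the linker. This set does not single out the shortest transcripts, so better counting of those alone is not excluded. Carry-over of RNA without a poly(A) tail cannot be told apart from a rise of the histone RNA itself. Only 4 other RNAs taken to be of this kind had enough reads, with medians of 0.70 in control and −0.23 with the linker, and they went both ways. Whether their reads came from forms without a tail was not checked. Chosen from these after their values were seen, NEAT1 rose by 1.61 in control and 1.29 with the linker, while RN7SL2 changed by −0.48 and −0.66. Without that check, the rise of NEAT1 does not argue for carry-over. A biological alternative is that histone transcripts carry poly(A) tails more often in cells that have stopped dividing. It may be examined in libraries made without poly(A) selection, and was not tested here.

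The pre-SnC libraries differed at 1655 genes by at least 2-fold, 580 higher and 1075 lower in linker pre-SnCs, although neither culture had been irradiated. Of these, 142 and 282 lay beyond 2-fold by their counting interval, so counting error alone does not give the difference. With scaling by library totals alone the number was 1695, and with each library thinned to the smallest total it was 1362. Some genes differed almost completely. TMEM176A was at least 127.9-fold and TMEM176B at least 127.2-fold lower in linker pre-SnCs, and the exons of this pair overlap in part. ABCG1 differed by −4.92 (−7.45 to −4.17), FMO2 by −4.94 (−7.46 to −4.19) and PTGIS by −3.97 (−4.43 to −3.64), while TRIM58 was higher by 5.16 (4.61 to 6.19), WNT16 by 4.53 (3.91 to 5.78) and OR2W3 by at least 34.7-fold. Whether the linker, its reporter or the derivation of the cells brought these differences about was not tested, and 1 library per condition cannot separate them.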

How the results depend on the processing

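The 4 exact tests at assumed coefficients of variation, and the exact test on thinned libraries, were chosen only after the result was seen, and the 12 other alternatives were set beforehand. Libraries could not be paired by replicate because each condition has 1 library, without replicate numbers. No library was left out, for the same reason. A senescence change shared by control and linker-expressing cells, with each cell line as a pair, was not tested.

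More genes rose at least 2-fold in control than with the linker in each of the 12 alternatives, with a ratio from 1.18 to 2.08 around 1.59. The counts themselves stayed within 1.5 times with DESeq2's size factors, library totals alone, the authors' FPKM, a prior count of 0.5 and libraries thinned to the smallest total. The authors' FPKM carry the scaling of DESeq2's size factors, so these alternatives share a scaling and differ in the value added before the log. The filter and threshold moved them by their construction, since fewer or more genes can pass. Without a filter there were 3511 genes higher in control, 2833 higher with the linker, 1782 lower in control, 2313 lower with the linker, 5309 different between the SnC libraries and 3464 different between the pre-SnC libraries. A filter of 100 counts left 809 genes higher in control, 399 higher with the linker, 433 lower in control, 563 lower with the linker, 282 higher in both, 238 lower in both, 815 different between the SnC libraries and 493 different between the pre-SnC libraries. A 1.5-fold threshold gave 3752 genes higher in control, 2696 higher with the linker, 2752 lower in control, 3037 lower with the linker, 1659 higher in both, 1327 lower in both, 5274 different between the SnC libraries and 3692 different between the pre-SnC libraries, and a 4-fold threshold gave 429 genes higher in control, 254 higher with the linker, 135 lower in control, 283 lower with the linker, 108 higher in both, 44 lower in both, 607 different between the SnC libraries and 253 different between the pre-SnC libraries. Requiring the counting interval to lie beyond 2-fold gave 828 genes higher in control, 399 higher with the linker, 324 lower in control, 372 lower with the linker, 224 higher in both, 142 lower in both, 746 different between the SnC libraries and 424 different between the pre-SnC libraries. A prior count of 10, which draws the changes of genes with few reads toward 0, gave 1213 genes higher in control, 694 higher with the linker, 572 lower in control, 755 lower with the linker, 361 higher in both, 274 lower in both, 1363 different between the SnC libraries and 709 different between the pre-SnC libraries. With protein-coding genes only there were 815 genes higher with the linker and 1054 different between the pre-SnC libraries.

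At an assumed coefficient of variation of 0.1, the exact test gave 1734 genes lower in control and 765 lower in both. At 0.2 it gave 652 genes higher in control, 258 higher with the linker, 209 lower in control, 260 lower with the linker, a ratio of 2.53, 153 higher in both, 94 lower in both, 548 different between the SnC libraries and 215 different between the pre-SnC libraries. At 0.3 these were 127 genes higher in control, 41 higher with the linker, 24 lower in control, 47 lower with the linker, a ratio of 3.10, 26 higher in both, 7 lower in both, 155 different between the SnC libraries and 50 different between the pre-SnC libraries, and at 0.4 they were 15 genes higher in control, 5 higher with the linker, 0 lower in control, 3 lower with the linker, a ratio of 3, 3 higher in both, 0 lower in both, 27 different between the SnC libraries and 8 different between the pre-SnC libraries. A larger assumed spread lowers the number of genes called by construction. On libraries thinned to the smallest total, at 0.2, it gave 506.5 genes higher in control, 226.5 higher with the linker, 163 lower in control, 227.5 lower with the linker, 130 higher in both and 79 lower in both as the median of 10 draws.

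For the gene lists, 1175 medians were recomputed and 26 left the interval of their main value. With scaling by library totals alone, the median of all genes moved from −0.031 to −0.18 in control, from −0.046 to 0.11 between the SnC libraries and from −0.038 to 0.13 for the difference of the changes. Lists moved along with it. In control, the lysosome list was at 0.70, the V-ATPase list at −0.019, the nuclear-encoded OXPHOS genes at −0.45 and the mitochondrially encoded genes at 0.74. Between the SnC libraries, the lysosome list was at −0.29 and the OXPHOS genes at 0.41. For the difference of the changes, the SenMayo genes were at −0.41, the S-phase list at 0.29, amino acid biosynthesis at 0.059, the lysosome list at −0.33, the interferon-stimulated genes at 0.39, the p53 targets at 0.11, the OXPHOS genes at 0.31 and the mitochondrially encoded genes at −0.00048. Relative to the median of all genes, the lysosome list changed in control by 0.88 with TMM factors and 0.87 with library totals, the V-ATPase list by 0.16 and 0.16, and the OXPHOS genes by −0.27 and −0.28. The same construction applies to the difference of the changes, where the lysosome list stood at −0.47 and −0.46 relative to all genes and the SenMayo genes at −0.54 and −0.55. With the mean in place of the median, the difference of the SenMayo genes was −0.79, and the cause was not tested. With a prior count of 10, which draws genes with few reads toward 0, the histone genes were at 1.30 with the linker. Without a filter, genes with no reads enter a list as 0, so that the interleukins and chemokines were at 0.00 in control, 0.00 between the SnC libraries and 0.00 for the difference of the changes. In the same way the histone genes were at 0.43 in control, 0.089 with the linker and 0.00 between the pre-SnC libraries, and the OXPHOS genes at −0.13 in control, −0.047 with the linker, 0.11 between the SnC libraries and 0.0015 between the pre-SnC libraries.

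Of 130 list medians, 26 had another sign, or were 0, under at least 1 of the alternatives, and for 8 of these the value was 0 without a filter. The largest opposite values of the others follow, and the cause was not tested. With a filter of 100 counts, the value was −0.16 against 0.16 in control for miscellaneous SenMayo genes and 0.31 against −0.35 between the SnC libraries for the interferon-stimulated genes. With library totals alone, the value was 0.034 against −0.13 between the SnC libraries for miscellaneous SenMayo genes, 0.061 against −0.10 between the SnC libraries for SenMayo transcription factors, 0.090 against −0.069 between the SnC libraries for amino acid biosynthesis, 0.059 against −0.11 for the difference of the changes for amino acid biosynthesis, −0.019 against 0.13 in control for the V-ATPase list, 0.018 against −0.16 for the difference of the changes for the V-ATPase list, 0.11 against −0.068 for the difference of the changes for the p53 targets and 0.12 against −0.051 for the difference of the changes for the histone genes. With the mean in place of the median, the value was 0.20 against −0.11 between the SnC libraries for intracellular signaling genes of SenMayo, −0.20 against 0.0011 between the pre-SnC libraries for miscellaneous SenMayo genes, −0.16 against 0.017 for the difference of the changes for the G2/M list, −0.15 against 0.0062 between the pre-SnC libraries for glycine, serine and threonine metabolism, −0.014 against 0.071 between the SnC libraries for the V-ATPase list, 0.043 against −0.31 with the linker for the NF-κB targets, 0.049 against −0.28 with the linker for the NF-κB targets outside SenMayo and −0.034 against 0.092 between the SnC libraries for the p53 targets. Setting genes with 3 counts or fewer to their bound moved a list median by at most 0.42.

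For single genes, 1476 values of 63 genes were recomputed and 110 left the counting interval. Of 246 changes, 8 had another sign under an alternative, all of them small, and the cause was not tested. The largest opposite values were 0.013 against −0.016 for PGF with the linker, 0.016 against −0.15 for IGFBP4 between the SnC libraries, 0.0099 against −0.13 for CLCA2 between the pre-SnC libraries, 0.032 against −0.13 for LGMN between the SnC libraries, −0.011 against 0.028 for TOMM20 between the pre-SnC libraries, 0.0084 against −0.022 for PTGIS in control, 0.0038 against −0.16 for NEAT1 between the SnC libraries and 0.16 against −0.0026 for RN7SL2 between the SnC libraries. Depth limits genes such as IGF1, PGF, CXCL2 and IL1A, which had fewer than 100 counts in each library, and no direction can be given for PGF in either senescent state.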

Differences from the paper's values

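Of the settings named in this part, edgeR's exact tests at assumed coefficients of variation are tests chosen only after the result was seen. The paper's values are the numbers in its Venn diagrams (Fig. 7B), rounded to 2 digits.

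For genes higher in control SnCs than in control pre-SnCs, the paper gives about 650 in Fig. 7B, read by eye, against 1985 genes at least 2-fold higher. Of the alternatives set before the data were examined, a filter of 100 counts gave 809 and a counting interval wholly beyond 2-fold gave 828, which are within 1.5 times the paper's value, and the others were not. For genes higher in linker SnCs than in linker pre-SnCs, the paper gives about 260 in Fig. 7B, read by eye, against 1247, and among those alternatives a 4-fold threshold came within 1.5 times, with 254. Lower in control SnCs are about 210 genes in Fig. 7B, read by eye, against 975, and none of those alternatives closed the gap. Lower in linker SnCs are about 260 in Fig. 7B, read by eye, against 1343, and a 4-fold threshold gave 283 and the counting interval 372. Higher in both are about 150 in Fig. 7B, read by eye, against 691, and a 4-fold threshold gave 108 and the counting interval 224. Lower in both are about 94 in Fig. 7B, read by eye, against 433, and none of those alternatives closed the gap. The ratio of genes higher in control to genes higher with the linker is about 2.5 by the numbers of Fig. 7B, read by eye, against 1.59. It came within 1.5 times with the authors' FPKM, at 1.70, with a filter of 100 counts, at 2.03, with a prior count of 10, at 1.75, with a 4-fold threshold, at 1.69, with the counting interval, at 2.08, and with protein-coding genes only, at 1.75, and not with the other alternatives.

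With edgeR's exact test at an assumed coefficient of variation of 0.2, which was chosen after seeing the values, the numbers were 652 higher and 209 lower in control, 258 higher and 260 lower with the linker, 153 higher and 94 lower in both, and a ratio of 2.53, each within 1.5 times the paper's value. The same test on libraries thinned to the smallest total, also chosen after seeing the values, gave 506.5, 163, 226.5 and 227.5 in that order, 130 and 79 in both, and a ratio of 2.22, which are within 1.5 times as well. At the other assumed values, chosen in the same way, only the ratio came within 1.5 times, with 1.86 at 0.1, 3.10 at 0.3 and 3 at 0.4. The test at 0.2 gives the p-values of the authors' deposited table. The gaps above thus set the numbers of Fig. 7B against an unlike criterion, a fold threshold without a test.

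Beyond these numbers, the paper states that lysosome genes were activated in control SnCs and not in linker SnCs. In these libraries the lysosome list rose with the linker too, by a median of 0.41 (0.27 to 0.51), less than in control. The measures are unlike, since the paper tested KEGG pathways among its upregulated genes and the median needs no call. By the authors' deposited calls, fewer lysosome genes were higher with the linker than in control, which goes with the paper's statement. The paper reports by RT-qPCR, which is another measurement, that senescence raised interleukin-1α in control cells, whereas IL1A changed by −1.37 (−3.30 to −0.26) in the control libraries, from 17 to 6 counts.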

Other observations

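Of the tests in this part, those on the scaling of the libraries and on a shared starting level were chosen only after the result was seen.

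The smaller number of genes that rose with the linker was weighed against technical explanations. The linker SnC library had the fewest reads, but with each library thinned to the smallest total the ratio of upregulated genes, control to linker, was 1.54, so depth is not the whole cause. Under the other scalings, which are DESeq2's size factors, shared by the authors' FPKM, and library totals alone, the ratio was 1.18 at its lowest, with library totals, so that scaling carries part of the size of the difference without removing it. A higher base level of genes in linker pre-SnCs was examined by setting both SnC libraries against the same starting level. The ratio was then 1.68 against the mean of the pre-SnC libraries, 1.36 against control pre-SnCs and 1.77 against linker pre-SnCs. With library totals alone it was 1.29, 1.06 and 1.43 in the same order, and since the lowest of these is near 1, a part played by the base level stays open and its effect cannot be told apart from that of the scaling. The deposited calls, at an assumed coefficient of variation of 0.2, were also tested for an effect of depth. On thinned libraries the ratio of higher calls, control to linker, was 2.22 as the median of 10 draws, with a range from 2.18 to 2.36. The pattern concerns upregulated genes only. At least 2-fold lower were 1343 genes with the linker and 975 in control, though 1288 and 1332 with library totals alone, and the root mean square log2 change over all genes was 0.80 with the linker and 0.84 in control, so the response as a whole was not shown to be weaker. A weaker induction of genes with the linker may lie behind the smaller number that rose, which remains a hypothesis because both responses come from 1 library each.

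The genes that the paper measured by RT-qPCR (Figure 6K) can also be followed in the sequenced libraries. Of 27, 24 had enough reads, with a median of 1.33 (0.055 to 2.29) in control and −0.29 (−0.56 to 0.69) with the linker. Their difference between the SnC libraries had a median of −1.29 (−2.80 to −0.037). CCL2 changed by 1.95 (1.80 to 2.11) in control and 1.43 (1.24 to 1.64) with the linker, CXCL10 by 2.68 (2.08 to 3.63) in control and 1.62 (0.34 to 4.20) with the linker, and MMP3 by 5.20 (4.55 to 6.62) in control and 1.38 (0.87 to 1.99) with the linker. These genes rose in both senescent states. LIF changed by 1.74 (1.66 to 1.83) in control and −0.097 (−0.18 to −0.012) with the linker, AREG by 3.06 (2.36 to 4.39) in control and 0.97 (−0.44 to 2.99) with the linker and MMP10 by −0.75 (−3.04 to 0.77) with the linker, where it had 12 counts in pre-SnCs and 4 in SnCs, against 24 and 80 in control. CXCL2 had 1 count in control pre-SnCs and 51 in control SnCs, at least 15.2-fold higher, and 2 and 1 with the linker. IL1A had 3 counts in linker pre-SnCs and 0 in linker SnCs.

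Markers of senescence did not all move together. LMNB1, which encodes Lamin B1, changed by −2.44 (−2.81 to −2.15) in control and −4.13 (−5.39 to −3.41) with the linker. CDKN1A changed by 0.73 (0.69 to 0.76) in control and 0.23 (0.21 to 0.26) with the linker, and CDKN2A by −1.06 (−1.25 to −0.88) in control and −0.63 (−0.75 to −0.51) with the linker, a fall in both. CDKN2A was higher in linker pre-SnCs than in control pre-SnCs, by 1.25 (1.13 to 1.38), and so was CDKN1A, by 0.75 (0.72 to 0.79). A count of CDKN2A sums the transcripts of p16 and ARF. SQSTM1, which encodes p62, changed by 0.51 (0.47 to 0.55) in control and −0.79 (−0.84 to −0.74) with the linker, and genes on the opposite strand cover 22.0% of its exon bases. MAP1LC3B changed by 0.15 (0.066 to 0.24) in control and 0.57 (0.49 to 0.65) with the linker.

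Mitochondrial genes moved apart by where they are encoded. The 13 proteins encoded in mitochondrial DNA had medians of 0.89 (0.78 to 0.93) in control and 0.75 (0.52 to 0.85) with the linker, and the 78 nuclear-encoded OXPHOS genes −0.30 (−0.38 to −0.17) and −0.17 (−0.22 to −0.12). Between the SnC libraries the medians were −0.29 (−0.42 to −0.087) and 0.25 (0.17 to 0.33). LAMP1 and TOMM20, whose products the linker and its reporter build on, were chosen after their values were seen. LAMP1 changed by 0.73 (0.70 to 0.76) in control and 0.051 (0.014 to 0.087) with the linker and TOMM20 by 0.36 (0.29 to 0.43) in control and 0.54 (0.46 to 0.62) with the linker. Between the pre-SnC libraries, LAMP1 differed by 0.077 (0.043 to 0.11). Reads of the introduced construct were not analysed here.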
